# Endothelial-secreted Endocan activates PDGFRA and regulates vascularity and spatial phenotype in glioblastoma

**DOI:** 10.1038/s41467-024-55487-1

**Published:** 2025-01-07

**Authors:** Soniya Bastola, Marat S. Pavlyukov, Neel Sharma, Yasmin Ghochani, Mayu A. Nakano, Sree Deepthi Muthukrishnan, Sang Yul Yu, Min Soo Kim, Alireza Sohrabi, Natalia P. Biscola, Daisuke Yamashita, Ksenia S. Anufrieva, Tatyana F. Kovalenko, Grace Jung, Tomas Ganz, Beatrice O’Brien, Riki Kawaguchi, Yue Qin, Stephanie K. Seidlits, Alma L. Burlingame, Juan A. Oses-Prieto, Leif A. Havton, Steven A. Goldman, Anita B. Hjelmeland, Ichiro Nakano, Harley I. Kornblum

**Keywords:** CNS cancer, Cancer microenvironment

## Abstract

Extensive neovascularization is a hallmark of glioblastoma (GBM). In addition to supplying oxygen and nutrients, vascular endothelial cells provide trophic support to GBM cells via paracrine signaling. Here we report that Endocan (*ESM1*), an endothelial-secreted proteoglycan, confers enhanced proliferative, migratory, and angiogenic properties to GBM cells and regulates their spatial identity. Mechanistically, Endocan exerts at least part of its functions via direct binding and activation of the PDGFRA receptor. Subsequent downstream signaling enhances chromatin accessibility of the Myc promoter and upregulates Myc expression inducing stable phenotypic changes in GBM cells. Furthermore, Endocan confers radioprotection on GBM cells in vitro and in vivo. Inhibition of Endocan-PDGFRA signaling with ponatinib increases survival in the *Esm1* wild-type but not in the *Esm1* knock-out mouse GBM model. Our findings identify Endocan and its downstream signaling axis as a potential target to subdue GBM recurrence and highlight the importance of vascular-tumor interactions for GBM development.

## Abstract (web summary)

Glioblastoma (GBM) is rich in tumor-associated vasculature and it remains to be understood how GBM is supported by vascular endothelial cells. Here, the authors identify that endothelial-secreted proteoglycan endocan acts as a ligand of PDGFR alpha receptor to promote GBM progression and induce therapy resistance.

## Introduction

Glioblastoma (GBM) is a highly aggressive, vascular-rich tumor that exploits vascular endothelial (VE) cells to contribute to its growth^1,2^. VE cells provide paracrine factors, nutrition, oxygen, as well as a niche for glioma stem cells (GSCs)^1,3,4^. GSCs residing within the perivascular niche maintain the capacity for self-renewal and promote GBM progression, and recurrence^3,5^. Developing an understanding of the basic biology of tumor-associated vasculature will open the door to new therapeutic targets and the establishment of novel therapies.

In experimental models, tumor-associated VE cells support the maintenance of GSCs^3^. This function can be recapitulated by VE cell-derived conditioned media (CM), suggesting that VE cells produce soluble factors that influence the GSC phenotype. In turn, GSCs can secrete angiogenic factors to promote further neovacularisation^6^. Our recent work has established an interactome network within GBM-associated VE cells and identified key dysregulated genes encoding secreted proteins emanating from VE cells^7^. One such gene is *ESM1* that encodes Endocan, a soluble proteoglycan of 50 kDa, constituted of a mature polypeptide of 165 amino acids (18 kDa) and a single dermatan sulphate chain covalently linked to the serine residue at position 137^8^. *ESM1* expression is regulated by the VEGF/hypoxia pathway and serves as a marker of endothelial cell activation during neoangiogenesis in renal, non-small cell lung, hepatocellular, bladder carcinomas, and GBM^8–10^. *ESM1* is significantly upregulated in tumor-derived vascular cells compared to non-transformed VE cells and its level correlates with higher grade and shorter survival in glioma^11,12^. However, the functional role of Endocan in glioblastoma and, subsequently, its potential as a therapeutic target remains unclear.

In this study, using patient-derived GBM and VE cells, syngeneic orthotopic GBM models, and an *Esm1* knockout mouse model^13^, we investigate the role of Endocan in intercellular crosstalk between GBM and VE cells. Our findings suggest that targeting Endocan itself or downstream signaling pathways activated by this protein may represent a promising therapeutic approach for GBM.

## Results

### Vascular-secreted Endocan promotes proliferation and migration of GBM cells

To understand how VE cells contribute to the progression of GBM, we tested whether VE cells promote the aggressiveness of GBM in vitro and in vivo by using two VE cell models: a short-term primary culture of glioblastoma patient-derived VE cells (TEC15) and an immortalized brain VE cell line HBEC-5i. First, we demonstrated that conditioned media (CM) collected from both TEC15 and HBEC-5i cells promote in vitro proliferation of gliomasphere lines obtained from four different patients **(**Fig. 1a and Fig. S1a). Next, we co-injected VE cells (TEC15 or HBEC-5i) with the patient-derived IDH wild type gliomasphere line 1051^14^ at a 1:10 ratio into SCID mice, and showed that they significantly shortened animal survival (Figs. 1b, S1b). To identify potential trophic factors that could be elaborated by tumor-associated VE cells, we previously isolated CD31^+^ tumor-associated vascular cells from 8 glioblastoma cases along with non-cancerous CD31^+^ cells from 5 craniotomies for epilepsy as controls^7^. Subsequent RNA-sequencing (RNA-seq) revealed *ESM1* as the most significantly upregulated gene in tumor-derived CD31^+^ cells compared to the non-neoplastic counterparts (Fig. 1c). In the TCGA database, *ESM1* expression was found to correlate with higher glioma grade (Fig. S1c) and shorter survival of GBM patients (Fig. S1d).

**Fig. 1:**
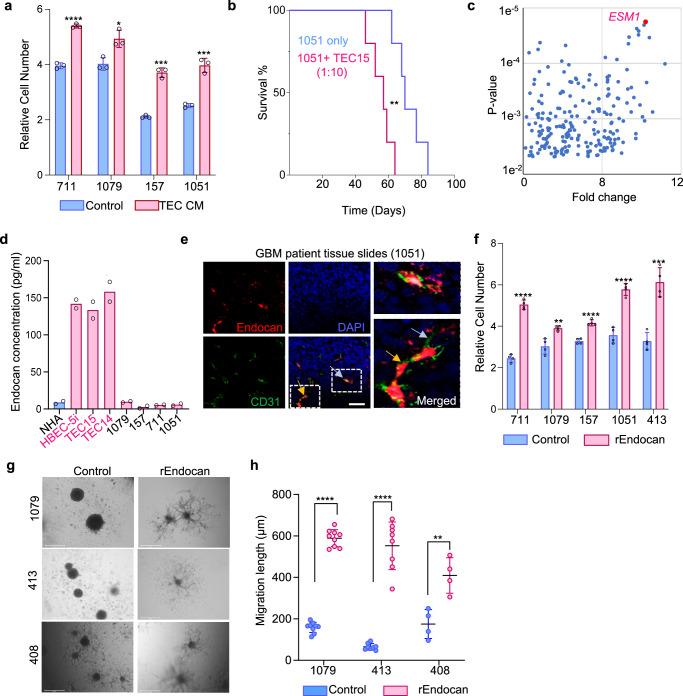
Vascular-secreted Endocan promotes proliferation and migration of GBM cells. **a** Proliferation of GBM cells (711, 1079, 157, 1051) treated with control media or conditioned media collected from Tumor Endothelial Cells (TEC CM); *n* = 3 biological replicates, ***P < 0.0001 for 711 cells, *P = 0.015 for 1079 cells, ***P = 0.0001 for 157 cells, **P = 0.0007 for 1051 cells, unpaired two-tailed Student’s *t-* est. **b** Kaplan–Meier survival analysis of SCID mice intracranially injected with gliomaspheres alone (1051) or gliomaspheres with VE cells (1051 + TEC) at a 10:1 ratio. (*n* = 5 mice per group). **P = 0.0064, Log-rank (Mantel-Cox) test. **c** Volcano plot of RNA-sequencing (RNA-seq) data comparing gene expressions of normal and tumor endothelial cells, with ESM1 (red font). FC = 9.76, FDR corrected *p* = 0.0031.Original data was used from previously published study^7^. **d** ELISA assay comparing levels of secreted Endocan in CM from Normal Human Astrocytes (NHA), Human Brain Endothelial Cells (HBEC-5i), Tumor-associated Endothelial cells (TEC15, TEC14), and GBM cells (1079, 157, 711, and 1051), *n* = 2 biological replicates. **e** Representative immunofluorescence (IF) staining for Endocan (red) and CD31 (green) in formalin-fixed paraffin-embedded tissue sections from glioblastoma patient 1051. Nuclei stained with DAPI (blue). Scale bar, 50 μm. *n* = 3 different patients. **f** Proliferation of GBM cells (711, 1079, 157, 1051, 413) with or without rEndocan (10 ng/ml). Proliferation was measured 5 days after treatment; *n* = 4 biological replicates; ****P < 0.0001 for 711 cells, **P = 0.0043 for 1079 cells, ****P < 0.0001 for 157 cells, ****P < 0.0001 for 1051 cells, unpaired two-tailed Student’s *t* test. **g** Representative microscopic images of control and rEndocan treated (10 ng/ml) GBM spheroids encapsulated in the hydrogel. Images were taken 3 days post-encapsulation. Scale bar, 500 µm. **h** Quantification of migration distance in control and rEndocan (10 ng/ml) spheroids formed by 408, 413, or 1079 cells. *n* = 9 spheroids for 408 cells, *n* = 8 spheroids for 413 cells, and 4 spheroids for 1079 cells were used for analysis ****P < 0.0001 for 408 cells, **P = 0.0053 for 413 cells and ****P < 0.0001 for 1079 cells, unpaired two-tailed Student’s *t* test. Source data are available in the Source Data file.

ELISA analysis demonstrated that Endocan, the *ESM1* gene product, was secreted by HBEC-5i and glioblastoma patient-derived VE cells (TEC 14 and TEC15) at concentrations exceeding 100 pg/ml, while conditioned media (CM) from normal human astrocytes and gliomasphere lines (1079, 157, 711, and 1051) contained nearly undetectable amounts of Endocan (Fig. 1d). We further confirmed this result by multiple approaches. First, using immunohistochemical staining (IHC) we demonstrated that Endocan is exclusively co-localized with CD31 + VE cells in the perivascular areas of our GBM clinical samples (Fig. 1e). Second, we analyzed a single cell RNAseq dataset of cells isolated from GBM tumors^15^ that showed a significant level of ESM1 expression in VE cells but not in other cell types within the neoplasm (Fig. S1e). Third, we analyzed a recently published spatial transcriptomic dataset of GBM tumor tissues^16^ and demonstrated that *ESM1* expression is highly colocalized with VWF - a marker of endothelial cells^17^ Fig. S1f). Finally, analysis of a previously published dataset of GBM-associated VE cells^18^ revealed that *ESM1* is expressed in a specific sub-cluster of endothelial cells that was characterized by gene signatures associated with endothelial tip cell formation, tumor angiogenesis, and vascular basement membrane remodeling (Fig. S1g, h).

Next, we investigated whether Endocan could influence GBM phenotype. Incubation with recombinant Endocan (rEndocan) promoted the proliferation of multiple IDH wild type GBM sphere lines (Fig. 1f). As GBM cells are known to migrate along blood vessels^19,20^, we also examined the effects of Endocan on GBM cell migration using a previously described hydrogel-based system^21^. rEndocan-treated spheroids derived from 3 different patients had significantly enhanced motility as revealed by both migration length (Fig. 1g, h) and shape factor analysis (Fig. S1i).

Collectively, these findings suggest that Endocan is primarily secreted by endothelial cells and drives both GBM cell proliferation and migration.

### Endocan is essential for establishing the hypervascular phenotype of GBM

To address the potential role of paracrine Endocan signaling in crafting the GBM phenotype in vivo, we utilized wild-type (WT) and *Esm1* knockout (*Esm1* KO) mice^13^ as host systems for implanting glioma cells derived from two different murine GBM models. First, we used in vitro gliomasphere cultures termed as 7080^22^ that was derived from mice harboring mutations in *p53*, *Pten*, and *Nf1* and enriched for the tumor initiating subpopulation. Second, we utilized freshly-resected murine glioblastoma-like cells isolated from tumors induced by RCAS-PDGAB lentivirus injection into Nestin-Tva/Cdkn2a-/- mice^23^. Both types of cancer cells were injected into the brains of WT and *Esm1* KO mice. The resultant tumors in WT mice exhibited numerous intratumoral hemorrhages in sharp contrast to grayish necrotic tumors in *Esm1* KO mice (Figs. 2a, S2a). Subsequent IHC for CD31 demonstrated significantly fewer CD31^+^ VE cells in the tumors from *Esm1* KO animals with reduced vessel diameter as compared to those formed in wildtype animals (Figs. 2a, b, S2a, b). At the ultrastructural level, 7080 tumors in the WT host exhibited proliferative blood vessels with hypertrophy and the basement membrane showed an irregular outline and varying diameters, typical of human glioblastoma^19,24^, while in the *Esm1* KO host, tumors exhibited sparse blood vessels with a regular basement membrane measured as Blood vessel ratio-SAE using previously defined methods^25^ (Fig. 2c, d). Consistent with these observations, qRT-PCR analysis demonstrated that vascular cell-associated genes known to play an integral part in maintaining barrier function, adhesion interactions, and tight junctions(*Podxl*, *Cld5*, and *Cdh5*)^26,27^, along with a marker for endothelial cells (*Pecam1*)^18^ were downregulated in tumors from *Esm1* KO mice (Figure S2d). Importantly, brain vascularization in the areas that did not contain tumor was not appreciably different between wild type and *Esm1* knockout mice, as can be seen from CD31 staining (Fig. S2c) and electron microscopy (Fig. 2c, d). Next, we compared immune cells infiltration in tumors formed in *Esm1* KO and WT animals. IHC staining for microglia and macrophage (Iba1,Cd68 and F4/80)^28^ and T-cell (Cd8)^29^ markers showed no statistically significant differences between Esm1 WT and KO tumors Fig. S2e).

**Fig. 2:**
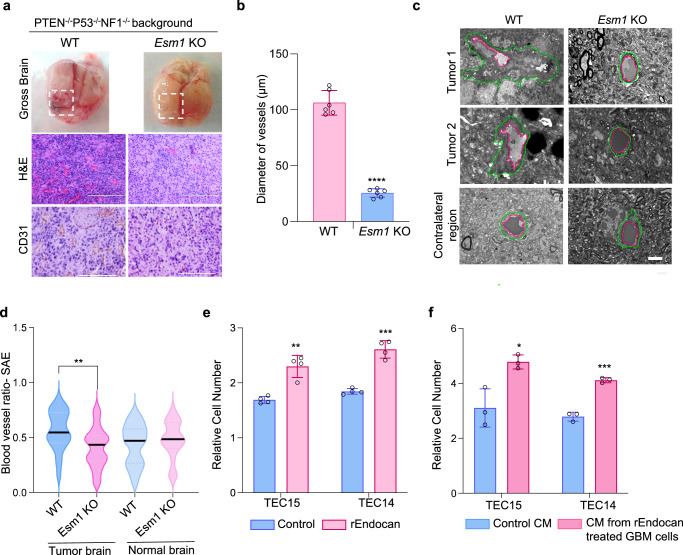
Endocan is essential for establishing the hypervascular phenotype of GBM. **a** Images of the brains collected from 7080 glioma-bearing *Esm*1 WT or *Esm1* KO mice (upper panel). H&E staining of the tumor slices (middle panel, Scale bar, 200 μm) and CD31 staining of the tumor slices (lower panel, Scale bar, 200 μm). **b** Quantitation of the diameter of the blood vessels formed in tumors from *PTEN/P53/NF1* deleted glioblastoma model. CD31 positive VE cells were imaged and then measured using ImageJ vessel analysis tool. *n* = 7 regions from *n* = 5 mice were used for the analysis, ****P < 0.0001, unpaired two-tailed Student’s *t* test. **c** Representative transmission electron microscopy images of tumors formed in *Esm1* WT and KO mice (middle panel) and contralateral tissue region from non-tumor hemisphere (lower panel). Green and magenta lines indicate the outer and inner diameter of the blood vessels respectively. Scale bar, 2 µm. **d** Violin plots show frequency of blood vessel ratio of Shape Adjusted Eclipse (SAE) distributions (y-axis). Center lines denote median values obtained by the SAE approach after determining vessel area or perimeter of blood vessels in the tumor-bearing hemisphere of mice brains and contralateral region. **P = 0.0030, One-way ANOVA followed by post hoc test. **e** Proliferation of rEndocan treated (10 ng/ml) and untreated TEC cells (TEC 15 and TEC 14). Proliferation was measured on Day 5 post-treatment, *n* = 4 biological replicates, **P = 0.0012 for TEC15 and ***P = 0.0013 for TEC14, unpaired two-tailed Student’s *t* test. **f** Proliferation of TEC15 and TEC14 cells treated with conditioned media collected from the control GBM cells or GBM cells pretreated with rEndocan (10 ng/ml) for 3 days. Proliferation was measured on day 5 post-treatment, *n* = 3 biological replicates, *P = 0.0173 for TEC15 and ***P = 0.0002 for TEC15, unpaired two-tailed Student’s *t* test. Source data are available in the Source Data file.

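The line 7080 is a gliomasphere culture derived from a mouse model of GBM. For RNA-seq, 500000 of its cells were injected into the brains of C57BL/6 hosts, either WT or Esm1 KO. The hosts were aged 6 to 8 weeks by the paper's methods, whereas its reporting summary gives an older range. The deletion was in the host and not in the injected cells, and RNA was taken from frozen tumor tissue, so each library holds RNA of tumor cells and of host cells together. There were 6 libraries, 3 from WT hosts (WT 1, WT 2 and WT 3) and 3 from KO hosts (KO 1, KO 2 and KO 3). The sample labels name the NEBNext Ultra RNA kit and the mouse genome mm10, whereas the paper's methods name the Ovation Ultralow kit and the human genome hg38. The authors deposited the number of reads they counted on each of 16729 genes, without normalization, beside their own fold changes. Between 17632070 and 22241832 reads per library were counted on genes, with a median of 21288957 in the KO libraries and 18949165 in the WT libraries. A single read corresponded to between 0.0445 and 0.057 CPM (a library's counts scaled with edgeR's TMM factors), and this precision covers counting error only. Supplementary Data 1, the paper's table of RNA-seq results, gives normalized values for WT 1, WT 2, KO 1 and KO 3. Its columns were checked against the deposited counts across genes, which are not independent replicates. The log ratio of its WT columns had a Pearson correlation of 0.857 with that of WT 1 over WT 2 (1268 genes), against 0.658 for the closest other pair. For its KO columns the correlation was 0.664 with KO 1 over KO 3 (1124 genes), against 0.562 for the closest other pair. KO 2 and WT 3 are not used in that table, the paper gives no reason for this, and its reporting summary states that no data were excluded. The 4 libraries of the table were therefore compared first and all 6 second, each time with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all genes that passed edgeR's filter on low counts. Esm1, which the file lists by its symbol, lies on chromosome 13 of GRCm38 from 113209659 to 113218098. It had 25, 21 and 82 counts in WT 1, WT 2 and WT 3, which correspond to 1.19, 1.08 and 4.05 CPM. In the KO libraries it had 1 count in KO 1 (0.057 CPM), 24 in KO 2 (1.07 CPM) and 4 in KO 3 (0.208 CPM). The library labelled KO 2 thus held about as many Esm1 reads as WT 1 and WT 2. This puts its label in doubt without settling it, since the injected tumor cells also carry the gene. According to the paper the genomic status of Esm1 in the mice was checked by PCR, which does not settle the label of that library. Over the 4 libraries the log2 fold change of Esm1, KO against WT, was -3.02 (standard error 0.64, adjusted p = 0.0425, edgeR). With all 6 it was -2.20 (standard error 1.01, adjusted p = 0.192, edgeR). Among the 4 libraries, the call was lost without KO 1 (-2.41, adjusted p = 0.13), without KO 3 (-4.17, adjusted p = 0.119) and without WT 2 (-3.08, adjusted p = 0.0685). In these fits the group left with a single library is assumed to vary like the other. The first principal component of log2 CPM, with 84.2% of the variance, placed the library labelled KO 2 between WT 1 and WT 3.

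**Figure D1:**
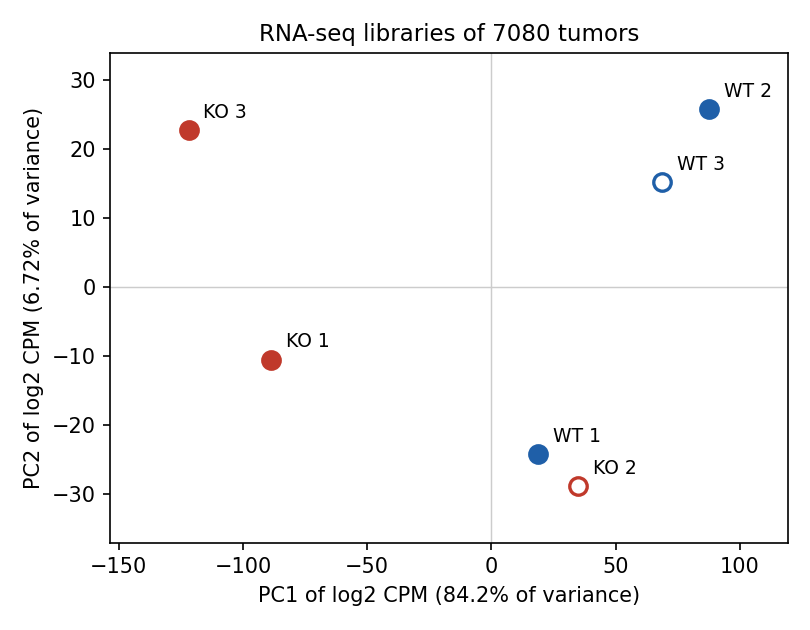
Principal components of log2 CPM over 16166 genes in the 6 libraries, with the share of variance on each axis. Blue points are WT libraries and red points KO libraries, and open points are those that Supplementary Data 1 does not use. On PC1, KO 1 (-88.5) and KO 3 (-121.9) lie apart from the other 4 libraries, which span 18.9 to 87.7.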

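Over WT 1, WT 2, KO 1 and KO 3, 16183 genes were tested. At a fold change above 4 and an adjusted p under 0.05, 1008 genes were lower and 73 higher in the KO libraries, so that 93.2% of the changed genes were lower. Over all 6 libraries, 0 of 16166 genes passed in either direction by the same test, with a smallest adjusted p of 0.184. At an unadjusted p under 0.05 and the same fold change, 78 genes were lower and 47 higher over the 6 libraries. Other tools, chosen after these values were seen, gave 47 lower and 34 higher genes over all 6 libraries with DESeq2, 23 and 10 with edgeR's exact test, and 0 in either direction with limma-voom. With KO 2 alone left out of the 6, the quasi-likelihood test gave 1218 lower and 245 higher genes, and it gave 0 with any one of the other 5 left out in its place. From the 4 libraries, the lower genes moved most without KO 3, to 252 lower and 0 higher genes (153 higher at an unadjusted p under 0.05). Without WT 1 the counts were 1381 lower and 1482 higher, without WT 2 they were 692 and 10, and without KO 1 they were 874 and 55. By the other tests of the 4 libraries, DESeq2 gave 1089 lower and 215 higher genes, edgeR's exact test 1164 and 212, and limma-voom 965 and 91. A test against a fold change of 4 itself (edgeR's glmTreat) gave 0 genes in either direction, with 777 lower and 15 higher at an unadjusted p under 0.05. Both libraries outside Supplementary Data 1 were then compared for the 1008 lower genes. Of the pair, the one labelled KO 2 lay within the range of the 3 WT libraries for 576 of them, above all 3 for 177 and below all 3 for 255. Relative to the mean of WT 1 and WT 2, the median log2 difference of these genes was -0.21 in KO 2 and 0.17 in WT 3, against -2.34 in KO 1 and -2.77 in KO 3. Of the 73 higher genes, KO 2 lay above all 3 WT libraries for 56 and within their range for 17, with a median log2 difference of 0.56 (WT 3: 0.08, KO 1: 1.69, KO 3: 1.91). Esm1 leaves the label of KO 2 in doubt without settling it, and every comparison over all 6 libraries rests on that label. The smallest p among the lower genes belonged to Smoc1, at 15.9 and 18.3 CPM in KO 1 and KO 3 and 90.9 and 101.0 CPM in WT 1 and WT 2 (log2 fold change -2.50, standard error 0.18, adjusted p = 0.0343). KO 2 had 93.8 CPM of Smoc1 and WT 3 had 115.5 CPM. By p, Ifit1 (-4.15) and Fgl2 (-2.71) came next. Among the genes that fell furthest, Gm773, Tspo2, Hoxaas3 and Olfr857 had no count in KO 1 and KO 3, and at a floor of 3 counts over the group they were at least 87.7-fold, 34.3-fold, 22.8-fold and 18.2-fold lower. Pet2 had 1 count in KO 1 and KO 3 together, a 375-fold ratio with a 95% counting interval from 66.9 to 14850. Myh8 rose furthest, from 1 count in WT 1 and WT 2 to 33 in KO 1 and KO 3 (36.3-fold, 95% counting interval from 6.07 to 1475). Other large rises were those of LOC102634431 (log2 fold change 3.43), Prss22 (3.26) and Gm12429 (3.25), and by smallest p the first were 5031426D15Rik (2.60), Gm12429 and Col24a1 (2.04). Without KO 3 the calls of Tspo2 (adjusted p = 0.0555), Hoxaas3 (adjusted p = 0.0624), Olfr857 (adjusted p = 0.0769), Prss22 (adjusted p = 0.148) and 5031426D15Rik (adjusted p = 0.103) were lost. Without KO 1 as well as without KO 3, so were those of LOC102634431 (adjusted p = 0.0651 and 0.106), Gm12429 (0.0544 and 0.0772) and Col24a1 (0.0678 and 0.121). Without WT 2 the calls of Myh8 (log2 fold change 4.05) and Prss22 (2.64) were lost. So was that of Col24a1, whose log2 fold change of 1.82 lay under the threshold on fold change.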

We then performed RNA-seq expression profiling of tumors formed by 7080 cells in WT and *Esm1* KO mice and identified 1449 downregulated and 283 upregulated genes (fold change >4; adjusted *p* < 0.05) in KO samples. Subsequent Gene Set Enrichment analysis (GSEA) revealed alterations in many important pathways including downregulation of proliferation, DNA repair as well as Myc and VEGFA signaling in tumors formed in *Esm1* KO mice (Fig. S3a and Supplementary Data Table 1).

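The gene sets of this enrichment analysis were not used here. In their place, lists of mouse genes for the 4 pathways were written by hand before the counts were seen, and they are stand-ins and not the paper's sets. Each list was tested on log2 CPM with limma's camera, which asks whether the genes of a list differ from the other genes, at a preset correlation between genes of 0.01 and with Benjamini-Hochberg adjustment over the 15 lists tested. For proliferation (40 genes), the median log2 fold change over WT 1, WT 2, KO 1 and KO 3 was -3.92 (adjusted p = 4.56e-14, camera), and all 40 genes were lower in the KO libraries. Their fold changes ran from -5.23 (Cdk1) to -0.29 (E2f1), and 34 genes passed the thresholds on fold change and adjusted p. With all 6 libraries the median was -1.73 (adjusted p = 2.08e-09, camera). The Myc target list (43 genes) had a median of -1.24 (adjusted p = 3.4e-09, camera) and of -0.93 over all 6 libraries (adjusted p = 2.08e-09, camera). Of its genes 41 were lower and 2 higher, from Npm1 (-2.67) to Slc29a2 (0.41), and 7 passed both thresholds. For DNA double strand break repair (44 genes) the medians were -1.48 (adjusted p = 2.36e-08, camera) over the 4 libraries and -1.01 (adjusted p = 5.93e-07, camera) over all 6. The VEGFA signaling list (42 genes) had a median of 0.20 (adjusted p = 0.143, camera), and of 0.18 over all 6 libraries (adjusted p = 0.135, camera). In it 15 genes were lower and 27 higher, from Aplnr (-3.44, adjusted p = 0.0519) to Prkcb (1.86, adjusted p = 0.0911, edgeR). Both thresholds were passed by 1 of the lower genes and 0 of the higher genes. Vegfa itself had a log2 fold change of 0.15. Of the single genes, 36 of 40 for proliferation, 26 of 43 Myc targets and 4 of 42 in VEGFA signaling passed an adjusted p of 0.05 over all genes tested. Adjusted over the list alone, 37, 37 and 2 passed. Over all 6 libraries 0 genes of these lists passed by edgeR's quasi-likelihood test either way. Of these 4 pathway lists, the proliferation list moved most with the choice of libraries. With each of the 4 libraries left out in turn, its median lay between -4.61 and -3.44. None of these calls held with a correlation estimated for each list, where the lowest adjusted p over all lists was 0.515 (0.513 over all 6 libraries). By fry, which tests whether the genes of a list move one way on balance and compares them with no other genes, the adjusted p of each of the 4 lists was 0.0711 over the 4 libraries. The library labelled KO 2 lay above the lowest WT library for 34 of the 40 proliferation genes and for 22 of the 43 Myc targets. A hand-written list of 16 neuron genes summed to 15900 and 19290 CPM in KO 1 and KO 3, against 7267 and 2379 CPM in WT 1 and WT 2. Fewer tumor cells in KO 1 and KO 3 could therefore lower these lists too, and the falls are not shown per tumor cell. From its enrichment analysis the paper states that proliferation, DNA repair, Myc and VEGFA signaling are downregulated in tumors of Esm1 KO mice, and from its findings up to that point it proposes that Endocan promotes hypervascularization of murine gliomas.

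**Figure D2:**
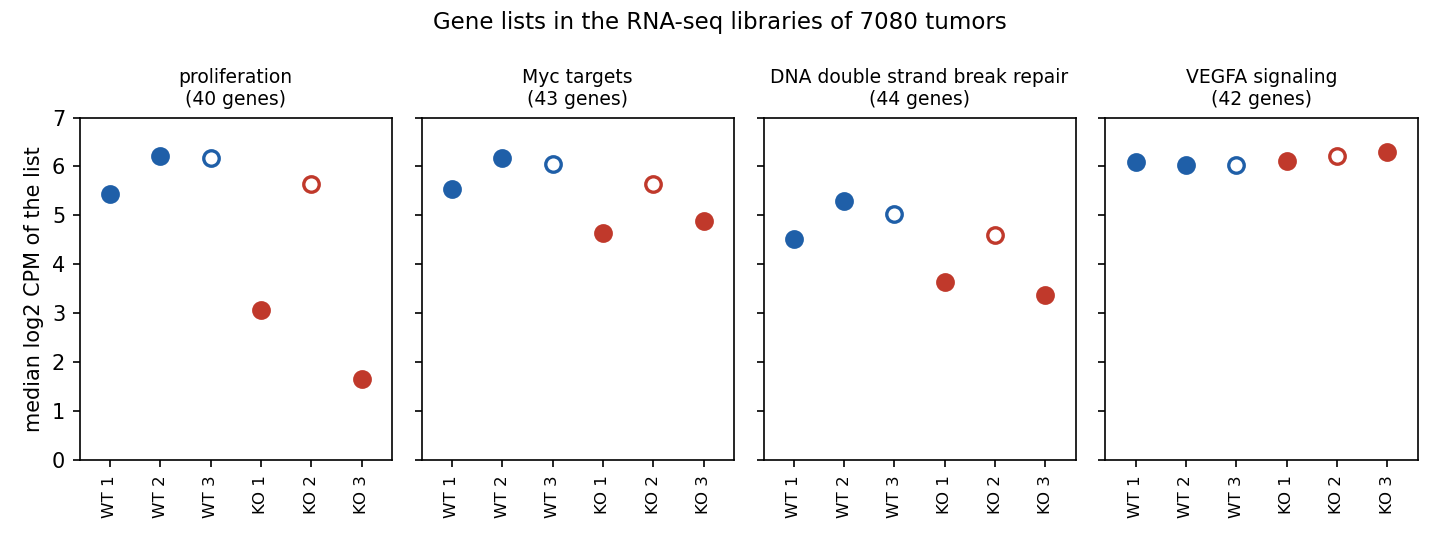
Median log2 CPM of each gene list in each library, with blue for WT, red for KO and open points for the libraries that Supplementary Data 1 does not use. For proliferation, KO 1 (3.06) and KO 3 (1.67) lie below the other 4 libraries, which span 5.43 to 6.21. For VEGFA signaling all 6 libraries lie between 6.03 and 6.30.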

Thus far, our findings indicate that Endocan promotes the hypervascularization phenotype of murine gliomas. This effect can be mediated either by autocrine (GBM cells promote Endocan expression in VE cells, which further enhance proliferation of VE cells) or paracrine (GBM cells treated with Endocan secrete other factors which promote vascular cell growth) mechanisms, or a combination of the two. In order to discriminate between these hypotheses, we first treated two human TEC cell lines with rEndocan and in both cases observed a significant increase in proliferation in response to Endocan (Fig. 2e). Next, to test the potential for an indirect effect of Endocan on endothelial cells, we treated GBM cells with rEndocan for 3 days, and then replaced the rEndocan containing media with regular GBM media. After 4 more days of incubation, conditioned media was collected and added to TECs. Results of this experiment demonstrated significantly higher proliferation of TECs in Endocan-induced conditioned media compared to the control media (Fig. 2f).

Altogether our data suggest that Endocan is essential for the development of neovascularization in GBM. This protein, secreted by tumor-associated VE cells, can directly enhance proliferation of VE cells within GBM and also can stimulate GBM cells to secrete other factors additionally promoting vascularization of the malignancy.

### Endocan induces stable phenotypic alterations of GBM cells regulating their spatial identity

Next, we aimed to assess if GBM cells propagated in vivo in a microenvironment with or without Endocan acquire any stable differences in their phenotype. To answer this question, we generated sphere cultures from tumors formed in WT and *Esm1* KO mice brains (WTD and KOD cells respectively). Even under identical in vitro cultivation conditions, KOD GBM cells had reduced proliferation compared to WTD counterparts. Furthermore, KOD cells no longer responded to the addition of rEndocan (Fig. 3a). To further characterize differences between these cells, we labeled WTD and KOD cells with GFP and mCherry, respectively, and co-injected them into the brains of *Esm1* WT mice (Fig. 3b). IHC analysis of the resultant tumors demonstrated that WTD cells were located at the tumor edge region and infiltrated into the normal brain, whereas KOD cells appeared to be largely confined to the tumor core (Fig. 3c, d). To quantitatively assess this phenomenon, we measured the number of cells of each type as a function of the distance from the injection site, demonstrating that KOD cells were mainly present in the tumor core-region, whereas WTD cells were found to be highly migratory and spread across the tumor and normal brain (Fig. 3e). Interestingly, CD31 staining indicated that the core lesion predominantly formed by KOD cells was hypovascular, while the edge lesion created mainly by WTD cells was hypervascular (Fig. 3f). The tumor core areas exhibited higher immunoreactivity to hypoxic and mesenchymal GBM markers (HIF1α, YKL-40, p-65 NF-κB and ALDH1A3)^30–33^ (Figs. 3f and S3b), while the edge regions had higher levels of proneural markers PDGFRA and Olig2 (Fig. S3b). Taken together, these findings suggest that KOD cells have lost their capacity to promote neovascularization and to invade into the normal tissues even in the presence of Endocan.

**Fig. 3:**
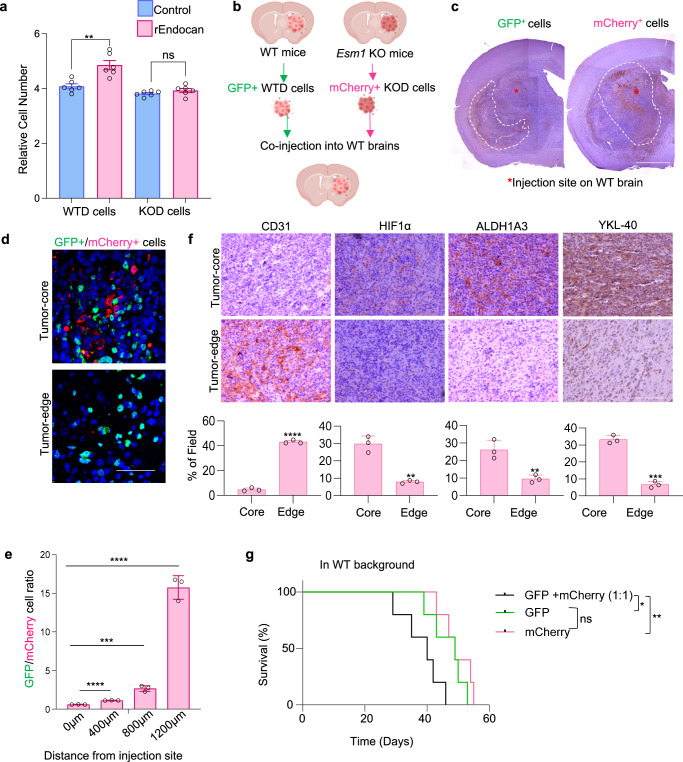
Endocan induces stable phenotypic alterations of GBM cells regulating their spatial identity. **a** Proliferation assay of control and rEndocan treated (10 ng/ml) WTD and KOD cells. **P = 0.0023 for WTD cells and *P* = 0.2104 for KOD cells, *n* = 6 biological replicates, unpaired two-tailed Student’s *t* test. **b** Schematic figure delineating the steps for the experiment. Briefly, mouse 7080 spheres were implanted into brains of WT and *Esm1* KO host, once tumors were formed, they were isolated into single cells, and were followed by labeling *Esm1* KO derived spheres with mCherry and WT derived spheres with GFP. Cells were then co-injected into WT host (*n* = 5 mice per group). The figure was created in BioRender. Kornblum, H. (2024) BioRender.com/n19r944. **c** Representative IHC staining with anti-GFP (left) and anti-mCherry (right) antibodies of mice brains co-injected with WTD (GFP^+^) and KOD (mCherry^+^) cells (*n* = 5 mice per group). The boundaries of the staining areas are shown by white lines, injection site indicated by red asterisk. Scale bar, 2 mm. **d** Representative IHF images of mice brain sections stained with anti-GFP (green), anti-mCherry (red) antibodies and DAPI (blue). *n* = 3 biological replicates, Scale bar, 50 μm. **e** Ratio of GFP+ and mCherry+ cells in IHF images as in “D” at different distances from the site of injection. Quantification was performed using ImageJ software where mCherry+ cells and GFP+ cells were divided by DAPI staining. The experiment was performed using *n* = 3 mice per group. ****P < 0.0001 for 400 µm vs. 0 µm, ***P = 0.0006 for 800 µm vs. 0 µm, and ****P < 0.0001 for 1200 µm vs. 0 µm, unpaired two-tailed Student’s *t* test. **f** Representative IHC images of core (upper panel) and edge regions (middle panel) of the tumor obtained as in “D” stained for CD31, HIF1α, ALDH1A3, and YKL-40. % of field positive areas for indicated proteins on lower panel (*n* = 3 mice). **P < 0.0001 for CD31, **P = 0.0013 *for* HIF1α, ***P = 0.0083 for ALDH1A3 and ****P = 0.0001 for YKL-40, unpaired two-tailed Student’s *t* test. *Scale* bar, 200 µm. **g** Kaplan–Meier survival analysis of *Esm1* WT mice intracranially injected with WTD and KOD cells or the mixture of both at 1:1 ratio. (*n* = 5 mice per group), *P = 0.047; ns. - nonsignificant (*P* = 0.31); **P = 0.00642. *P* values were determined by log-rank test. Source data are available in the Source Data file.

Surprisingly, we did not observe any survival differences between mice injected with WTD or KOD cells (Fig. 3g). However, when a mixture of KOD and WTD cells was co-injected into the brain, animal survival was substantially reduced compared to the mice injected with either KOD or WTD cells alone. One possible explanation for this result could be that mixing of KOD and WTD cells together enhances cancer cell heterogeneity within the developing tumors, which has been shown to promote GBM malignancy by various molecular mechanisms^27,34^. However, additional experiments will be needed to test this hypothesis.

Altogether, the striking differences observed between WTD and KOD cells suggest that Endocan itself or the tumor microenvironment formed in the presence or absence of Endocan has a significant and long-lasting effect on the key vascular and infiltrative properties of GBM cells. Importantly, the phenotypical differences developed between cells propagated with or without Endocan can be stably maintained even if the cells are subsequently cultured under identical conditions in vitro or in vivo.

### Endocan binds to and activates PDGFRA in human glioblastoma cells

As a next step, we sought to understand the relevant mode of action of Endocan in glioblastoma. To identify possible receptors for Endocan on GBM cells, we purified integral membrane proteins from human gliomasphere line 157 and incubated these proteins with immobilized rEndocan. Subsequent elution of bound proteins and mass spectrometry identified PDGFRA as a potential Endocan-interacting protein (Supplementary Data Table 2). To confirm this finding in a cell-free system, we tested the binding of the corresponding recombinant proteins. Pull down experiments demonstrated physical interaction between F_c_-tagged PDGFRA monomeric fragment and His-tagged rEndocan (Fig. 4a). Next, we used surface plasmon resonance (SPR) to evaluate the binding affinity of recombinant His_6_-Endocan to a recombinant Fc-PDGFRA monomeric fragment (Fig. S4a) and found a K_D_ of 345 ± 25 nM. Although this value is orders of magnitude higher than the one that was determined using standard Scatchard assay with radioactively labeled PDGF-BB and cells overexpressing exogeneous PDGFRA, it is comparable to the K_D_ which were previously identified using a similar SPR approach for the interaction of a recombinant PDGFRa with PDGF-AA (600 nM), PDGF-BB (420 nM) and PDGF-AB (840 nM)^36^. As another validation step, we used the proximal ligation assay^35^, which showed that rEndocan induces the phosphorylation of endogenous PDGFRA - the key step in PDGFRA activation^36^ (Fig. S4b). To further confirm the specificity and affinity of Endocan-interaction with PDGFRA, we performed a binding competition assay between rEndocan labeled with Alexa488 and recombinant PDGF-BB (one of the cognate ligands for PDGFRA), labeled with Alexa647. The addition of rPDGF-BB diminished rEndocan binding to glioblastoma cells in a concentration-dependent manner. Similarly, rEndocan decreased rPDGF-BB binding. Importantly, a concentration of 10 ug/ml rEndocan was able to completely displace rPDGFββ from GBM cells, while rPDGF-BB at the corresponding concentration was able to displace only half of the rEndocan molecules (Fig. 4b), suggesting that Endocan can interact with other receptors in addition to PDGFRA.

**Fig. 4:**
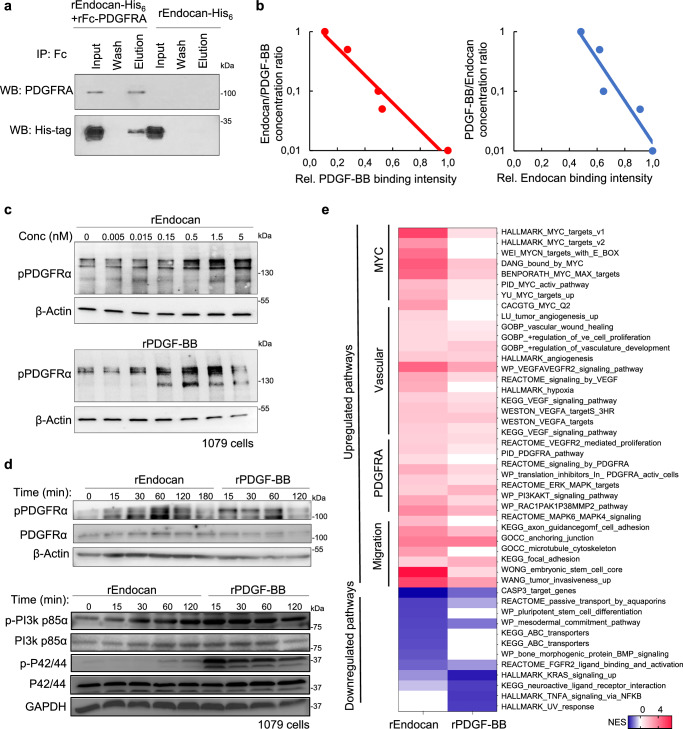
Endocan binds to and activates PDGFRA in human glioblastoma cells. **a** Western blot (WB) analysis of samples obtained during pull down assay of His-tagged rEndocan and Fc-tagged rPDGFRΑ. Representative result of n = 3 biological replicates. **b** Competition binding assay of Endocan-Alexaflour488 and PDGF-BB-Alexaflour647. 1079 cells were incubated with indicated concentrations of both proteins and subsequently analyzed by flow cytometry, n = 3 biological replicates with similar results. **c** Western blot analysis of 1079 cells incubated with different concentrations of rEndocan or rPDGF-BB for 30 min. Representative result of *n* = 3 biological replicates. **d** Western blot analysis of 1079 cells incubated with 10 ng/ml rEndocan or rPDGF-BB (10 ng/ml) for the indicated period of time. Representative result of *n* = 3 biological replicates. **e** Heatmap showing significant (*p* < 0.05) normalized enrichment scores (NES) calculated from RNAseq data of 1079 cells treated with 10 ng/ml rEndocan or rPDGF-BB for 48 h, *n* = 4 biological replicates. Source data are available in the Source Data file.

Given that PDGFRA activation by functional ligands induces receptor autophosphorylation, we investigated whether the addition of rEndocan alters the phosphorylation levels of endogenous PDGFRA in human gliomaspheres in vitro using PDGF-BB as a positive control^37^. Dose-response analyses demonstrated that both rPDGF-BB and rEndocan induced PDGFRa phosphorylation in brain tumor cells at low nanomolar concentrations. This result is consistent with the K_D_ value previously determined for PDGF-BB interaction with exogenously expressed full length PDGFRa on the cell surface^39^. Interestingly, the magnitude of the effect of rEndocan was somewhat smaller than that of PDGF-BB (Figs. 4c and S4c). We also observed that in some western blots phosphorylated PDGFRA appeared as multiple bands, and the lower molecular weight bands were especially noticeable when cells were incubated with rPDGF-BB, but not Endocan. These could potentially be explained by differences in PDGFRA internalization and subsequent degradation induced by rPDGF-BB and Endocan. Next, we performed a time course experiment and found that rEndocan (10 ng/ml, 400 pM) was able to induce appreciable autophosphorylation of PDGFRA in as early as 15 min and displayed similar temporal kinetics to that of rPDGF-BB (Figs. 4d and S4d). rEndocan treatment also resulted in the phosphorylation of the PDGFRA downstream targets such as p85α and PI3K^38^ along with phosphorylation of ERK1/2^39^ (p44/42 MAPK)^40^, further confirming the activation of the PDGFRA signaling pathway (Figs. 4d and S4d). Interestingly, comparing the effects of Endocan and PDGF-BB we noticed substantially higher levels of ERK1/2 phosphorylation upon incubation with PDGF-BB. ERK1/2 activation is an integral part of the canonical PDGFRA RTK signal transduction pathway^41^ that has been shown to promote mitotic progression and proliferation^42^. The weaker effect of Endocan on ERK1/2 may be associated with the different kinetics of its interaction with PDGFRA^43^. However, further studies are needed to clarify the significance of the potentially differential activation of the ERK pathway by Endocan and PDGF-BB.

Interaction of PDGFRs with their ligands has been shown to be affected (both enhanced^44^ and inhibited^45^) by glycosaminoglycans. To determine if glycosaminoglycans (including dermatan sulfate chain of Endocan) can modulate Endocan binding to PDGFRA we repeated the SPR assay in the presence of heparin and also evaluated the effect of the heparin on Endocan-induced PDGFRA phosphorylation. Both experiments showed no effect of heparin on Endocan-PDGFRA interaction (Fig. S4e, f).

It has been previously reported that Endocan can activate EGFR signaling in non-small cell lung cancer^46^. However, in our experimental conditions we did not detect any Endocan-induced EGFR phosphorylation even at 100 ng/ml concentration of rEndocan (Fig. S5). Interestingly, we observed that in 1079 cells, EGF was able to induce PDGFRa phosphorylation. This result is consistent with previous findings demonstrating that in some patient-derived GBM cell lines PDGFRa and EGFR form heterodimers which can be activated by EGF^47^.

Next, we studied how Endocan and PDGF-BB affect GBM cells at the transcriptome level. RNA-seq and subsequent GSEA revealed that their effect on GBM cells was similar but not precisely the same (Fig. 4e), indicating that while Endocan can activate the PDGFRA receptor, it might also have effects that are distinct from those of other PDGFR ligands, possibly due to the binding with other cellular receptors. The pathways most substantially affected by Endocan included angiogenesis, upregulation of Myc targets, and receptor tyrosine kinase (RTK) pathway activation.

To better understand the potential relationships amongst Endocan and other PDGFRa ligands, we analyzed a recently published spatial transcriptomic dataset of GBM tumor tissues^16^. Surprisingly, we found that *ESM1* and *PDGFB* are expressed in the same tumor regions, while the distributions of *PDGFA* and *PDGFC* seem to be mutually exclusive with those of PDGFB and ESM1 (Fig. S6a, b). The reason for this is unclear, but we speculate that Endocan may act together with PDGF-BB to maintain a high level of PDGFRa activation in the same tumor region, while other PDGFR ligands are expressed in the different GBM areas and may therefore affect other populations of GBM cells.

Altogether, our data indicate that one of the molecular mechanisms by which Endocan affects GBM is binding to PDGFRA and subsequent activation of the downstream signaling pathways in tumor cells adjacent to VE cells in the microvasculature proliferation area.

### Endocan induces changes in the chromatin structure in the *Myc* promoter region

Since we demonstrated that GBM cells propagated in *Esm1* KO and WT mice showed substantial and highly persistent phenotypic differences, we hypothesized that Endocan-PDGFRA signaling can induce stable epigenetic alterations. To test this hypothesis, we performed ATAC-seq (Assay for Transposase-Accessible Chromatin sequencing) with *Esm1* WTD and KOD cells^48^. We identified 294 genes that had significantly different chromatin accessibility levels between samples, and among them, 129 genes showed different chromatin structure in their promoter regions (Fig. 5a and Supplementary Data Table 3). The strongest alterations were observed for the *Myc* promoter that showed more than 10-fold increased accessibility in WTD as opposed to KOD cells. We next performed de novo motif analysis of the detected ATAC-seq peaks and identified the motifs for PATZ1 (E-value = 9.6 × 10^−83^) and Irf1 (E-value = 1.2 × 10^−80^) - transcription factors whose expression was shown to be regulated by Myc^49,50^ (Fig. S6c).

**Fig. 5:**
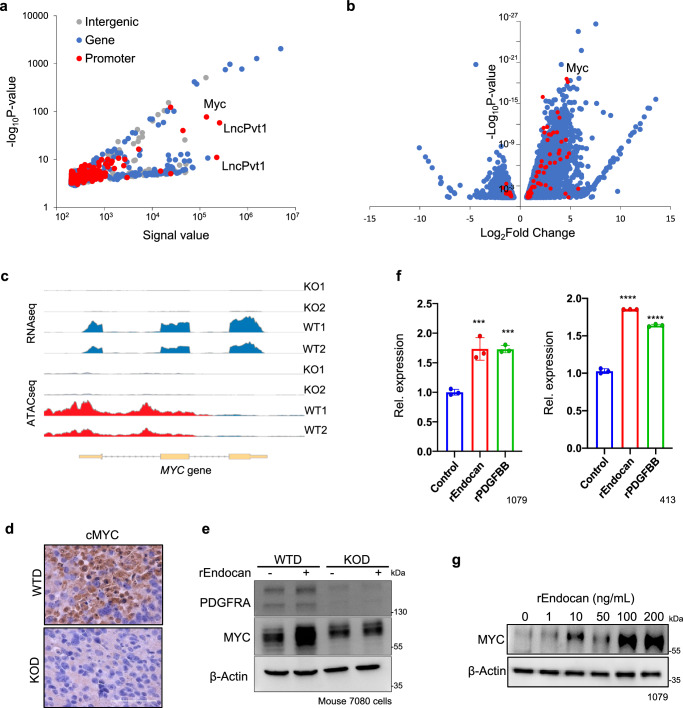
Endocan induces changes in the chromatin structure in the *Myc* promoter region. **a** ATAC-seq analysis of tumors derived from *Esm1* WT and KO mice (*n* = 2 mice per group). Individual dots represent peaks located in gene promoter region (red), in transcribed sequence (blue) and outside of the gene (gray). **b** Volcano plot showing differentially expressed genes (LogFC expression (*p* < 0.05) between tumors derived from *Esm1* WT and KO mice as determined by RNAseq analysis. (*n* = 3 mice per group). Genes with altered chromatin structure of their promoter region as determined by ATAC-seq analysis are indicated with red dots. **c** Sequencing read coverage of *Myc* gene as determined by RNA-seq (gene expression; blue) and ATAC-seq (chromatin accessibility; red) of the tumors as in “A” (*n* = 2 mice per group). **d** Representative microscopic images of WTD and KOD tumor slides stained with anti-MYC antibody. *n* = 3 biological replicates. Scale bar, 100 µm. **e** Western blot analysis of WTD and KOD cells treated or untreated with rEndocan (10 ng/ml) for 3 days. Representative result of *n* = 3 biological replicates. **f** qRT-PCR analysis of *MYC* expression in control and rEndocan (10 ng/ml) or rPDGFBB (10 ng/ml) treated cells human GBM cells (1079 and 413 cell lines). ***P = 0.0005 for rEndocan vs. Control and ***P = 0.0005 for rPDGFBB vs. Control in 1079 cells. ****P < 0.0001 for rEndocan vs. Control and rPDGFBB vs. Control in 413 cells. *n* = 3 biological replicates, One-way ANOVA with Dunnett’s multiple comparisons test. **g** Western blot analysis for MYC and β- actin protein in 1079 cells treated with increasing doses of rEndocan for 72 h. Representative result of *n* = 3 biological replicates. Source data are available in the Source Data file.

To explore the relationship between open chromatin structure and gene expression levels, we next performed RNA-seq analysis of the same samples (Fig. 5b, c and Supplementary Data Table 4). Comparison of ATAC-seq and RNA-seq data revealed that among all genes with altered chromatin structure, *Myc* had the most substantial upregulation in expression, with WTD tumors showing 25-folds higher level of *Myc* mRNA than KOD samples. 

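RNA-seq values of Myc come from the 6 libraries of 7080 tumors, 3 per group, of which Supplementary Data 1 uses WT 1, WT 2, KO 1 and KO 3. Myc lies on chromosome 15 of GRCm38 from 61985391 to 61990374, and the interval that Supplementary Data 3 gives to its promoter runs from 61965522 to 62001866. Its level was 226.7 ± 82.8 CPM (SD, n = 2) in WT 1 and WT 2 and 6.47 ± 3.27 CPM (SD, n = 2) in KO 1 and KO 3. These means stood in a ratio of 35.0, and the log2 fold change was -5.14 (standard error 0.52, adjusted p = 0.0343, edgeR). With each of the 4 libraries left out in turn the log2 fold change stayed between -5.76 and -4.69 and past the thresholds. The library labelled KO 2, whose label Esm1 leaves in doubt, had 130.8 CPM of Myc, and WT 3 had 189.7 CPM. With all 6 libraries the means were 214.4 ± 62.4 CPM (SD, n = 3) in WT and 47.9 ± 71.8 CPM (SD, n = 3) in KO, a ratio of 4.48. That difference did not pass, with a log2 fold change of -2.19 (standard error 1.25, adjusted p = 0.247, edgeR). A hand-written list of 16 neuron genes summed to 15900 and 19290 CPM in KO 1 and KO 3. In WT 1 and WT 2 it summed to 7267 and 2379 CPM. A lower share of tumor cells in KO 1 and KO 3 therefore cannot be told apart from lower Myc per tumor cell. Pvt1, which the annotation places from 62037986 to 62378096 on the same chromosome, had 260.2 and 471.7 CPM in WT 1 and WT 2 and 29.3 and 10.4 CPM in KO 1 and KO 3. Its log2 fold change was -4.22 (standard error 0.64, adjusted p = 0.0343, edgeR), and without KO 3 it no longer passed (-3.64, adjusted p = 0.0509). KO 2 had 246.7 CPM of Pvt1 and WT 3 had 468.3 CPM, and over all 6 libraries the log2 fold change was -2.09 (adjusted p = 0.228). Supplementary Data 3 was available only for 438 of its 529 intervals, so that a rank among its genes covers those alone. They give a promoter interval to 45 genes, of which 38 were tested in the RNA-seq, and Myc fell furthest but for Irx5 (-5.36, standard error 1.12) and Isl2 (-5.20, standard error 0.79). Irx5 and Isl2, which were picked out after their values were seen, lay within 1 standard error of Myc. Over all 6 libraries Vim (-2.22) alone among the 38 fell further than Myc, again within 1 standard error. Of the 155 tested genes with an interval of any kind among the 438, 2 fell further than Myc over the 4 libraries and 2 over all 6.

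**Figure D3:**
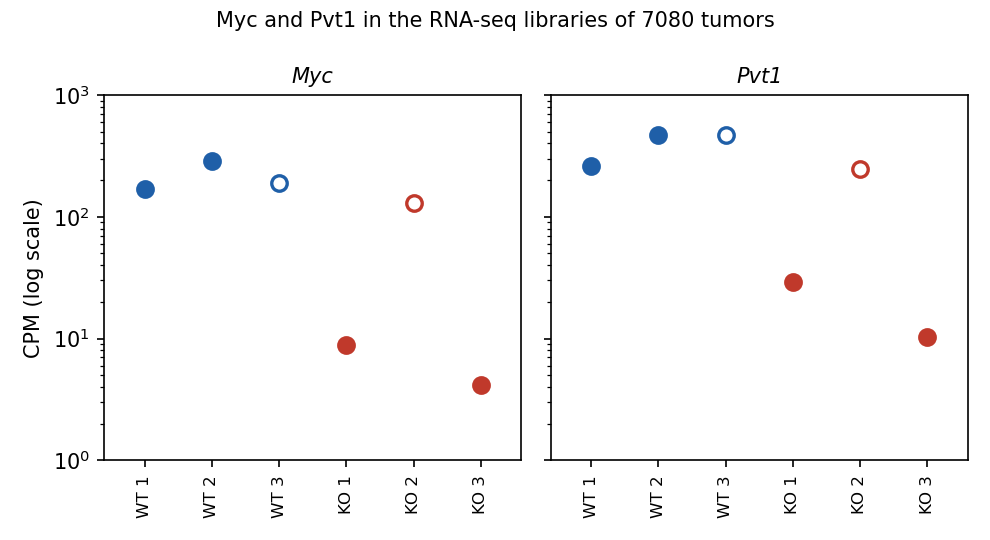
CPM of Myc and Pvt1 in each library on a log scale, with blue for WT, red for KO and open points for the libraries that Supplementary Data 1 does not use. Myc lies at 8.79 CPM in KO 1 and 4.17 CPM in KO 3 and at 130.8 to 285.3 CPM in the other 4 libraries.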

IHC of WTD tumors revealed higher expression of c-Myc as compared to *Esm1* KOD samples (Fig. 5d). To further confirm these data, we performed WB analysis for PDGFRA and Myc in the corresponding cells and saw consistent loss in the expression of both of these proteins in *Esm1* KOD samples (Fig. 5e). To validate our finding that Myc is a downstream target of Endocan-driven PDGFRA signaling, we first treated our WTD and KOD cells with 10 ng/ml of rEndocan for 3 days and found robust upregulation of *Myc* expression in WTD cells but not in *Esm*1 KOD cells (Fig. 5e). Next, we used in vitro culture of patient-derived GBM cells (1079 and 413) and confirmed that Myc was significantly upregulated at both the mRNA and protein levels in response to addition of the rEndocan to all tested cells (Figs. 5f, g, S6d).

### Inhibition of the PDGFRA pathway attenuates the effect of Endocan on GBM cells

We next investigated whether the inhibition PDGFRA signaling would affect Myc expression and functional effects of Endocan. First, using lentiviral knockdown, we demonstrated that Myc level was substantially reduced upon depletion of PDGFRA (Fig. 6a). Knockdown of PDGFRA also abrogated the proproliferative effect of Endocan on GBM cells (Fig. 6b). Second, we utilized small molecule PDGFRA inhibitors ponatinib^51^ and nintedanib^52^ as well as PDGFRA neutralizing antibodies olaratumab^53^. Our results demonstrated that all three compounds abrogate the effect of Endocan on PDGFRA activation and diminish Myc expression (Figs. 6c and S7a–d). Treatment of GBM cells with ponatinib also reduced the proproliferative effect of rEndocan (Fig. 6d).

**Fig. 6:**
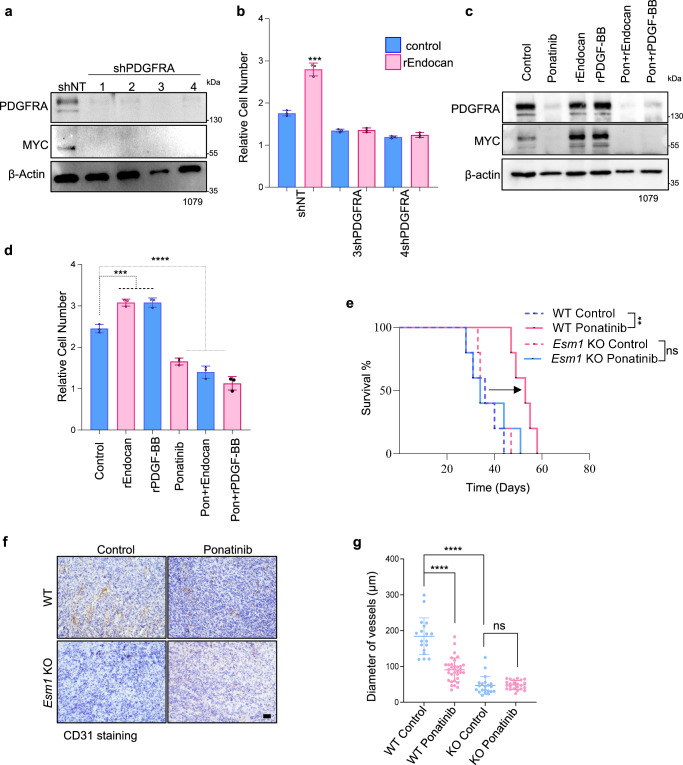
Inhibition of PDGFRA pathway attenuates effect of Endocan on GBM cells. **a** Western blot analysis of 1079 GBM cells after lentiviral mediated knockdown of PDGFRA with 4 different shRNAs against PDGFRA or Non Target shRNA (NT) as a control. Representative result of *n* = 3 biological replicates. **b** Effect of rEndocan (10 ng/ml) on proliferation of 1079 cells infected with shNT or shPDGFRA lentiviruses. *n* = 3 biological replicates. ***P = 0.0004 for shNT (rEndocan vs. Control*)*, *P* = 0.7498 for 3shPDGFRA (rEndocan vs. Control) and *P* = 0.2366 for 4shPDGFRA (rEndocan vs. Control), unpaired two-tailed Student’s *t* test. **c** Western blot analysis of 1079 cells depicting PDGFRΑ, MYC, and β-actin protein level expression in cells treated with rEndocan (10 ng/ml), rPDGF-BB (10 ng/ml), ponatinib (1 μM) and their combinations for 72 h, Representative result of *n* = 3 biological replicates. **d** Effect of ponatinib(1μM) on proliferation of 1079 cells incubated with rEndocan or rPDGF-BB (10 ng/ml). *n* = 3 biological replicates, one-way ANOVA followed by Dunnett’s multiple comparisons test. ***P = 0.0001 and ****P < 0.0001. **e** Kaplan–Meier survival analysis of Bl/6 mice intracranially injected with WTD and KOD cells and treated with 50 mg/kg/day dose of ponatinib for 5 days using oral gavage. *n* = 5 mice per group, *P* value was determined by log-rank test; **P = 0.00184 for WT control vs. WT ponatinib, *P* = 0.87 for *Esm1* KO control vs. *Esm1* KO. Ponatinib. **f** Representative microscopic images of immunohistochemical (IHC) staining with anti-CD31 antibody of tumor sections obtained from mice as in “E”. **g** Blood vessels density (*n* = 18 vessels/group) from tumor sections (*n* = 3 mice) stained with CD31 antibody was analyzed using ImageJ software. ****P < 0.0001 for WT Ponatinib vs. WT Control and *P* = 0.7852 (not significant) for KO Ponatinib vs. KO Control. ****P < 0.0001 for WT control vs. KO Control groups. one-way ANOVA followed by Dunnett’s multiple comparisons test. Scale bar, 100 µm. Source data are available in the Source Data file.

Based on these data, we hypothesized that blockade of PDGFRA signaling in the WT background would attenuate Endocan-mediated activation of PDGFRA and subsequent Myc upregulation, leading to a hypovascular phenotype similar to that observed in *Esm1* KO tumors (Fig. 2). To this end, we treated WT and *Esm1* KO mice bearing 7080 tumor cells with ponatinib. Consistent with our hypothesis, ponatinib enhanced survival only of the tumor-bearing WT, but not *Esm1* KO mice (Fig. 6e), and reduced blood vessel formation, as can be seen from both CD31 immunostaining intensity (Fig. 6f) and quantification of the blood vessels diameter (Fig. 6g). Furthermore, IHC staining demonstrated that treatment with ponatinib resulted in a loss of Myc and Olig2 expression accompanied by increased level of p65-NFkB, a marker associated with tumor core (hypovascular) cells^30^ (Fig. S7e). Importantly, this effect was only observed in *Esm1* WT but not KO mice.

Taken together, our findings indicate that Endocan-induced PDGFRA activation affects chromatin structure of the Myc promoter region leading to the prolonged upregulation of Myc expression and stable phenotypic alterations of GBM cells. Importantly, this pathway can be inhibited by small molecule compounds targeting PDGFRA. Tumors formed in the absence of Endocan utilize other mechanisms to drive their growth and are less sensitive to PDGFRA inhibitors.

### Endocan protects glioblastoma cells from radiotherapy

Previous studies have demonstrated that the tumor vascular niche provides protection to GBM cells against radiotherapy (IR)^54^. Therefore, we sought to determine the role of Endocan signaling in this process. First, we demonstrated that IR substantially upregulated *ESM1* transcription in VE cells in vitro as measured by qRT-PCR (Fig. S8a) and increased secretion of Endocan protein by more than 2-fold as determined by ELISA (Fig. 7a). Given these findings, we assessed whether IR-induced upregulation of Endocan could play a role in radioprotection of GBM cells by VE cells. First, we pretreated GBM cells with rEndocan or HBEC-5i conditioned medium (CM) for 3 days, followed by IR at 8 Gy. Analysis of gliomaspheres on day 5 post-irradiation revealed that both rEndocan and HBEC-5i CM significantly decreased IR-induced apoptosis (Figs. 7b and S8b), prevented cell-cycle arrest (Fig, S8c), and promoted GBM cell survival after radiation treatment (Fig. S8d). Furthermore, cells pretreated with Endocan had significantly reduced γ-H2AX staining intensity compared to the control groups (Fig. 7c), indicating diminished IR-induced DNA damage^55^.

**Fig. 7:**
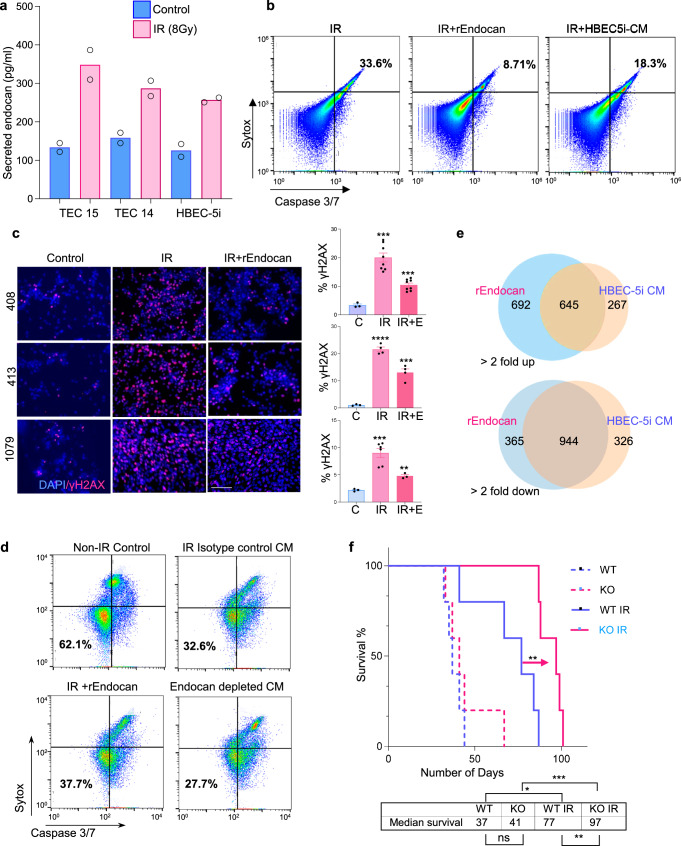
Endocan protects glioblastoma cells from radiotherapy. **a** ELISA assay comparing levels of secreted Endocan in conditioned media collected from HBEC-5i cells, TEC14, and TEC15 cells following irradiation with 8 Gy at 48-h post radiation time-point. *n* = 2 biological replicates. **b** Flow cytometry analysis of 711 cells treated with rEndocan (10 ng/ml) or HBEC-5i CM and for 3 days and subsequently irradiated with 8 Gy. Samples were collected on Day 5 after irradiation and stained for caspase 3/7 and SYTOX, *n* = 3 biological replicates. **c** Representative microscopic images of GBM cells (408, 413, 1079) treated with rEndocan (10 ng/ml) for 3 days and then treated with 8 Gy. Sham irradiated cells were used as control. Cells were fixed 16 h after radiation and stained for γ-H2AX (Ser139) (left panel). Images were quantified using *n* = 3 biological replicates. % γH2AX positive cells were measured by dividing γH2AX cells by a total number of nuclei (DAPI positive cells) using ImageJ software (right panel). Scalebar: 125 µm. For 408 cells, ****P = 0.0002 (IR vs. Control), ***P = 0.0002 (IR+rEndocan vs. Control*)*. For 413 cells, ****P < 0.0001 (IR vs. Control), ***P = 0.0007 (IR+rEndocan vs. Control). For 1079 cells, ****P = 0.0008 (IR vs. Control), ***P = 0.0012 (IR+rEndocan vs. control), unpaired two-tailed Student’s *t* test. **d** FACS analysis of Caspase 3/7 and SYTOX staining in 1051 GBM cell preincubated for 3 days with HBEC-5i CM that was incubated with Endocan blocking antibody (Endocan depleted CM), or isotype control antibody; cells preincubated with rEndocan was used as a positive control. After incubation cells were irradiated at 8 Gy and analyzed after 2 more days. **e** Venn diagram representing differentially expressed genes in 1051 GBM cells irradiated with 8 Gy alone (control) or in a presence of rEndocan or CM from HBEC5i cells. Cells were collected 5 days after radiation. Genes whose expression was altered at least 2 folds were used for the analysis. **f** Kaplan–Meier survival analysis of *Esm1* WT or *Esm1* KO mice intracranially injected with 7080 cells and subsequently irradiated with 3 doses of 2.5 Gy 14 days after injection. *n* = 5 mice per group. *P* value was determined by log-rank test, *ns-P* = 0.35 non-significant (WT vs. KO);*P = 0.00875 (WT vs. WT IR); **P = 0.00443 (WT IR vs. KO IR*)*; ***P = 0.00206 (KO vs. KO IR). Source data are available in the Source Data file.

Given that radiation is known to promote mesenchymal differentiation of gliomaspheres^30^, we examined the effect of Endocan on the expression levels of mesenchymal (CD44) and proneuronal (CD133) GBM markers in irradiated 1051 cells. Pretreatment with either HBEC-5i CM or rEndocan suppressed radiation-induced downregulation of CD133 and upregulation of CD44 (Fig. S8e), and therefore, protected GBM cells from mesenchymal differentiation. In our recent study we demonstrated that radiation can also promote acquisition of vascular endothelial-like and pericyte-like phenotypes by GBM cells^53^. However, treatment with rEndocan didn not show any reproducible effect on the levels of endothelial (CD31) and pericyte (Desmin and ACTA2) markers in GBM cells (Fig. S8f).

To confirm that the protective effect of the secretomes from VE cells was specifically mediated by Endocan protein but not by other factors, we depleted Endocan from HBEC-5i CM using an anti-Endocan antibody. This depletion resulted in a decrease in the radioprotection of the HBEC-5i CM as measured by caspase 3/7 activity assay and a cellular proliferation assay (Figs. 7d, S8g). RNA-seq of gliomaspheres that were pretreated with either HBEC-5i CM or rEndocan and subsequently exposed to 8 Gy IR demonstrated that rEndocan largely recapitulated the effects of HBEC-5i CM on the transcriptome of gliomaspheres after irradiation (Fig. 7e). These findings suggest that Endocan is the major mediator for the VE cell-driven radioprotective effect on glioblastoma cells.

Finally, we investigated the effect of radiation treatment on survival of tumor-bearing *Esm1* WT and KO mice. Both tumor models showed substantial shrinkage in size after radiation. However, radiation treatment resulted in a significantly greater enhancement of survival of tumor-bearing KO mice than WT mice (Figs. 7f, S8h). These results are in positive agreement with our RNAseq data that demonstrated downregulation of the DNA repair pathway in tumors formed in *Esm1* KO mice (Fig. S3a).

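These RNA-seq libraries come from tumors of 7080 cells for which neither the sample labels nor the methods name radiation. Of the 44 genes in the hand-written list for DNA double strand break repair, 39 were lower and 5 higher in KO 1 and KO 3 than in WT 1 and WT 2. At an adjusted p of 0.05, 29 of them passed over all genes tested and 31 adjusted over the list alone (edgeR), and 16 were also lower by more than 4-fold. The same 44 genes split over all 6 libraries into 39 lower and 5 higher, and 0 passed by edgeR's quasi-likelihood test with either adjustment. The list ran from Exo1 to Mus81. Exo1, an exonuclease gene on chromosome 1 of GRCm38 (175880581 to 175913489), had 2.28 and 0.885 CPM in KO 1 and KO 3 against 26.6 and 52.1 CPM in WT 1 and WT 2 (log2 fold change -4.65, standard error 0.60, adjusted p = 0.0343, edgeR). In the library labelled KO 2 Exo1 stood at 25.9 CPM and in WT 3 at 43.5 CPM, and over all 6 libraries the log2 fold change was -2.09 (adjusted p = 0.241, edgeR). Mus81 had a log2 fold change of 0.41 (standard error 0.21, adjusted p = 0.178, edgeR). KO 2 lay above the lowest WT library for 30 of the 44 genes, although Esm1 leaves the label of KO 2 in doubt. With each of the 4 libraries left out in turn, the list's median log2 fold change stayed between -1.75 and -1.12. Neuron genes (16 in a hand-written list) summed to 15900 and 19290 CPM in KO 1 and KO 3, against 7267 and 2379 CPM in WT 1 and WT 2. A lower share of tumor cells in KO 1 and KO 3 could thus lower the repair genes without a change per tumor cell.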

Altogether, our findings demonstrate that Endocan is a key mediator of the radioprotective effect of VE cells on GBM cells. Importantly, Endocan secretion is additionally increased upon IR which further promotes GBM cell viability and prevents radiation-induced mesenchymal differentiation of glioblastoma cells.

## Discussion

More than 50 years ago, it was demonstrated that malignant tumors promote microvascular proliferation, which in turn provides nutritional support that enables further cancer progression^56^. However, during the last decade, it has become clear that the relationship between tumor and VE cells is far more complicated. They form a sophisticated multilayered interaction network that shapes the key properties of both cell types. Although many components of this crosstalk have been identified, the key factors that orchestrate the entirety of tumor-vasculature signaling are not well elucidated.

In the current study, we investigated some of the mechanisms of bidirectional interactions between GBM and VE cells. A dataset generated during our previous work allowed us to identify Endocan (*ESM1* gene) as the most significantly upregulated secreted protein in tumor-associated VE cells when compared to the normal brain endothelium. Our experiments revealed that on the one hand, Endocan affects the phenotype of GBM cells, and on the other hand, by direct and indirect mechanisms further promotes microvascular proliferation within the tumor (Fig. 8). Using *Esm1* KO mice, we demonstrated that the absence of Endocan has a dramatic effect on both GBM cells and tumor-associated vasculature, suggesting that this protein might be one of the master regulators of GBM-VE crosstalk. One intriguing mechanistic explanation of these results can be based on the recent study from Pan and colleagues who demonstrated that after translation, a fraction of Endocan molecules is not exported from the cells and instead transported to the nucleolus where Endocan activates β‐catenin signaling^57^ which was shown to promote angiogenesis in the postnatal brain^58^. Therefore, it is possible that VE-secreted extracellular Endocan promotes malignancy of GBM cells, while intracellular Endocan affects VE cells and enhances tumor vascularization.

**Fig. 8:**
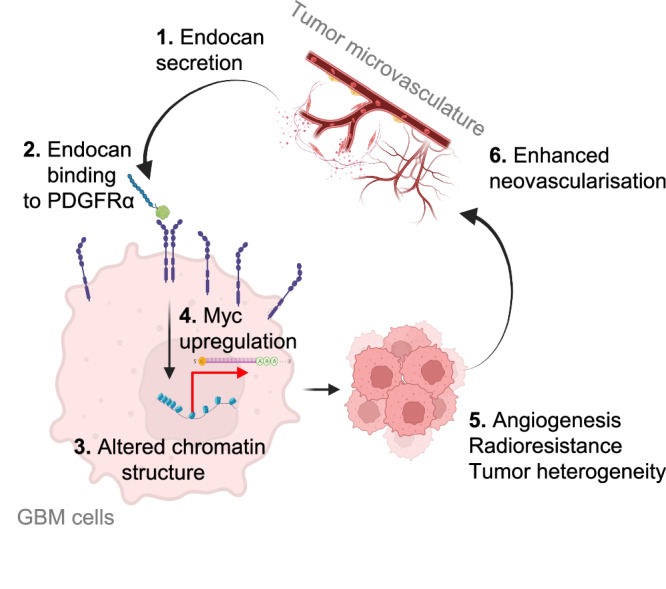
Schematic summary illustrating the role of Endocan in GBM-VE crosstalk. Endocan secreted by VE cells binds to PDGFRA receptor and activates downstream pathway, resulting in upregulated MYC expression and subsequent increase in GBM proliferation, radioresistance, intratumoral heterogeneity and further enhancement of angiogenesis. The figure was created in BioRender. Kornblum, H. (2024) BioRender.com/z54s425.

Multiple prior studies have implicated Endocan in modulating cell proliferation, migration, and invasion in renal, colorectal, non-small cell lung, and hepatocellular cancers^10^, and showed that its expression correlated with poor prognosis in GBM patients^7^. To determine the molecular mechanism by which Endocan affects GBM, we began by identifying its receptor on the surface of GBM cells. We demonstrated that Endocan binds to and activates PDGFRA which subsequently phosphorylates multiple downstream targets such as PI3K and ERK^59^. Endocan was previously shown to interact with CD11a integrin in human lymphocytes and Jurkat cells^60^ and that it could also activate EGFR signaling in non-small cell lung cancer^46^. However, our analysis did not identify either EGFR or CD11a as Endocan binding partners in GBM. It is possible that due to its unique structure containing both an N-terminal 18 kDa protein component and C-terminal 30 kDa dermatan sulfate chain, Endocan can interact with a high variety of cell surface receptors as well as extracellular matrix components^13^. The net functional outcome of Endocan will therefore depend on the expression level of its binding partners in addition to its relative affinity for them. This hypothesis is in good agreement with our data indicating that Endocan has a similar but not identical effect as PDGF-BB– one of the cognate ligands of PDGFRA, suggesting that Endocan may activate other yet unknown receptors in GBM. However, as we demonstrated that PDGFRA inhibition is sufficient to abrogate the effect of Endocan on GBM cells, we can speculate that, at least in our experimental model, PDGFRA is the main receptor for Endocan. Importantly, these data also provide insights into the non-canonical mechanisms of PDGFRA activation. Although the classical ligands for PDGFRs are members of PDGF family, other ligands for these receptors such as VEGF-A^61^ and CTGF^62^ have been identified. Therefore, Endocan may serve as an additional PDGFR ligand allowing cancer cells to activate PDGFRA signaling pathway, even if PDGFs are absent or diminished.

Interestingly, we found that ESM1 and PDGFB are expressed in the same tumor regions, while PDGFA and PDGFC seem to be mutually exclusive with PDGFB and ESM1. Consistent with this result, we showed that Endocan mimics many of the known functional capabilities of PDGF-BB as prior studies have shown PDGF-BB as a key regulator of GSC self-renewal similar to Endocan’s pro-proliferative and tumorigenic properties^63,64^. In regard to vascular remodeling, PDGF-BB, much like Endocan, is highly expressed in endothelial tip cells during neoangiogenesis, regulates vessel formation^65^ and permeability thereby contributing to leaky tumor vasculature and enhanced tumor growth^66–69^. These findings suggest a potential combinatorial relationship between PDGFR ligands and Endocan in GBM. It will be of great interest to determine differences in the effects of various PDGFR ligands on glioblastoma cells and to identify cells secreting these ligands within the tumor.

As most of our experiments demonstrated that Endocan promotes aggressiveness of GBM cells, one could expect that GBM tumors developed in the presence of Endocan would show more malignant properties than the Endocan-deprived counterpart. Surprisingly, this was not the case. We demonstrated that GBM cells propagated in *Esm1* KO mice were as aggressive as the ones in *Esm1* WT. Nevertheless, our further experiments revealed that Endocan does increase the malignancy of GBM if cancer cells propagated in ESM1 WT and KO mice are co-injected together into the same animal. These findings are in good agreement with previous work indicating that a higher level of GBM intratumoral heterogeneity, rather than any specific tumor phenotype, correlates with worse patient outcome^70^. We can speculate that Endocan secretion restricted to the perivascular niche enhances intratumoral heterogeneity by promoting the development of two phenotypically distinct cell populations that grow in the presence or absence of Endocan. In our previous studies, we demonstrated that a variety of factors in the tumor necrotic core microenvironment promote mesenchymal-like transformation of GBM cells^32,71^. It is interesting to propose that the opposite process may exist in regions of microvascular proliferation, where Endocan protects GBM cells from mesenchymal differentiation and stimulates more proneural-like properties. This hypothesis is indirectly confirmed by the observation that Myc signaling is upregulated in proneural GBM tumors, while mesenchymal tumors exploit pathways related to inflammatory response and IL6/JAK/STAT3^72^. Therefore, we can argue that in different GBM regions various microenvironmental factors may differentially affect GBM phenotype, thereby promoting intratumoral heterogeneity and increasing GBM malignancy, and that Endocan protein plays an important role in this process.

From a therapeutic perspective, blockade of Endocan signaling in GBM cells can be achieved by at least four different approaches: (i) downregulation of Endocan secretion in VE cells; (ii) removal of the already secreted Endocan protein from the extracellular space; (iii) direct inhibition of PDGFRA; and (iv) inhibition of Myc. Importantly, we demonstrated that treatment with a PDGFRA inhibitor, ponatinib, more substantially increased survival of animals from the *Esm1* wild-type group as opposed to the *Esm1-*KO mice, indicating that tumors that have a high level of expression of Endocan may be more sensitive to this type of treatment. On the other hand, we showed that the removal of Endocan from conditioned medium by antibodies increases the efficacy of radiotherapy in vitro. Consistent with these latter findings, a prior study demonstrated that treatment of mice with metastatic breast cancer tumors with 1-2B7, a high affinity anti-Esm1 monoclonal antibody, yielded an improved response to bevacizumab treatment in vivo^73^. In an alternate approach, the addition of sunitinib (multi-tyrosine kinase inhibitor) to HUVEC endothelial cells has been recently shown to specifically prevent upregulation of Endocan, demonstrating another means to inhibit Endocan-tumor interactions. Finally, although no clinically successful small molecule Myc inhibitors have been developed thus far^74^ multiple approaches such as blocking peptides^75^ and exosome mediate knockdown^76^ have shown promising results in in vivo GBM models. It is important to note that global loss of *Esm1* does not cause a noticeable defect in the brain or other organs, so systematically diminishing or even eliminating tumor-associated Endocan could indeed be a promising strategy to control glioblastoma progression and recurrence.

Unfortunately, development of resistance to Endocan-targeting therapy can be expected. Thus, we demonstrated that in the absence of Endocan, GBM cells undergo reprogramming that can desensitize them to PDGFRA inhibition. This coincides well with a recently published study that showed that upon blockade of the PDGFR signaling pathway, GBM cells acquire stable and persistent phenotypic alterations allowing them to rely on PDGF-independent proliferation mechanisms^77^. Therefore, it is important to develop approaches targeting both Endocan-PDGFRA dependent and independent populations of GBM cells within the tumor.

Although we used multiple methods and models to confirm that endothelial cell-derived Endocan can interact with PDGFRa and activate downstream signaling pathways in GBM cells, our work has several important limitations. First, it is not clear how Endocan that shares no structural similarity with classical PDGFRa ligands interacts with this receptor. To address this question, the structure of the PDGFRa-Endocan complex will need to be established. Second, it will be important to determine the binding constant of the native (correctly glycosylated) Endocan with PDGFRa dimers that are present on the surface of GBM cells. Third, differences in the effects of Endocan and PDGF-BB as well as the results of our competition assay (Fig. 4b) suggest that in addition to PDGFRa there might be other receptors for Endocan on the surface of GBM cells which have to be determined. Finally, it is still not clear by what mechanism Endocan-induced PDGFRa activation affects the chromatin structure of the Myc promoter region.

In summary, the findings presented here provide insights into the mechanisms of intercellular crosstalk between GBM and VE. We found that the endothelial secreted Endocan protein has a strong effect on both VE and GBM cells and seems to play an important role in GBM progression. However, similar to the results earlier obtained in a clinical trial of the anti-angiogenic drug bevacizumab which failed to improve overall survival of GBM patients due to metabolic reprograming^78^, glioblastoma cells can easily adapt to the absence of Endocan by using alternative signaling pathways. Therefore, in order to achieve progress in the therapy of this devastating disease, it will be critical to reveal the molecular mechanisms underlying the high plasticity and adaptation capacity of GBM cells. Our results point to the alteration in chromatin structure of Myc as one of pathways possibly responsible for such adaptation.

## Methods

### Ethics

Our research complies with all relevant ethical regulations and guidelines. This study was conducted under protocols approved by the IRBs and IACUCs of the University of California Los Angeles (UCLA), MD Anderson Cancer Center (MDA), and the University of Alabama at Birmingham (UAB). All patients were provided written informed consent for all clinical information, treatments, and prospective biopsy acquisition.

### Cell cultures

Human IDH wildtype gliomasphere cultures used in this study (patient-derived glioma sphere lines 157, 1051, 1079, 711 and 413) were maintained in DMEM/F12 medium supplemented with 2% B27 supplement (% vol), 20 ng/ml bFGF, and 20 ng/ml EGF. The bFGF and EGF were added twice a week, and the culture medium was replaced every 7 days. Experiments with neurospheres/gliomaspheres were performed with lines that were cultured for fewer than 30 passages since their initial establishment. To obtain Human Tumor-Associated Endothelial cell culture glioblastoma tissues from patients were freshly isolated during surgery, manually dissociated into single cells, and subsequently sorted for CD31+ cells using magnetic beads (ThermoFisher Scientific). Following confirmation of CD31 expression, VE cells were grown in fibronectin-coated flasks with Endothelial cell growth media (ScienCell) containing 2% FBS, 1% Penicillin-Streptomycin solution and 1% Endothelial growth supplement (ScienCell). HBEC-5i (ATCC) were cultivated in DMEM/F12 medium containing 10% FBS, 1% Penicillin-Streptomycin solution and 1% Endothelial cell growth supplement. Expression of CD31 was periodically checked by flow cytometry.

To assess PDGFRA/EGFR phosphorylation and subsequent downstream signaling cells (patient-derived glioma sphere lines or mouse GBM lines (7080)) were incubated for 24 h in media without growth factors, next recombinant Endocan/PDGF-BB/EGF was added to the cultural medium at the indicated concentrations. After that, cells were incubated at 37 °C for the indicated period of time, washed with ice cold PBS and used for the western blot analysis. STR analysis was performed to confirm cell identity (Supplementary Data Table 5). The cell lines were tested negative for mycoplasma contamination.

### Animal strains, housing and care

*Esm1* KO (C57BL/6J) mice are a generous gift from Dr. Ralf H. Adams^13^. BL6 (C57BL/6J) and NOD SCID (Prkdc^scid^) mice were purchased from The Jackson Laboratory. Mice were housed in a germ-free colony animal facility (*n* = 5 mice per cage) under inspection by ARC and were observed daily. Temperature and humidity were monitored and recorded on a daily basis with temperature maintained at 68–79 °F and humidity maintained at 30–70%. The mice were kept with a 12-h light/dark cycle. All animals were maintained in accordance with the National Institute of Health (NIH) Guide for the care and Use of Laboratory Animals and were handled according to protocols approved by the University of Alabama at Birmingham Institutional Animal Care and Use Committee and the University of California Los Angeles Animal Research Committee (ARC). The genomic status of *Esm1* was confirmed by PCR according to the prior studies. Only female mice were used in the study.

### In vivo syngeneic intracranial tumor models

Spontaneous tumors generated in adult *PTEN*, *TP53*, *NF1* deleted mice^22^ were a kind gift from the Parada lab who first cultured cells as tumorspheres prior to transfer to us where cultures were propagated in neurosphere media as described previously^14^. Cultured cells were dissociated in Accutase prior to transplantation. The PDGFB-overexpressing mouse GBM model was kindly shared by Dr. Dolores Hambardzyuman (Emory University). These tumors were induced by RCAS-PDGAB lentivirus injection into Nestin-Tva/Cdkn2a-/- mice^23^. Once mice exhibited neurological symptoms (aged 6–10 weeks), they were euthanized, and the tumor was isolated and dissociated into single cells using previously published method^14^.

Our general protocol for the intracranial tumor models was described previously^14^. Briefly, 5 × 10^5^ glioblastoma cells were injected into the brains of Bl/6 or *Esm1* KO mice (Mice aged 6–8-week-old were used for experiments). Following injections, mice were monitored daily for signs of tumor burden and were euthanized following established protocols upon the observation of endpoint symptoms, including head tilt, lethargy, seizures, and significant weight loss. Our general protocol for the intracranial tumor models was described previously^14^. For immunohistochemical studies, mice were perfused with ice-cold PBS, followed by 4% paraformaldehyde (PFA). Mice brains were dissected and fixed in 4% PFA solution for 48 h and then transferred to 10% formalin for 48 h. For tumor collection to perform RNA extraction, mice were sacrificed, and tumors were isolated and fast-frozen using liquid nitrogen.

### In vitro and in vivo irradiation

Cells or mice were irradiated at room temperature using X-ray irradiator (Gulmay Medical Inc., Atlanta, GA) at a dose rate of 5.519 Gy/min for the time required to apply an 8 Gy dose. The X-ray beam was calibrated using NIST-traceable dosimetry and operated at 300 kV and hardened using a 4 mm Be, a 3 mm AI, and a 1.5 mm Cu filter. Mice were anesthetized before the irradiation. The body was covered with a lead shield to avoid whole-body irradiation.

### In vitro drug treatments

Cells were treated with ponatinib, olaratumab, or nintedanib (Selleckchem) at different time points followed by collection for Western blotting analysis or RNA extraction.

### In vivo drug treatments

Mice were injected with 7080 cells to form intracranial tumors. On day 14 post-injection, mice were given daily administration of 50 mg/kg/day of Ponatinib (Selleckchem) by oral gavage for 5 days.

### Endocan enzyme-linked immunosorbent assay (ELISA)

The concentration of secreted Endocan was measured in conditioned medium using the Endocan ELISA kit (Boster Bio) according to the manufacturer’s protocol.

### Protein labeling

Recombinant Endocan and PDGF-BB were labeled with Alexa Fluor 488 Microscale Protein Labeling Kit (Thermo Fisher Scientific) and Alexa Fluor™ 647 Microscale Protein Labeling Kit (Thermo Fisher Scientific) respectively according to the manufacturer’s protocol. Labeled proteins were added to glioblastoma cells in different concentrations and after 30 min incubation on ice, cells were washed twice with PBS and analyzed by Attune NxT Flow Cytometer (Thermo Fisher Scientific). The obtained data were processed with FlowJo 10 software.

### Recombinant protein pull-down assay

To obtain a protein complex, recombinant His-tagged Endocan (R&D) was immobilized on 50 μl of HisPur Ni-NTA Magnetic Beads (Thermo Fisher Scientific) according to the manufacturer’s protocol. The beads were washed 3 times with PBS and incubated for 2 h with Fc-tagged recombinant PDGFRΑ (R&D) under constant agitation. Next, beads were washed 3 times with PBS and bounded proteins were eluted with 300 mM imidazole in PBS and subjected to subsequent western blot analysis.

### Proximal ligation assay

Patient-derived 1079 glioblastoma cells were plated in Lab-Tek II chamber wells pre-coated with laminin. The next day, cells were treated with rEndocan (10 ng/ml) or rPDGF-BB (10 ng/ml) for 90 min, washed 3 times with ice cold PBS and fixed with 4% PFA in PBS for 15 min at room temperature. Next, cells were washed 2 times with PBS and permeabilized with 0.2% Triton-X100 in PBS for 15 min. Subsequent procedures were performed using “Duolink In Situ Orange Starter Kit” (Duolink) according to the manufacturer’s protocol. Dual recognition primary antibody pair set (anti-PDGFRA and anti-p-PDGFRA) validated for PLA analysis was used (#DP0013, Abnova).

### Mass spectrometry

Recombinant His-tagged Endocan (R&D) was immobilized on 50 μl of HisPur Ni-NTA Magnetic Beads (Thermo Fisher Scientific) according to the manufacturer’s protocol. The beads were washed 3 times with PBS and incubated with the fraction of plasma membrane proteins that were isolated from g1079 cells as described previously^79^ and solubilized in lysis buffer (50 mM Tris-HCl, 150 mM NaCl, 1% Triton X100, 0.1% sodium deoxycholate, protease inhibitor cocktail, pH 7.5). Next, beads were washed once with lysis buffer and 3 times with PBS and bounded proteins were eluted with buffer containing 8 M Urea, 2 M Thiourea, 10 mM Tris (pH = 8). Protein concentrations were determined using the QuickStart Bradford protein assay (Bio-Rad) according to the manufacturer’s protocol. Eluates from immunoprecipitations were subsequently incubated with 5 mM DTT at RT for 40 min. Then proteins were alkylated with 10 mM Iodoacetamide at RT for 20 min in the dark. Alkylated samples were diluted by the addition of 50 mM Ammonium Bicarbonate solution at a ratio of 1:4. Next, trypsin (0.01 μg per 1 μg of protein) was added, and the samples were incubated at 37 °C for 14 h. After 14 h the reaction was stopped by the addition of Formic acid to the final concentration of 5%. The tryptic peptides were desalted using SDB-RPS membrane (Sigma), vacuum-dried, and stored at −80 °C before LC-MS/MS analysis. Prior to LC-MS/MS analysis samples were redissolved in 5% ACN with 0.1% TFA solution and sonicated.

Proteomic analysis was carried out on a TripleTOF 5600+ mass spectrometer with a NanoSpray III ion source (AB Sciex, Framingham, MA) coupled with a NanoLC Ultra 2D+ nano-HPLC system (Eksigent, Dublin, CA). The HPLC system was configured in trap-elute mode. For sample loading buffer and buffer A, a mixture of 98.9% water, 1% methanol, 0.1% Formic acid (v/v) was used. Buffer B was 99.9% Acetonitrile and 0.1% Formic acid (v/v). Samples were loaded on a Chrom XP C18 trap column (3 μm, 120 Å, 350 μm × 0.5 mm; Eksigent) at a flow rate of 3 μl/min for 10 min and eluted through a 3C18-CL-120 separation column (3 μm, 120 Å, 75 μm × 150 mm; Eksigent) at a flow rate of 300 nl/min. The gradient was from 5% to 40% buffer B in 90 min followed by 10 min at 95% buffer B and 20 min of reequilibration with 5% buffer B. Between different samples, two blank 45-min runs consisting of 5 to 8 min waves (5% B, 95%, 95%, 5%) were required to wash the system and to prevent carryover. The information-dependent mass-spectrometer experiment included one survey MS1 scan followed by 50 dependent MS2 scans. MS1 acquisition parameters were as follows: the mass range for MS2 analysis was 300–1250 m/z, and the signal accumulation time was 250 ms. Ions for MS2 analysis were selected on the basis of intensity with a threshold of 200 counts per second and a charge state from 2 to 5. MS2 acquisition parameters were as follows: the resolution of the quadrupole was set to UNIT (0.7 Da), the measurement mass range was 200–1800 m/z, and the signal accumulation time was 50 ms for each parent ion. Collision-activated dissociation was performed with nitrogen gas with the collision energy ramped from 25 to 55 V within the signal accumulation time of 50 ms. Analyzed parent ions were sent to the dynamic exclusion list for 15 s in order to get an MS2 spectra at the chromatographic peak apex. β-Galactosidase tryptic solution (20 fmol) was run with a 15-min gradient (5% to 25% buffer B) every two samples and between sample sets to calibrate the mass spectrometer and to control the overall system performance, stability, and reproducibility.

Raw LC-MS/MS data from TripleTOF 5600+ mass spectrometer were converted to.mgf peaklists with ProteinPilot (version 4.5). For this procedure, we ran ProteinPilot in identification mode with the following parameters: Cys alkylation by iodoacetamide, trypsin digestion, TripleTOF 5600 instrument, and thorough I.D. search with a detected protein threshold of 95.0% against UniProt human protein knowledgebase. For thorough protein identification, the generated peak lists were searched with MASCOT (version 2.5.1) and X! Tandem (ALANINE, 2017.02.01) search engines against UniProt human protein knowledgebase with the concatenated reverse decoy dataset. The precursor and fragment mass tolerance were set at 20 ppm and 0.04 Da, respectively. Database-searching parameters included the following: tryptic digestion with one possible missed cleavage, static modification for carbamidomethyl (C), and dynamic/flexible modifications for oxidation (M). For X! Tandem we also selected parameters that allowed a quick check for protein N-terminal residue acetylation, peptide N-terminal glutamine ammonia loss, or peptide N-terminal glutamic acid water loss. Result files were submitted to Scaffold 4 software (version 4.0.7) for validation and meta-analysis. We used the local false discovery rate scoring algorithm with standard experiment-wide protein grouping. For the evaluation of peptide and protein hits, a false discovery rate of 5% was selected for both. False positive identifications were based on reverse database analysis. We also set protein annotation preferences in Scaffold to highlight Swiss-Prot accessions among others in protein groups.

### In vitro migration experiment

Patient-derived Glioma cells (1079, 413, 408) were used for encapsulation. Approximately 600k cells per well were seeded into Aggrewell well plates (Stemcell Technologies) one day prior to encapsulation. Next day, the spheroids were encapsulated in hydrogels using a previously described hydrogel fabrication protocol^7^. Cell migration was observed at Day 1, 3, 6, and 9 post encapsulations by acquiring phase contrast images on a Zeiss Axio.Z1 Observer microscope with a Hamamatsu Orca Flash 4.0 V2 Digital CMOS Camera and Zeiss ZEN 2 (Blue Edition) software.

### Transmission electron microscopy

Tissue from tumor-bearing mice were resected after anesthetizing and perfused with 1X PBS. Tissues were fixed in 4% paraformaldehyde and 2% glutaraldehyde. Next, the tissues were fixed with 1% Osmium tetroxide followed by dehydration in different concentrations of ethanol, and resin embedding. Following the embedding, sections were cut to 60–90 nm thickness, and then were counterstained with Uranyl Acetate and Lead citrate for imaging and analysis. Hitachi® H-7500 electron microscope was used for imaging and images were captured with NanoSprint12 AMT® camera. The outer-inner blood vessel ratio was calculated based on the inner-to-outer diameter of the blood vessel wall. The previously published Shape adjusted ellipse (SAE) method was used to calculate the diameters^25^.

### ATAC sequencing and data analysis

Freshly isolated WTD and KOD tumor cells were processed for ATAC sequencing as previously described^54^. Briefly, 50,000 cells were washed with 50 mL ice cold PBS and re-suspended in 50 mL lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.2% (v/v) IGEPAL CA-630). The suspension was centrifuged at 500 *g* for 10 min at 4 degrees. Samples were added with 50 mL trans-position reaction mix of Nextera DNA library preparation kit (FC-121-1031, Illumina). DNA was amplified by PCR and incubated at 37 °C for 30 min. MinElute Lit (Qiagen) was used to isolate DNA. NextSeq 500 High Output Kit v2 (150 cycle, FC-404-2002, Illumina) was used to sequence ATAC library. The quality assessment of the initial sequence data was conducted utilizing FastQC v0.11.9 in conjunction with multiQC v1.10.1. Paired-end reads were trimmed with Trimmomatic v0.39, employing parameters (SLIDINGWINDOW:4:15, MINLEN:35). Following trimming, the reads were aligned to the mouse genome assembly GRCm38.p6 using Bowtie2 v2.3.5.1, with the specified parameters ‘--very-sensitive -k 5’. Subsequently, unmapped reads and those corresponding to mitochondrial DNA were excluded from further analysis. PCR duplicates were removed utilizing sambamba v0.6.8. The resultant bam files were sorted and indexed using samtools v1.1. ATAC-Seq peak calling was performed using Genrich v0.5 under the ATAC-Seq mode. Annotation of the identified peaks were performed using the R package ChIPseeker. If a peak overlaps with the promoter region (-1000bp, +1000 bp) of any transcription start site (TSS), it is annotated as a promoter peak of the gene. If a peak does not overlap with any known gene promoters or other gene-related elements it is annotated as a “Distal” peak. Peak ranges for motif analysis were written out as fasta using bedtools getfasta v2.27.1. Motif enrichment analysis was carried out with meme-chip using the Jaspar 2024 database. Coverage tracks in bigwig format were generated using the deepTools package v3.5.1.

### RNA sequencing

cDNA were used in the library preparation using Ovation® Ultralow Library Systems (NuGEN) and samples were sequenced using an Illumina HiSeq 2000 sequencer (Illumina, San Diego, CA) in high output mode across 9 lanes of 50bppaired-end sequencing, corresponding to 4.3 samples per lane and yielding ~45 million reads per sample. Additional QC was performed after the alignmentTotal counts of read-fragments that were aligned to all the candidate gene regions were derived using HTSeq program (www.huber.embl.de/users/anders/HTSeq/doc/overview.html) with Human Hg38 (Dec. 2014) RefSeq (refFlat table) as a reference and used as a basis for the quantification of gene expression. Only uniquely mapped reads were used for subsequent analyses. Differential expression analysis was conducted with R-project and the Bioconductor package edgeR. Statistical significance of the differential expression, expressed as Log_2_ Fold Change (logFC), was determined, using tag-wise dispersion estimation, at p-Value of <0.005 unless stated otherwise. FPKM values were reported as a measure of relative expression units.

### Spatial transcriptomics data analysis

Visium glioblastoma datsets were obtained using the SPATAData R package (https://www.cell.com/cancer-cell/pdfExtended/S1535-6108(22)00220-3). Subsequently, SPATA2 objects were converted to Seurat objects using the SPATA2 R package. Normalization was performed using the SCTransform function within the Seurat R package, followed by batch effect correction using Harmony. To assess gene abundance colocalization across the tissue section, we calculated the Kernel density for each gene using the ‘ks’ package in R. Pearson’s Correlation was employed to measure the co-localization between the kernel densities of two genes. Pearson’s Correlation calculations were restricted to tissue spots where probabilities were greater than or equal to the 2-quantiles of the kernel densities. Gene expression levels were visualized using the SPATA2 R package.

### Flow cytometry

For CD44 staining gliomaspheres were dissociated into single cells and stained with anti-CD44-APC antibody (Miltenyi Biotec) according to manufacturer’s protocol. For CD133 staining, gliomaspheres were dissociated into single cells and stained with anti-CD133-FITC (Biolegend) according to manufacturer’s protocol. For apoptosis assay, cells were stained with CellEvent Caspase-3/7 Green Flow Cytometry Assay Kit (ThermoFisher Scientific) according to the manufacturer’s protocol. To estimate the percentages of cells in the different phases of the cell cycle, propidium iodide (PI) dye (ThermoFisher Scientific) was used. Cells were fixed in 70% ethanol and treated with riboneuclease as recommended by the manufacturer’s protocol. All samples were analyzed by Attune NxT Flow Cytometer (Thermofisher Scientific) and the data were processed with FlowJo 10 software.

### Endocan blocking antibody experiment in HBEC-5i CM

For Endocan blocking experiments, HBEC-5i cells were grown without serum and 10 µl of anti-Endocan antibody (ab103590) was added to 10 ml of CM. 10 µg of control rabbit IgG was added to another 10 ml of CM. CM was incubated 2 h at room temp with slow agitation followed by incubation with 100 µl of ProtA/G magnetic beads (Thermofisher Scientific) for 1 h. CM was then spun at 100 g for 5 min and supernatant was carefully removed without disturbing the beads and subsequently filtered through 0.22 µm filter.

### Cell proliferation assay

AlamarBlue reagent (Thermo Scientific) or Cell-Titer Glo (Promega) was used to determine the cell number under various treatments. Briefly, cells were seeded at a density of 5000 cells per well in 96-well plates. AlamarBlue reagent was added into each well and fluorescence was measured (Excitation 515–565 nm, Emission 570–610 nm) using Synergy HTX multi-mode reader (BioTek). CellTiter-glo was used at 1:1 ratio and measured using a luminometer plate reader. Readings were taken on Day 0 and Day 3 or Day 5 after treatment.

### Western blot

The cell lysates were prepared in RIPA buffer containing 1% protease and 1% phosphatase inhibitor cocktail on ice. The sample protein concentrations were determined using the Bradford method. Equal amounts of protein lysates (10 μg/lane) were fractionated on a NuPAGE Novex 4%–12% Bis-Tris Protein Gel (Thermo Fisher Scientific) and transferred onto a PVDF membrane (Thermo Fisher Scientific). Subsequently, the membrane was blocked with 5% skim milk or 5% BSA for 1 h and then incubated with the appropriate antibody at 4 °C overnight. Membranes were then washed with 3X with TBST buffer and incubated with appropriate HRP-conjugated secondary antibodies (GE Healthcare) for 1 h at RT. Protein expression was visualized with an Amersham ECL Western Blot System (GE Healthcare Life Sciences). β-Actin served as a loading control. ImageJ software (NIH) was used to analyze the Western blot results. Unprocessed images of all western blots are shown in Source Data and Supplementary Figs. Information about all used antibodies is provided in the Supplementary Data Table 7.

### Immunohistofluorescence

Immunohistofluorescence (IHF) staining was performed as described previously^14^. Briefly, tumors embedded in paraffin blocks were deparaffinized using Xylene and hydrated through 100%, 95%, and 75% ethanol gradient. Antigen was retrieved using DakoCytomation target retrieval solution pH 6 (Dako). Samples were then blocked with serum-free protein block solution (Dako) and incubated with corresponding primary antibodies at 4 °C overnight. Next, slides were incubated with Alexa Flour-conjugated secondary antibody for 1 h at room temperature and mounted in Vectashield mounting medium containing DAPI (Vector Laboratories). Nikon A1 Confocal microscope (Nikon) was used to capture images.

### γ-H2AX assay

Chamber slides or wells were covered with laminin for 24 h prior to cell seeding. Cells were allowed to grow and acclimate with treatment conditions. At the indicated times, the cells were irradiated or treated. Cells were then fixed in 4% paraformaldehyde, permeabilized with 0.5% Triton-X/PBS, and stained with an anti γ-H2AX antibody (1:500) and anti-rabbit conjugated Alexa 594 secondary antibody was used along with DAPI. Plates were imaged using EVOS microscope and ImageJ was used to manually quantify positively stained cells. At least 10–15 images were taken at 20X magnification.

### Immunohistochemistry

Immunohistochemistry (IHC) staining was performed as described previously^32^. Briefly, tumors embedded in paraffin blocks were deparaffinized using Xylene and hydrated through 100%, 95%, and 75% gradient of ethanol. Slides were then microwaved in the presence of DakoCytomation target retrieval solution pH 6 (Dako). Slides were incubated with 0.3% hydrogen peroxide solution in methanol for 15 min at room temperature to inhibit internal peroxide activity. Slides were then blocked with serum-free block solution (Dako) and incubated with corresponding primary antibody overnight at 4 °C. Next, samples were incubated with EnVision+ System-HRP labeled Polymer (Dako) and visualized with DAB peroxidase substrate kit (Vector Laboratories). Images were captured using EVOS® FL inverted microscope (Thermo Fisher Scientific IHC scoring was performed using a previously described method in a blinded fashion. Vessel quantification for IHC images was measured using Vessel Quantify_IHC and IHC profiler Plugin in ImageJ, for CD31 staining in tissues^7,80^).

### Lentivirus production and transduction

Lentiviruses were produced as described before^32^. Briefly, HEK293FT packaging cells (Invitrogen) were co-transfected with lentiviral vectors encoding shRNAs or GFP or mCherry and two packaging plasmids psPAX2 and pMD2.G. Growth media was changed the following day and lentiviruses-containing supernatants were harvested at 72 h after transfection and concentrated 100-fold using Lenti-X concentrator (Clontech). For infection, GBM cells were dissociated into single cells with accutase and seeded on laminin coated 6 well plates at 8 × 10^5^ cells per well. Next day, 8 µg/ml of Polybrene (EMD Millipore) along with viral supernatant were added to GBM cells. Two days after infection, transduced cells were selected with 1 µg/ml of puromycin (Sigma) for 3 days.

### Tissue microarray

Tissue microarray consisting of 0.6-mm cores from formalin-fixed, paraffin-embedded tissue blocks were generated using patient derived glioblastoma tissue samples at the Osaka City University (Cohort #3 *n* = 38). Patient samples were de-identified prior to transfer to us. The study involving human tissue samples was conducted in accordance with guidelines approved by the Institutional Review Board (IRB) at Osaka City University ensuring ethical handling of all research participants. Informed consent was obtained from all participants prior to the use of tissue samples.

### RNA isolation and quantitative real-time PCR

mRNA was extracted and purified using the RNeasy Mini kit (Qiagen) according to the manufacturer’s protocol. Nanodrop 2000 spectrophotometer was used to determine the concentration and quality of RNA. RNA (0.5–1 µg) was reverse-transcribed in cDNA using iScript Reverse Transcription Supermix (Bio-Rad) and then amplified using the following cycling conditions; 95 °C for 5 min, and then 50 cycles of 95 °C for 20 s, 60 °C for 20 s and 72 °C for 20 s. qRT-PCR was performed on StepOnePlus thermal cycler (Thermo Scientific) with SYBR Select Master Mix (Thermo Scientific). 18 s, B-actin was used as an internal control. Primer sequences are shown in Supplementary Data file 6.

### Determination of Kd by surface plasmon resonance

Proteins were immobilized on CM5 chips using a Biacore T200 instrument by amine coupling following the manufacturer’s instructions. Reagents used for immobilization were (N-hydroxysuccinimide, 1-ethyl-3-(3-aminopropyl) carbodiimide hydrochloride and ethanolamine hydrochloride) that were purchased from Cytiva. HBS-EP, the analyte buffer consisted of 0.15 M NaCl, 3 mM EDTA, 0.005% (v/v) surfactant P20, and 0.01 M Hepes (pH 7.4). For the SPR competition assay with Heparin,1 µg/ml and 10 µg/ml of Heparin (Heparin Sodium salt from porcine intestinal mucosa, 100KU, H3393, Millipore Sigma) were used. A new channel was made with hPDGFRA and the assay was run on 2 channels along with heparin. For the data collection, binding was monitored at 1-s intervals for 3 min with an analyte flow rate of 30 μl/min. Dissociation was monitored at 1-s intervals for 2 to 7 min. Sensor chips were washed with 10 mM HCL for regeneration. BIAevaluation 4.1 (https://www.cytivalifesciences.com/en/us/support/software/biacore-downloads#) software from Biacore, was used to perform data analysis. The equilibrium dissociation constant was calculated as KD = koff/kon at five different ligand concentrations.

### Statistics and reproducibility

All data are presented as mean ± the standard deviation (SD). The number of replicates for each experiment is stated in the figure legend and always refer to independent biological replicates. Statistical differences between two groups were evaluated by unpaired two tailed t-test unless mentioned otherwise in the figure legend. One-way ANOVA followed by a post-hoc t-test was used in comparisons of more than two groups. Log-rank analysis was used to determine the statistical significance of Kaplan–Meier survival curves. *P* values less than 0.05 were deemed to be significant. Sample size (number of mice) was predetermined based of the results of our previous studies^14,33^ using similar methodologies and thus no specific statistical tests (e.g., power calculations) were used in the current study to predetermine sample size. Those performing measurements on immunohistochemistry and immunofluorescence were blinded as to treatment groups or genotypes. No blinding was performed for assessment of animal survival or in vitro experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1-7

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

ATACseq data of the tumors formed by 7080 cells in ESM1 WT and KO mice were deposited to the Gene Expression Omnibus (GEO) under the accession number GSE137796. RNAseq data of the tumors formed by 7080 cells in ESM1 WT and KO mice were deposited to GEO under the accession number GSE137808. RNAseq data of patient-derived glioma sphere lines (1051 and 1079) are deposited with access codes GSE277011 and GSE277014. Raw Mass spectrometry data have been deposited in ProteomeXchange via the PRIDE with the primary accession code PXD057635 https://proteomecentral.proteomexchange.org/ui?search=PXD057635. Data pertaining to Fig. 1c was obtained from previously published study^7^. Data from Single-cell sequencing experiment from Supplementary Fig. 1e were obtained from a previously published study^15^ using their published tool, GBMseq.org. Visium data from a previously published paper^16^ was analyzed to generate Supplementary Fig. 1f. Data related to Supplementary Figs. 1g and h were obtained from a previously published study^18^. Source data are provided with this paper.

# Supplementary material for: Endothelial-secreted Endocan activates PDGFRA and regulates vascularity and spatial phenotype in glioblastoma
**Source:** Nat Commun. 2025 Jan 7;16:471. doi: 10.1038/s41467-024-55487-1

## **Supplementary Information**

### **Endothelial-secreted Endocan activates PDGFR alpha and regulates vascularity, radioresistance, and regional phenotype in glioblastoma**

Soniya Bastola, Marat S. Pavlyukov, Neel Sharma, Yasmin Ghochani, Mayu A. Nakano, Sree Deepthi Muthukrishnan, Sang Yul Yu, Min Soo Kim, Alireza Sohrabi, Natalia P. Biscola, Daisuke Yamashita, Ksenia S. Anufrieva, Tatyana F. Kovalenko, Grace Jung, Tomas Ganz, Beatrice O'Brien, Riki Kawaguchi, Yue Qin, Stephanie K. Seidlits, Alma L Burlingame, Juan A. Oses-Prieto, Leif A. Havton, Steven A. Goldman, Anita B. Hjelmeland, Ichiro Nakano and Harley I. Kornblum

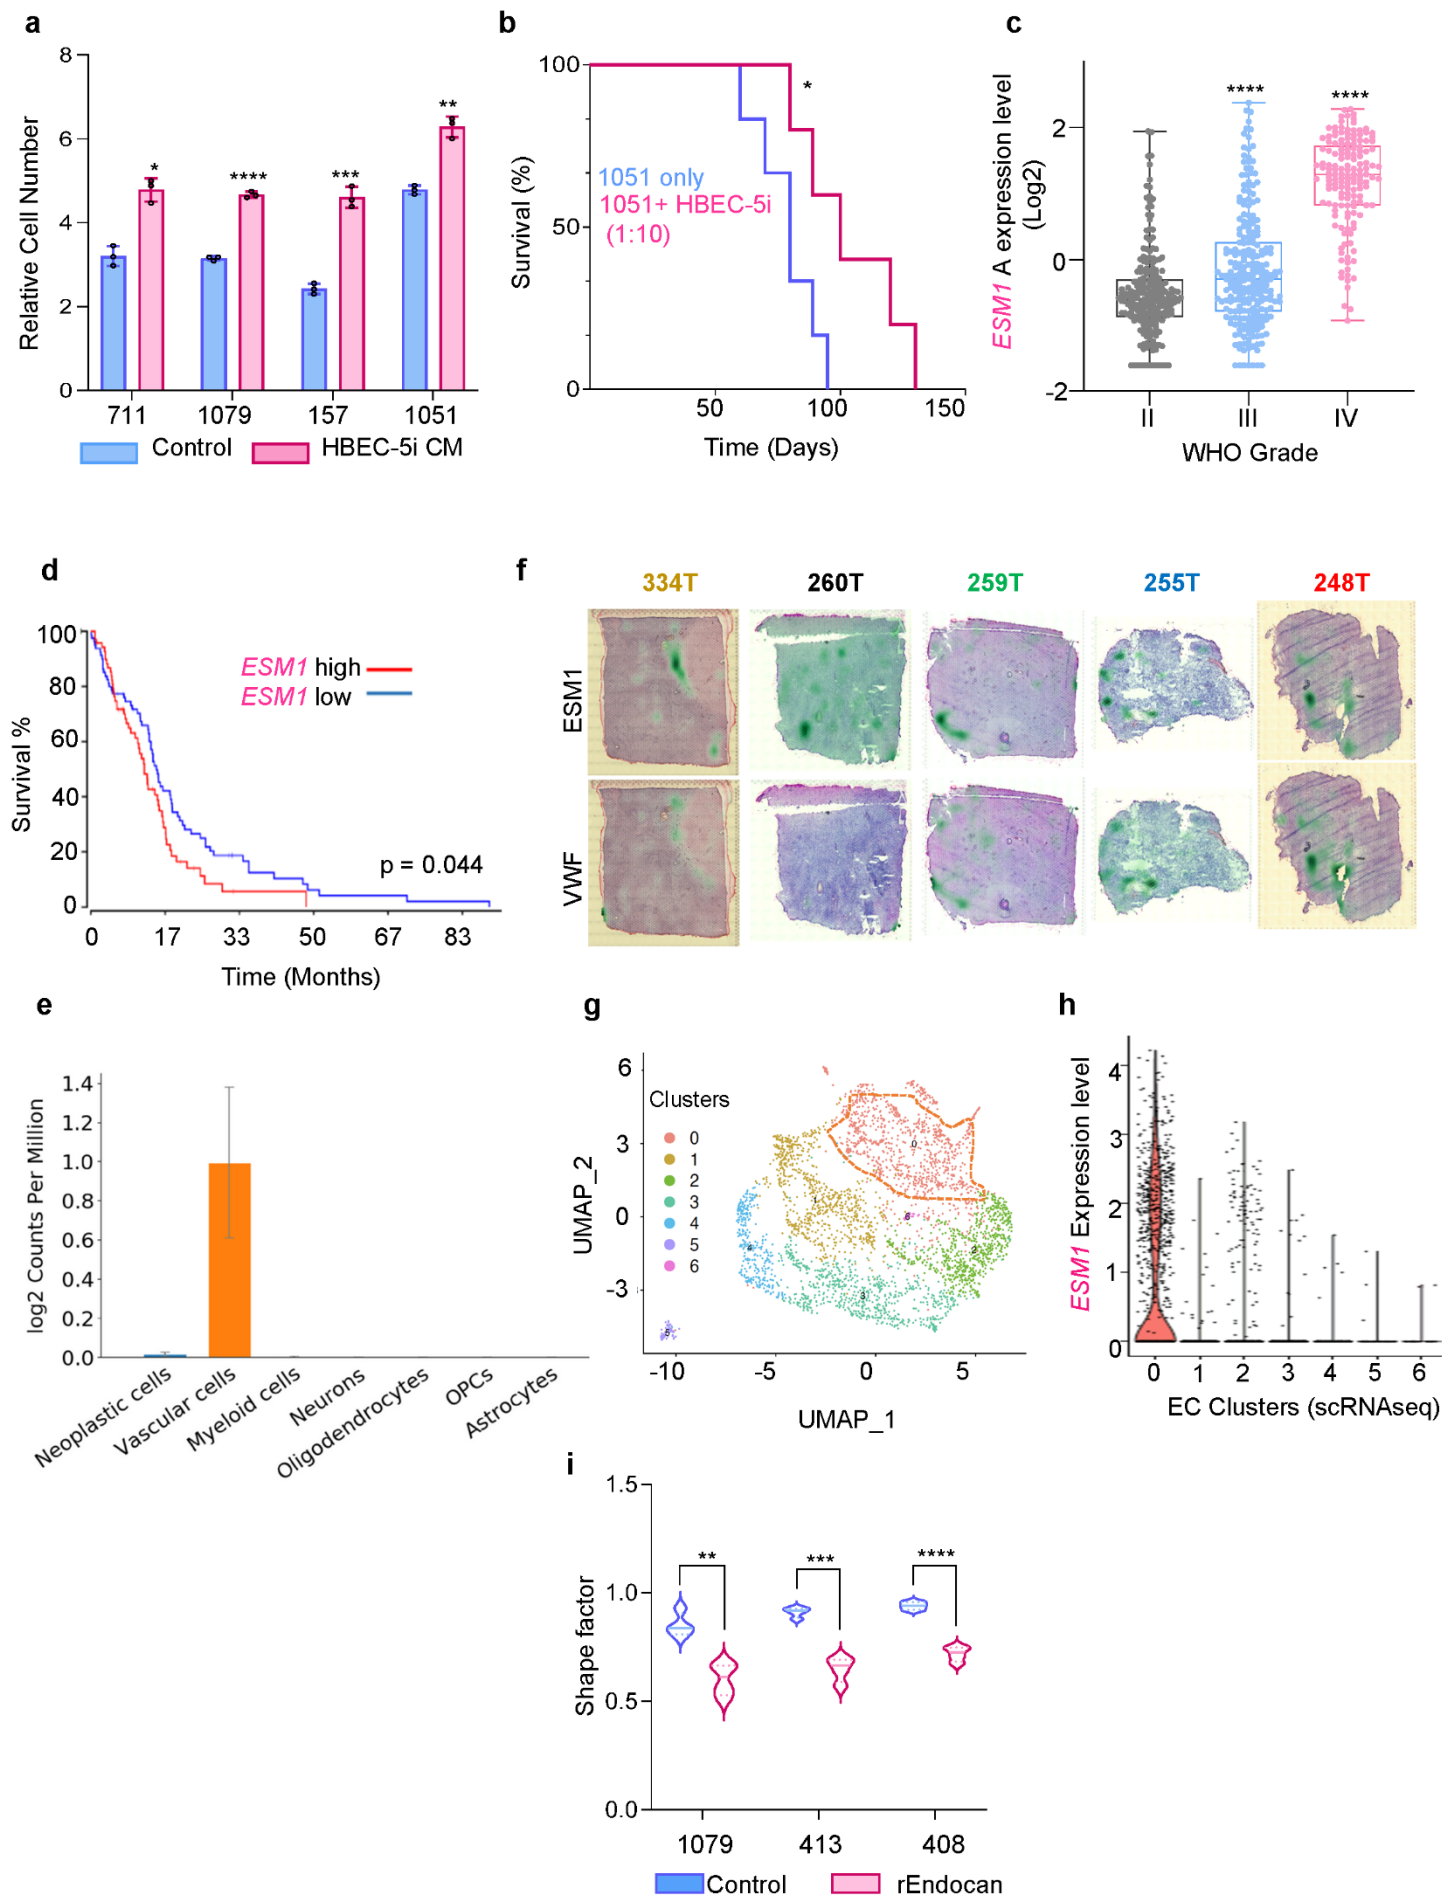

**Supplementary Figure 1. Vascular-secreted Endocan promotes migration of GBM cells.**

**a**, Proliferation of GBM cells (711, 1079, 157, 1051) treated with control media or conditioned media collected from Human Brain Endothelial Cells-5i (HBEC-5i) cells; n=3 biological replicates. \* $P=0.0017$ , \*\*\* $P=0.0002$ , \*\*\*\* $P<0.0001$ , and \*\* $P=0.0007$ , unpaired two-tailed Student's t-test.

**b**, Kaplan-Meier survival analysis of SCID mice intracranially injected with gliomaspheres alone (1051) or gliomaspheres with VE cells (1051+HBEC-5i) at a 10:1 ratio. (n=5 mice per group). Log-rank test, \* $P=0.0323$ .

**c**, Expression of *ESM1* in TCGA's WHO grade II, III, and IV glioma tumors. One-way ANOVA followed by Tukey's post hoc test; \*\*\*\* $P<0.0001$ .

**d**, Kaplan-Meier analysis showing the survival of 667 glioma patients subdivided based on *ESM1* expression level. Log-rank test; \* $P = 0.044$ .

**e**, Analysis of the Darmanis single cell RNAseq dataset<sup>15</sup> showing *ESM1* expression levels across different cell types within the GBM tumor, the graph was generated using the [www.gbmseq.org](http://www.gbmseq.org) online tool<sup>15</sup>.

**f**, Expression of *ESM1* and VWF in GBM samples from a previously published Visium dataset (n = 5 different patients)<sup>16</sup>.

**g**, Analysis of Xie single cell RNAseq dataset<sup>18</sup> showing different clusters of VE cells present within the GBM tumor. Cells related to cluster 0 are highlighted.

**h**, Analysis of *ESM1* expression in clusters shown in "G".

**i**, Quantification of shape factor/circularity in rEndocan (10ng/ml) treated and control group of spheroids formed by 408, 413, or 1079 cells. Circularity was calculated using ImageJ shape description. \*\* $P=0.0016$  (1079 cells); \*\*\* $P=0.0001$  (413 cells); \*\*\*\* $P<0.0001$  (408 cells), unpaired two-tailed Student's t-test.

Source data are provided as a Source Data file.

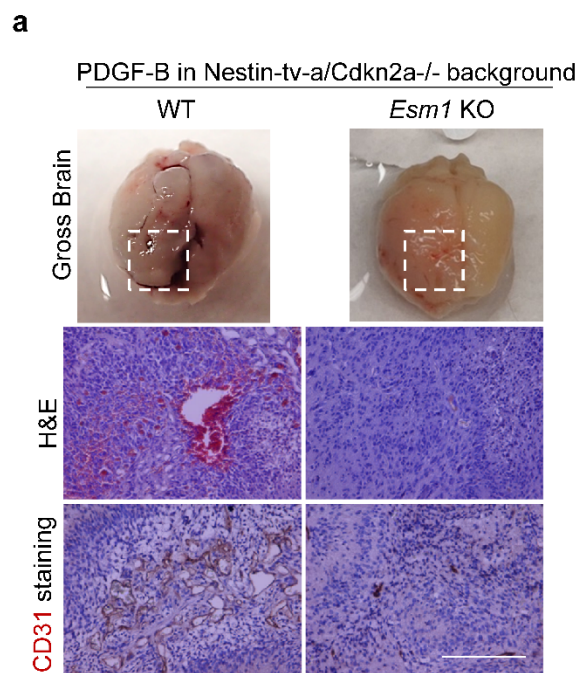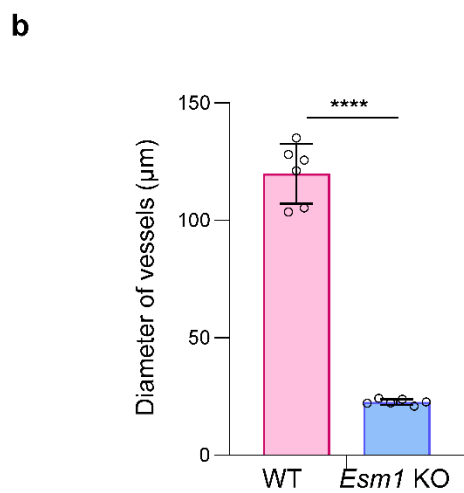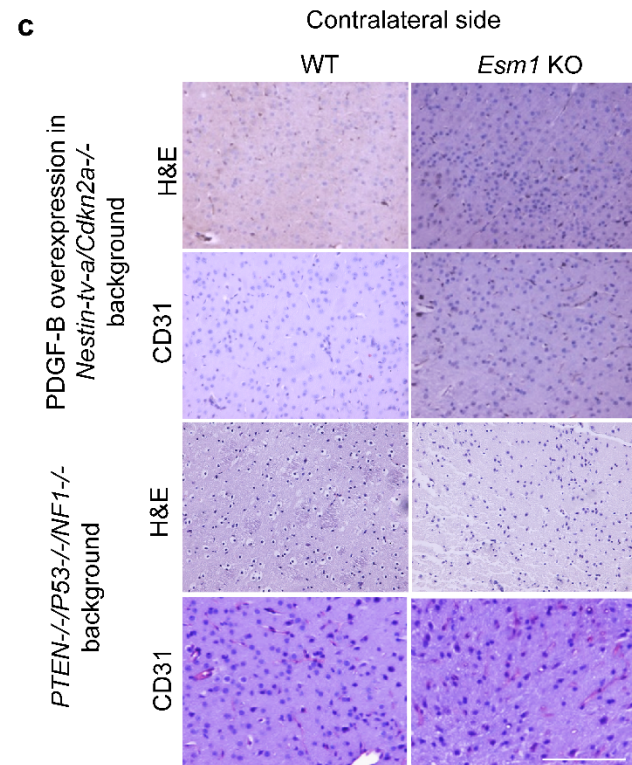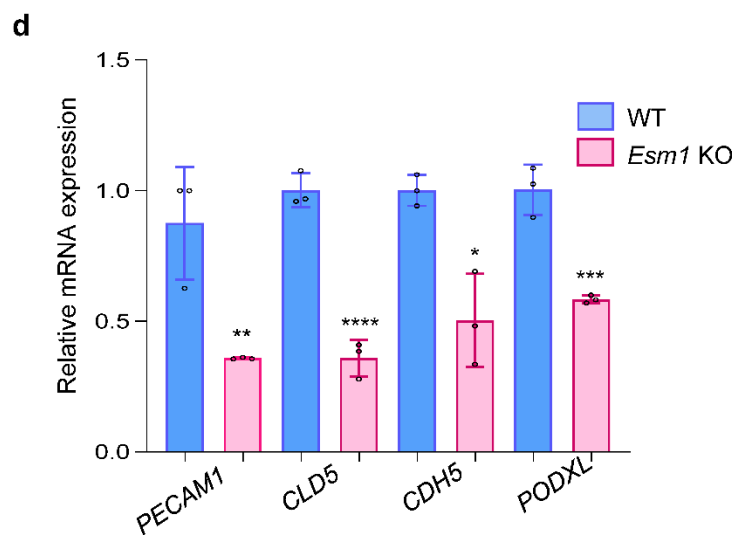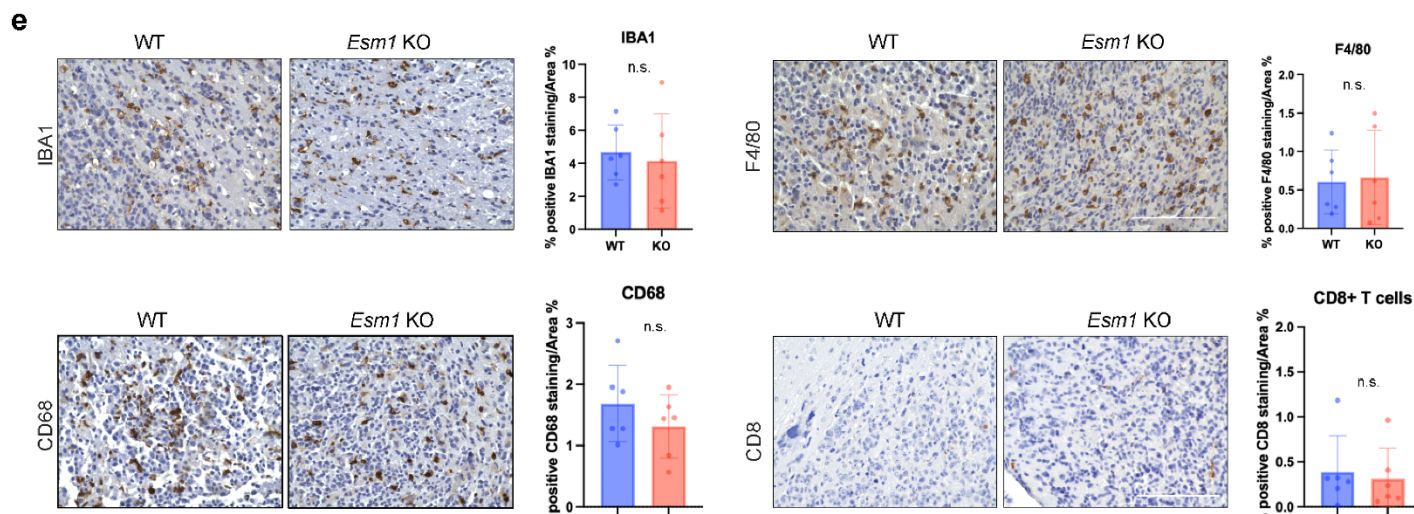

**Supplementary Figure 2. Endocan is essential for establishing the hypervascular phenotype of GBM.**

**a**, Tumors formed by murine glioblastoma cells (isolated from Nestin-Tva/Cdkn2a<sup>-/-</sup> mice intracranially injected with RCAS-PDGFB lentiviruses) in WT and *Esm1* KO mice brains. Images of the brains (upper panel); H&E staining of the tumor slices (middle panel, Scale bar, 200  $\mu$ m); CD31 staining (lower panel, Scale bar, 200  $\mu$ m).

**b**, Quantitation of the diameter of the blood vessels in samples from Fig S2A as measured by CD31+ vessels, 6 regions per tumor section was measured, n=5 mice per group, \*\*\*\* $P < 0.0001$ , unpaired two-tailed Student's t-test.

**c**, H&E staining (upper panel) and CD31 staining (lower panel) of non-tumor/contralateral brain sections obtained from tumor bearing *Esm1* WT and KO mice injected with cells related to two different mouse GBM models. Scale bar, 200  $\mu$ m.

**d**, qRT-PCR analysis of expression of vascular markers genes (*Pecam1*, *Cld5*, *Cdh5*, *Podxl*) from tumors formed in WT and *Esm1* KO mice. n=3 biological replicates; \*\* $P = 0.0141$  (*PECAM1*); \*\*\*\* $P = 0.0003$  (*CLD5*); \* $P = 0.0101$  (*CDH5*) and \*\*\* $P = 0.0017$  (*PODXL*), unpaired two-tailed Student's t-test.

**e**, Microscopic images of WTD and KOD tumor sections stained for IBA1, CD68, F4/80 and CD8 using n=3 mice per group.  $P = 0.7016$  (IBA1),  $P = 0.2852$  (CD68),  $P = 0.7373$  (CD8+),  $P = 0.8513$  (F4/80), unpaired two-tailed Student's t-test.

Source data are provided as a Source Data file.

**a**

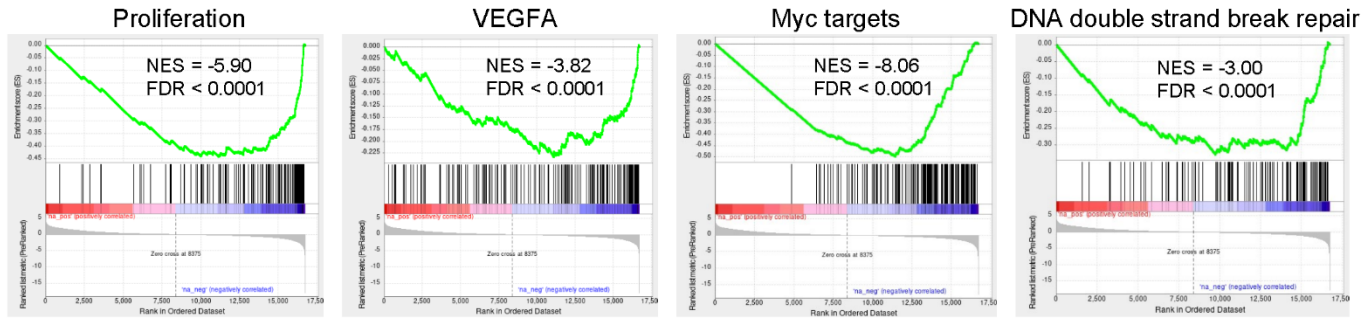

**b**

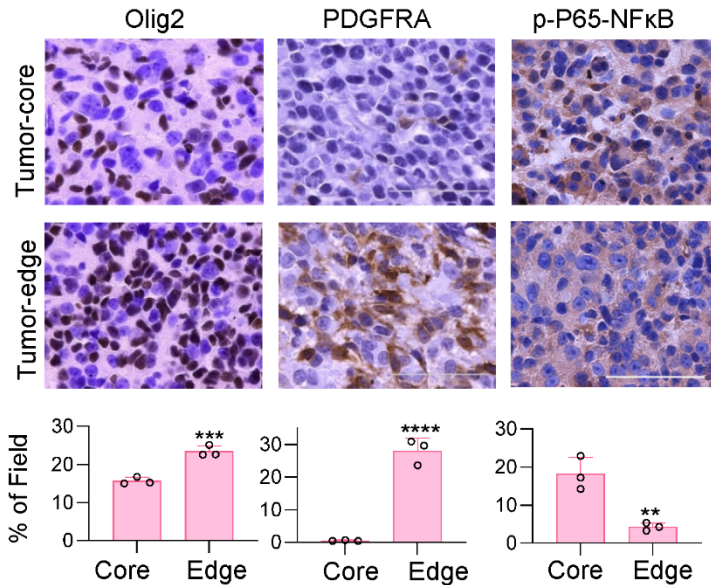

### Supplementary Figure 3. Endocan regulates spatial identity of GBM cells.

**a**, Gene Set Enrichment Analysis (GSEA) plots comparing gene expression in tumors formed in *Esm1* KO vs. WT mice.

**b**, Representative IHC images of core and edge regions of the tumors obtained as in “Fig 3D” and stained for PDGFRA, Olig2 and anti-pP65-NF-κB (upper panel). % of field positive areas for the indicated proteins (lower panel). Samples from n=5 mice. Per group \*\*\* $P=0.0015$  (Olig2),

\*\*\*\* $P=0.0003$  (PDGFRA), \*\* $P=0.0062$  (p-p65-NFκB), unpaired two-tailed Student's t-test. Scale bar, 200μm. Source data are provided as a Source Data file.

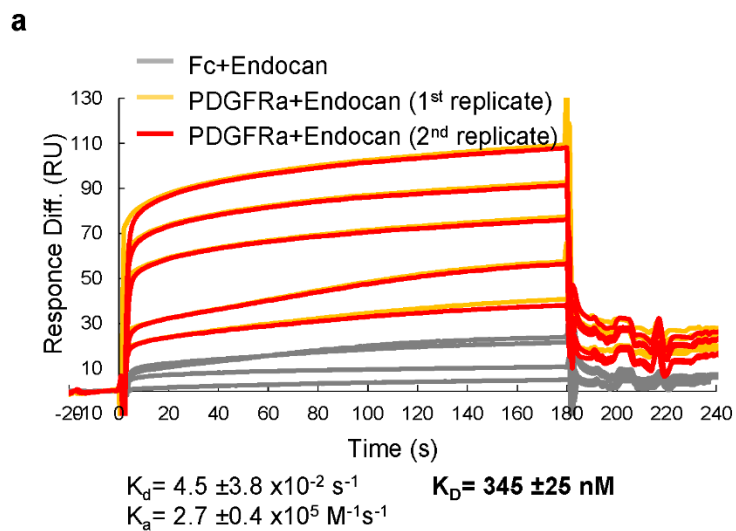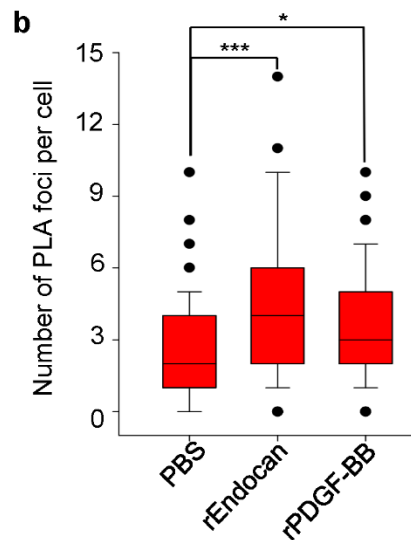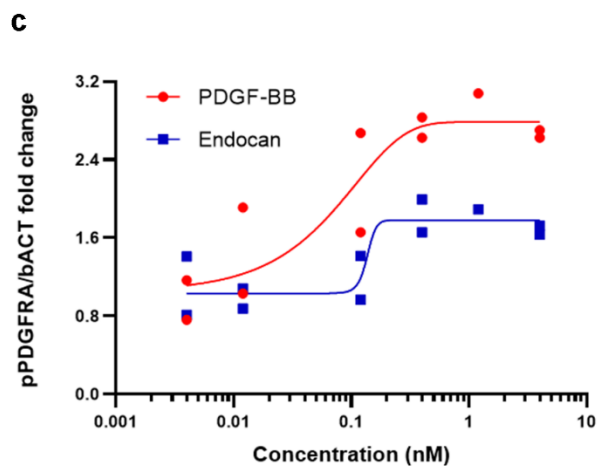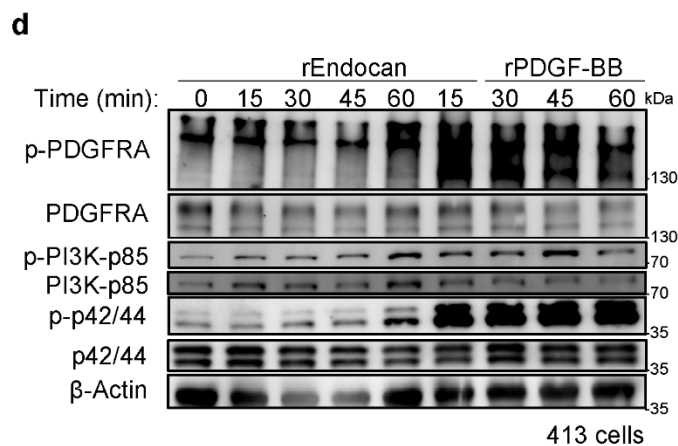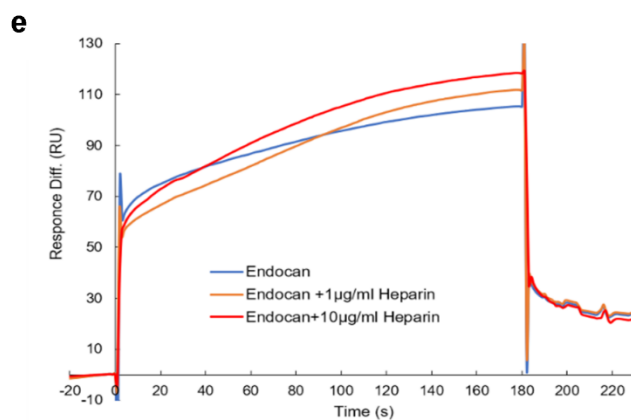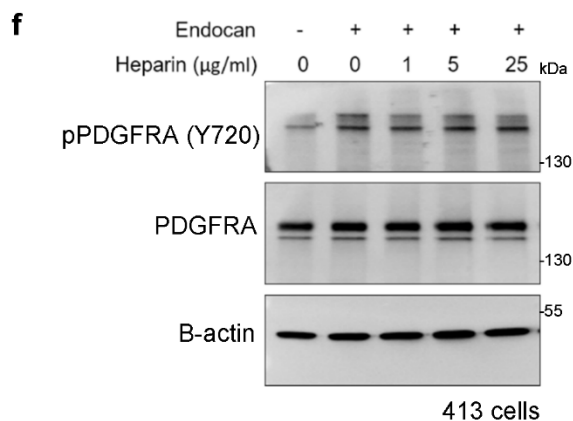

**Supplementary Figure 4. Endocan binds to and activates PDGFRA in human glioblastoma cells.**

**a** BIAcore signal response kinetics studies of interactions between His<sub>6</sub>-Endocan and Fc-PDGFR $\alpha$  (red and yellow; two biological replicates) and between His<sub>6</sub>-Endocan and Fc (grey),

**b**, PDGFRA phosphorylation intensity determined by *In situ* Proximity Ligation assay (PLA) in 157 cells treated with rEndocan (10ng/ml), rPDGF-BB (10ng/ml) or PBS (negative control).

\* $P=0.019$ , \*\*\* $P=0.0006$ , unpaired two-tailed Student's t-test.

**c**, Relative level of PDGFRA phosphorylation in 1079 cells incubated with different concentrations of rEndocan or rPDGF-BB for 30 minutes. Quantification was performed using all bands shown on the Figure 4C. The experiment was performed in  $n = 2$  biological replicates.

**d**, Western blot analysis of 413 cells incubated with 10ng/ml rEndocan or rPDGFBB for the indicated periods of time.

**e**, BIAcore signal response kinetics studies of interactions between His<sub>6</sub>-Endocan and Fc-PDGFR $\alpha$  in a presence or absence of the indicated concentrations of Heparin.

**f**, WB analysis of 413 cells incubated with rEndocan (10ng/ml) in the presence or absence of the indicated concentrations of Heparin, experiment was performed in  $n=3$  biological replicates.

Source data are provided as a Source Data file.

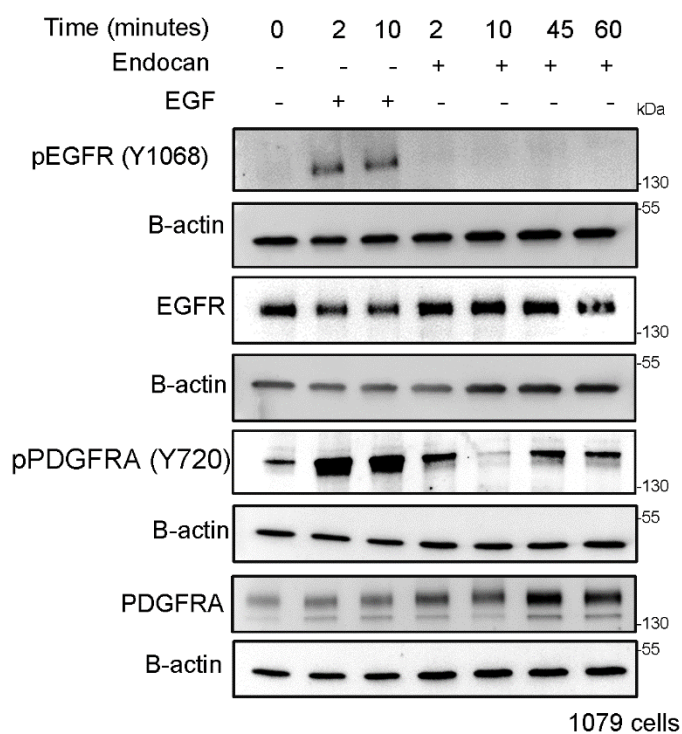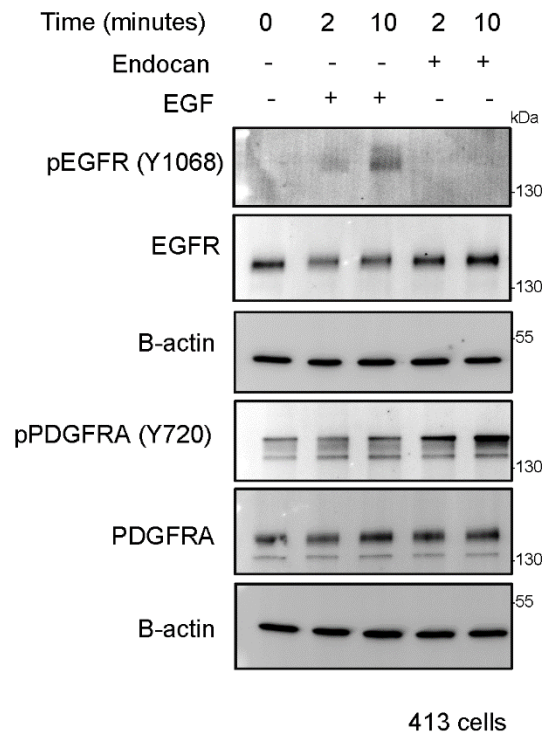

**Supplementary Figure 5. Endocan activates PDGFRA but not EGFR in human glioblastoma cells.**

WB analysis of 1079 (left panel) and 413 (right panel) cells incubated with rEndocan (100ng/ml) or rEGF (100ng/ml) for the indicated periods of time, representative data from n=3 biological replicates.

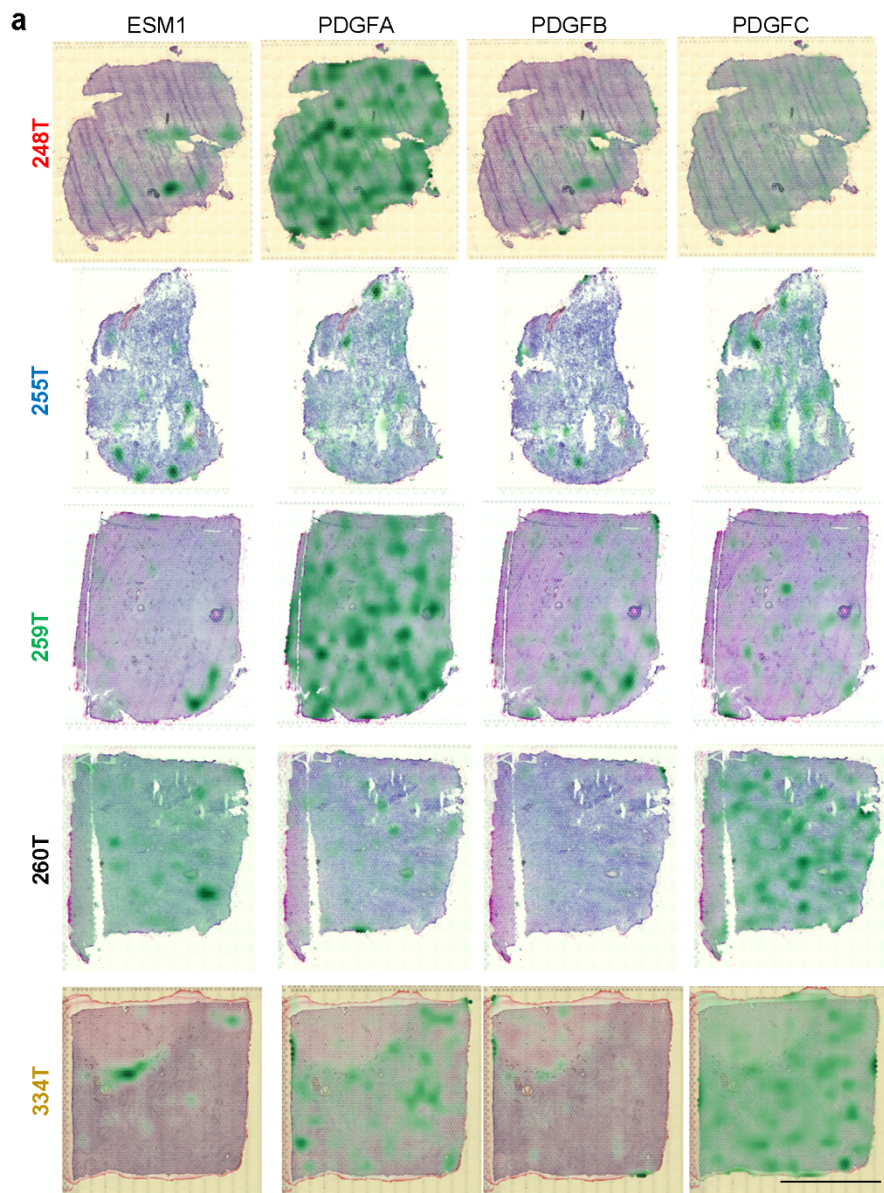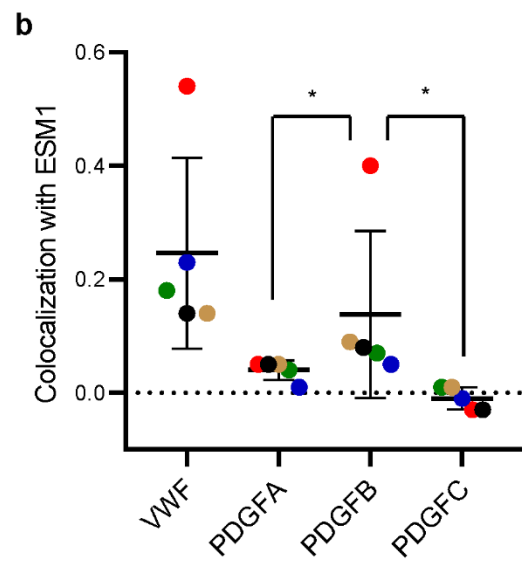

**c**

Unknown, E value =  $3.5 \times 10^{-85}$

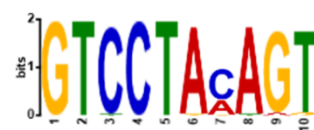

PATZ1, E value =  $9.6 \times 10^{-83}$

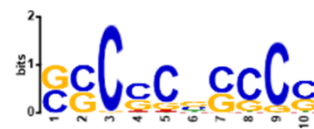

Irf1, E value =  $1.2 \times 10^{-80}$

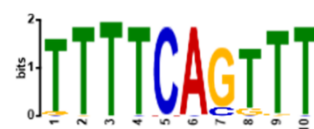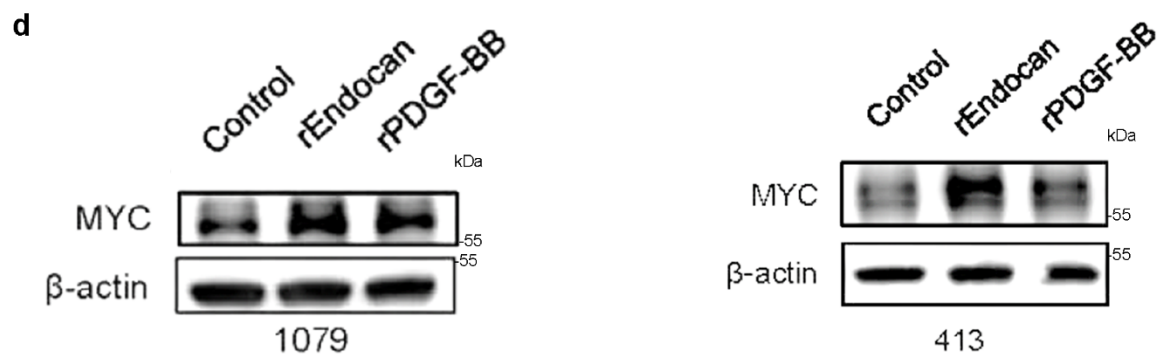

**Supplementary Figure 6. Endocan upregulates *Myc* expression.**

**a**, Expression of ESM1, VWF, PDGFA, PDGFB and PDGFC in GBM samples from previously published Visium dataset (Neurooncol Adv. 2023, 5(1):vdad142) (n = 5 different patients).

**b**, Quantification of ESM1 expression colocalization with the expression of VWF, PDGFA, PDGFB and PDGFC in samples as in “B”. Data points related to different patients are indicated in different colors. Wilcoxon signed rank-sum test,  $*P<0.05$ .

**c**, DNA motifs over-represented in the ATACseq dataset generated from tumors derived from *Esm1* WT and KO mice (n=2 mice per group). Transcription factors that bind to the corresponding motif and E values are indicated.

**d**, Western blot analysis of 1079 and 413 cells treated with 10ng/ml rEndocan and rPDGF-BB for 72 hours. n=3 biological replicates.

Source data are provided as a Source Data file.

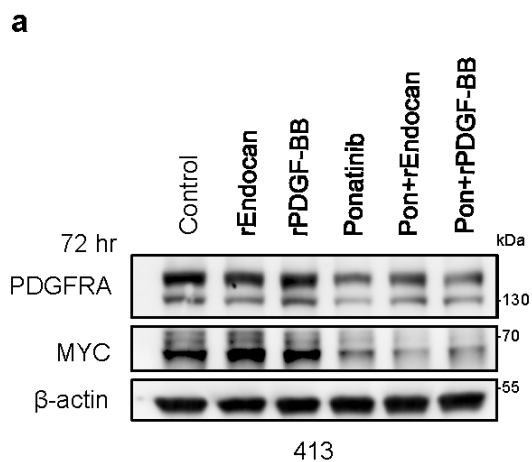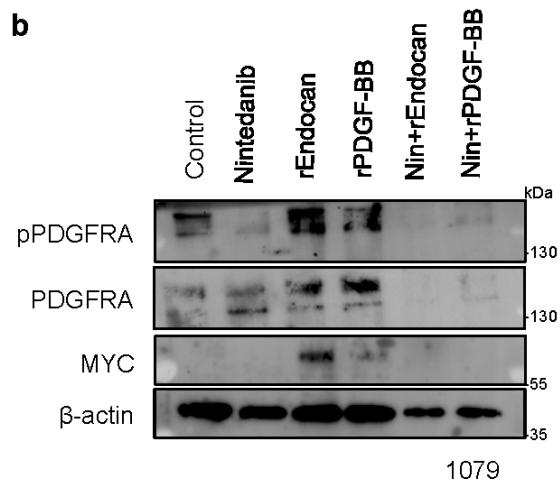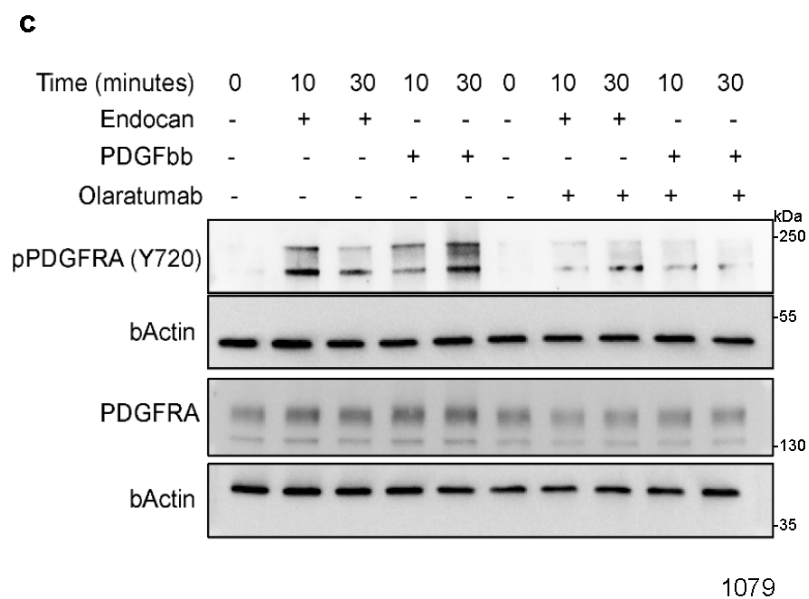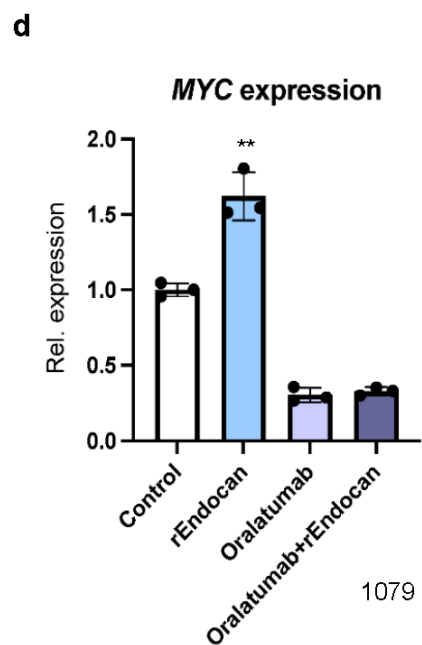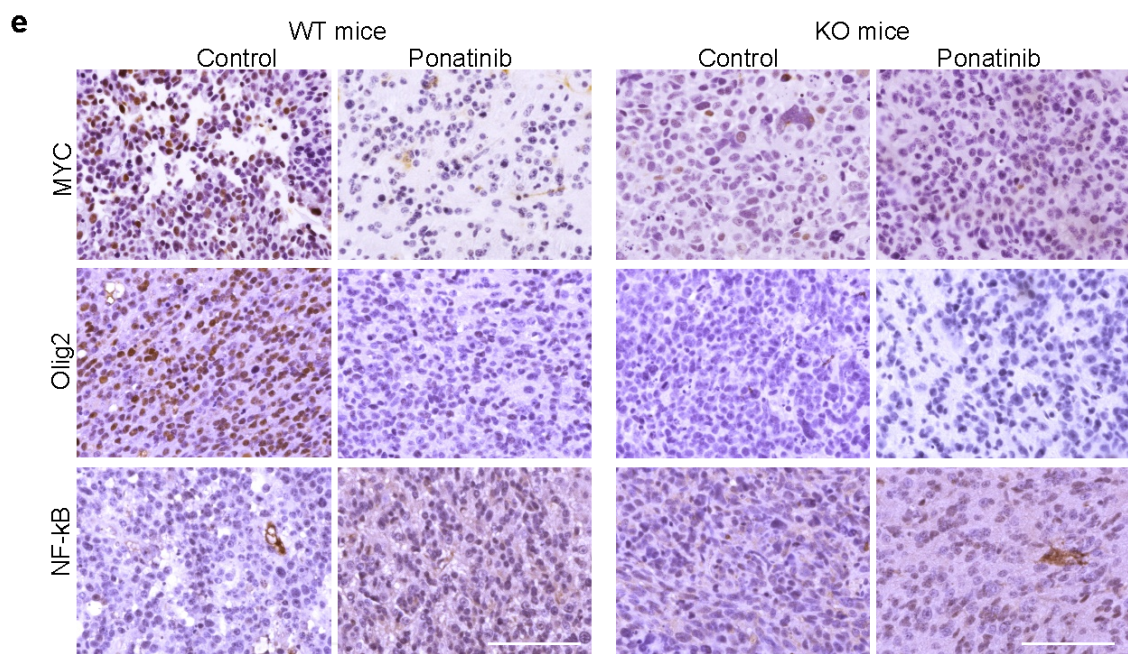

**Supplementary Figure 7. Inhibition of PDGFRA pathway attenuates effect of Endocan on GBM cells.**

**a**, Western blot analysis of 413 cells treated with 10ng/ml of rEndocan, rPDGF-BB, ponatinib (1 $\mu$ M) (Pon) and their combination treatment for 72 hours, Representative result of n=3 biological replicates.

**b**, Western blot analysis of 1079 cells treated with rEndocan (10ng/ml), rPDGF-BB (10ng/ml), Nintedanib (1 $\mu$ M) and their combination treatment for 72 hours. Representative result of n=3 biological replicates.

**c**, Western blot analysis of 1079 cells incubated with 10ng/ml of rEndocan or 5ng/mL of rPDGFbb for the indicated period of time in the presence or absence of olaratumab (9 nM). Representative result of n=3 biological replicates.

**d**, qRT-PCR analysis of MYC expression in 1079 cells cultivated for 3 days with rEndocan(10ng/ml) in the presence or absence of olaratumab (9 nM). n=3 independent experiments \*\*P=0.0029, rEndocan vs. Control, unpaired two-tailed Student's t-test.

**e**, Representative IHC staining for MYC, Olig2, and P65-NF- $\kappa$ B of tumors formed by 7080 cells in *Esm1* WT or KO mice that were treated with ponatinib or the solvent as control. Scale bar, 100 $\mu$ m. n=5 mice per group.

Source data are provided as a Source Data file.

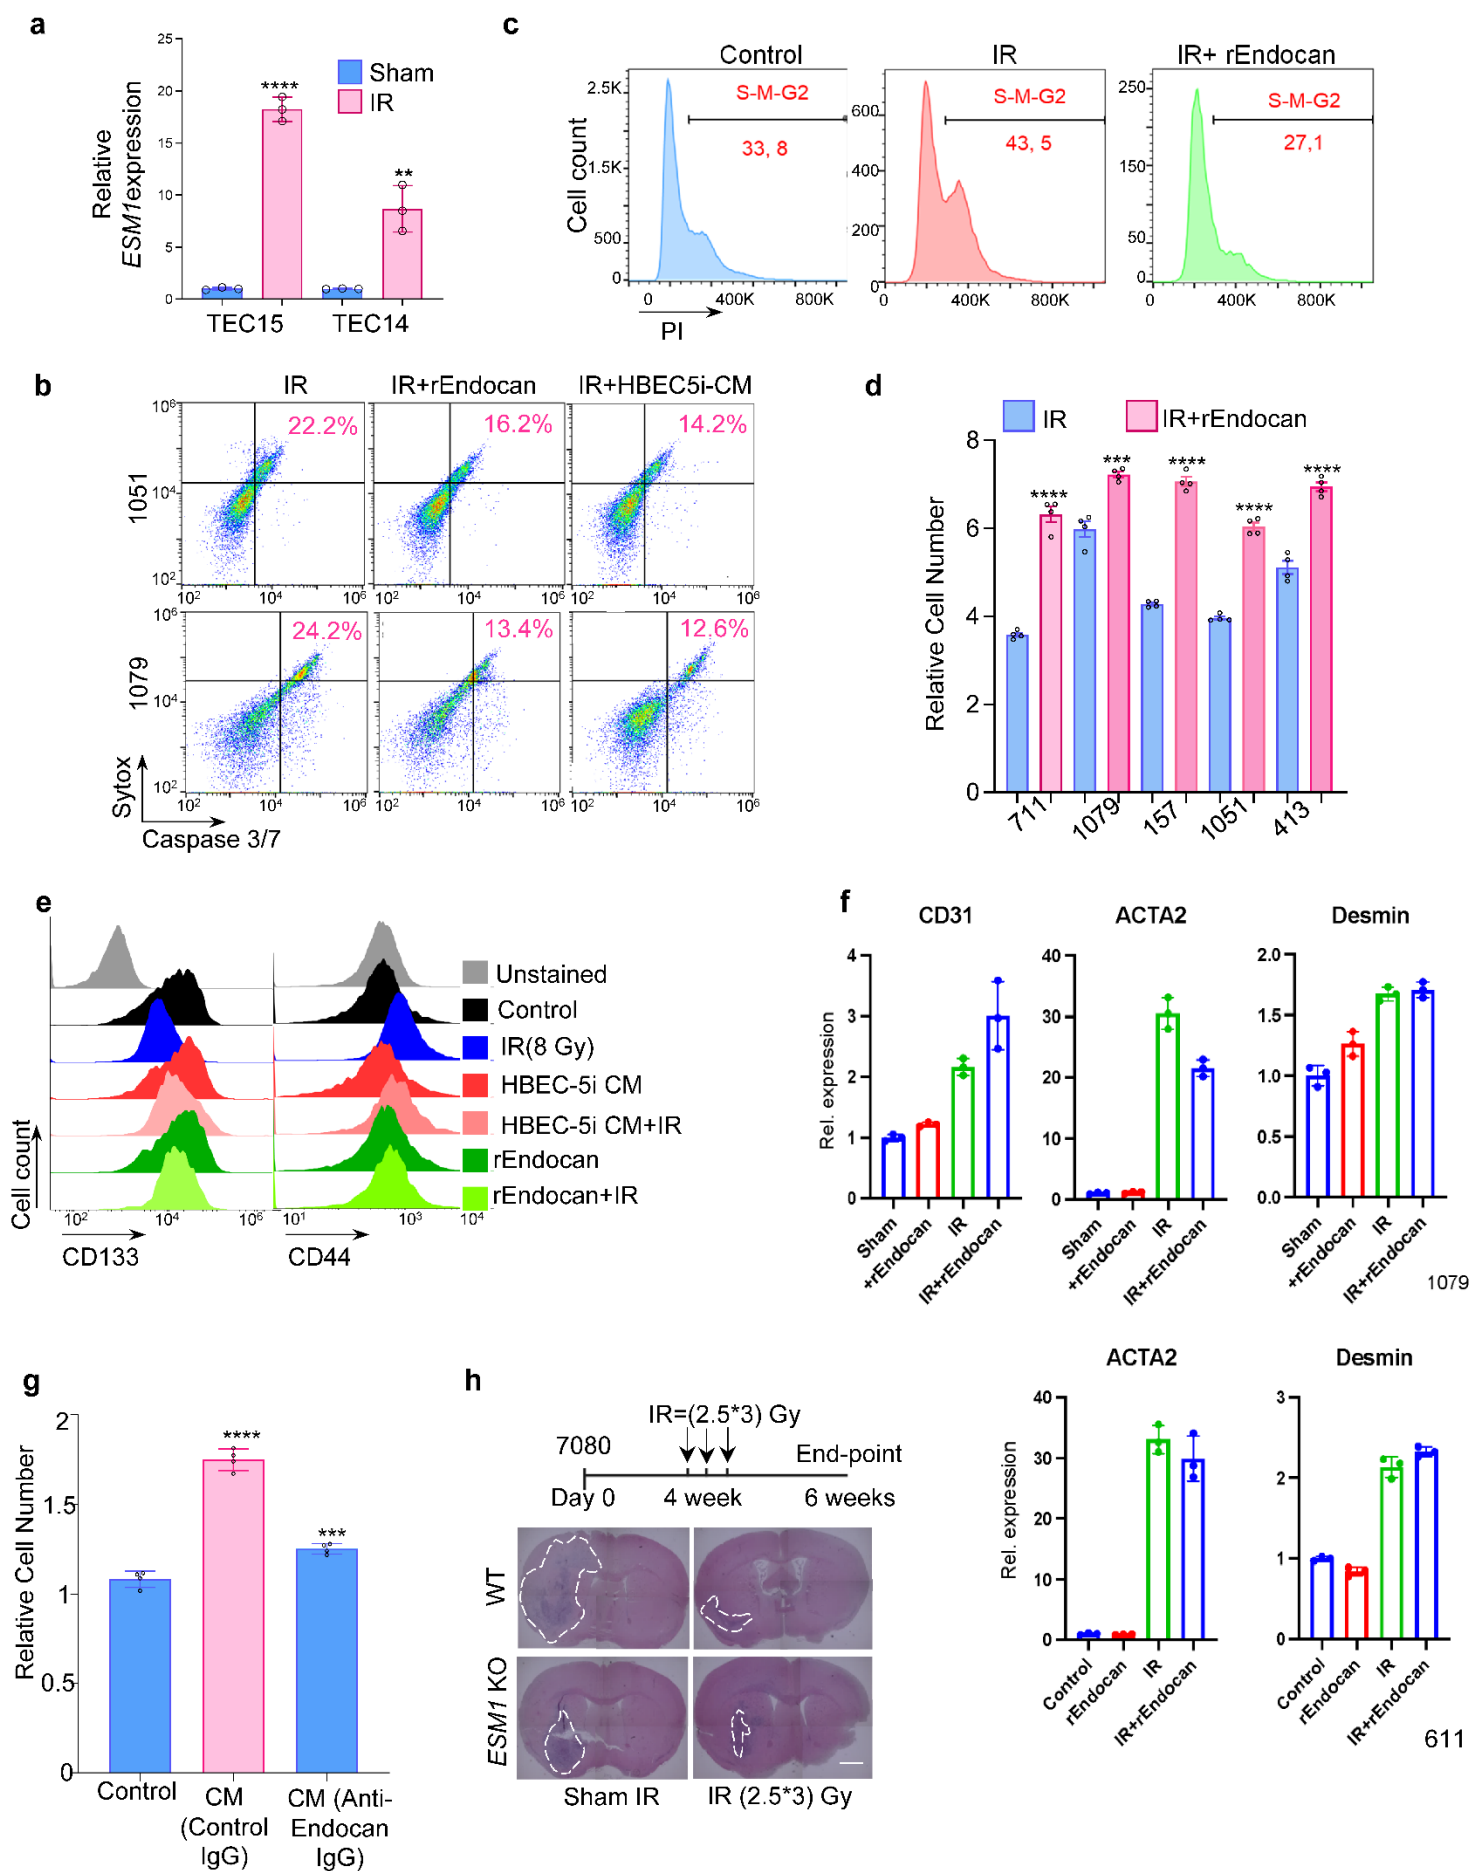

**Supplementary Figure 8. Endocan protects glioblastoma cells from radiotherapy.**

**A**, qRT-PCR analysis of *ESM1* gene expression in TEC15 and TEC14 VE cells 48 hours after treatment with 8 Gy radiation; n=3 biological replicates, \*\*\*\* $P<0.0001$  (TEC15) and \* $P=0.0039$  (TEC14), unpaired two-tailed Student's t-test.

**B**, FACS analysis of caspase 3/7 and SYTOX staining of 1051 cells that were preincubated with rEndocan or HBEC-5i CM for 3 days, irradiated with 8 Gy and stained two days later.

**C**, FACS analysis of cell cycle distribution of 1051 cells that were left untreated, irradiated with 8Gy or preincubated for 3 days with rEndocan (10ng/ml) and subsequently irradiated.

**D**, *In vitro* radio-sensitivity assay of gliomaspheres (711, 1079, 157, 1051, and 413) pretreated with rEndocan (10ng/ml) for 3 days and irradiated with 8Gy. Cell growth was measured on day 5 after irradiation. n=4 biological replicates, \*\*\*\* $P<0.0001$  (711), \*\*\* $P=0.0006$  (1079), \*\*\*\* $P<0.0001$  (157), \*\*\*\* $P<0.0001$  (1051), and \*\*\*\* $P<0.0001$  (413), unpaired two-tailed Student's t-test.

**E**, FACS analysis of CD133 and CD44 staining of 1079 cells pretreated with rEndocan (10ng/ml) or HBEC-5i CM for 3 days, irradiating with 8Gy and stained two days later. Unstained cells were used as control. \*\*\* $P<0.001$ , \*\*\*\* $P<0.0001$ , unpaired two-tailed Student's t-test.

**F**, qRT-PCR analysis of CD31, ACTA2 and Desmin expression in non-irradiated or irradiated (8Gy) gliomaspheres (1079 and 611) cultivated in the presence or absence of rEndocan (10ng/ml). n=3 biological replicates.

**G**, *In vitro* radio-sensitivity assay of 1079 cells preincubated for 3 days with control media, or HBEC-5i CM that was incubated with Endocan blocking antibody (Endocan depleted CM), or isotype control antibody. After incubation cells were irradiated at 8 Gy and analyzed after 3 more days. n=4 biological replicates. \*\*\*\* $P<0.0001$  (Control IgG). \*\*\* $P=0.0008$  (Endocan depleted CM), unpaired two-tailed Student's t-test.

**H**, Representative H&E images of brain sections obtained from *Esm1* WT or *Esm1* KO mice intracranially injected with 7080 cells and subsequently irradiated with 3 doses of 2.5 Gy 14 days after injection. n=5 mice per group. Scale bar, 500 $\mu$ m.

Source data are provided as a Source Data file.

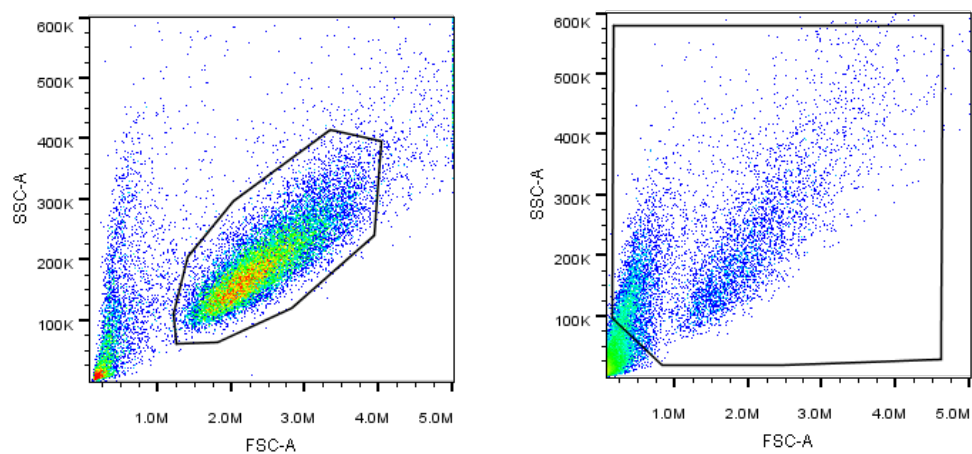

**Supplementary Figure 9. Flow cytometry gating strategies.**

FACS gating strategy used for all assays except apoptosis analysis (left panel) and gating strategy was used for apoptosis analysis (right panel).

Uncropped scans of blots from Supplementary Figures

Sup fig 4c

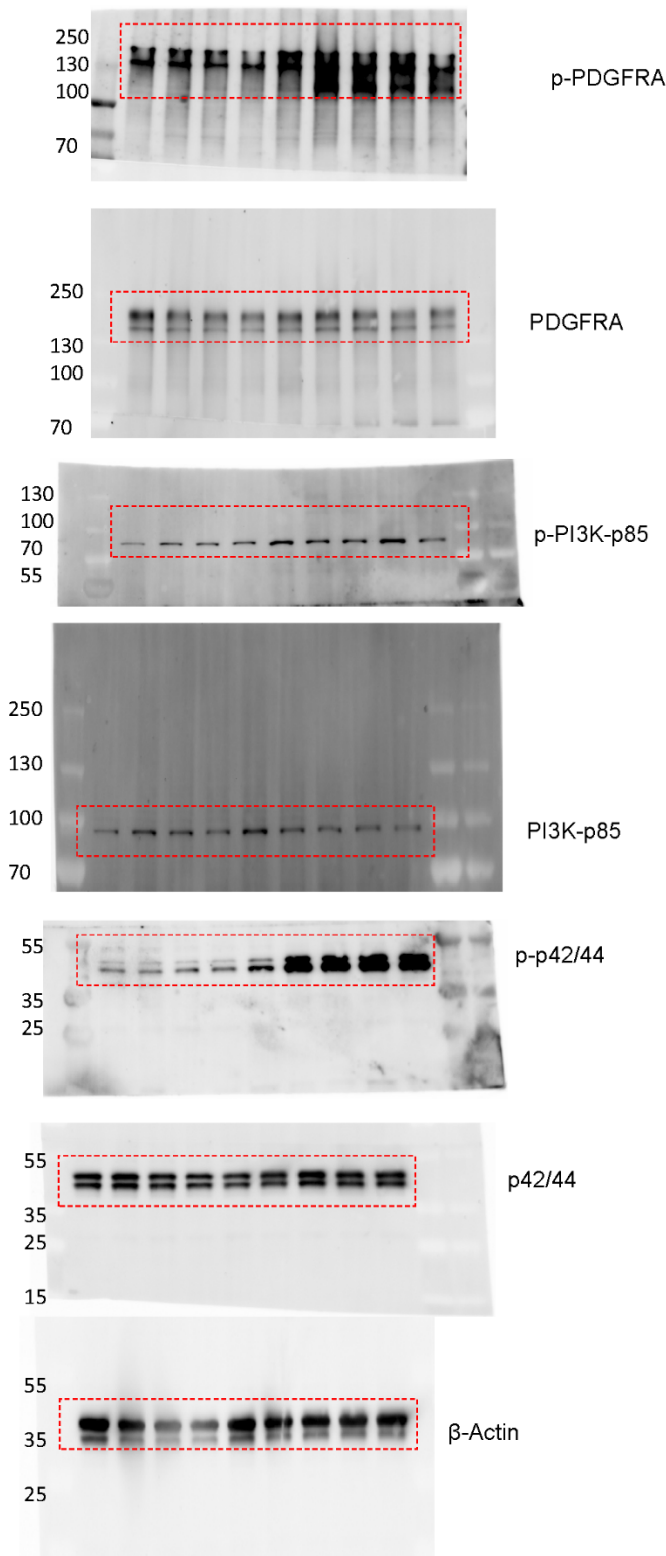

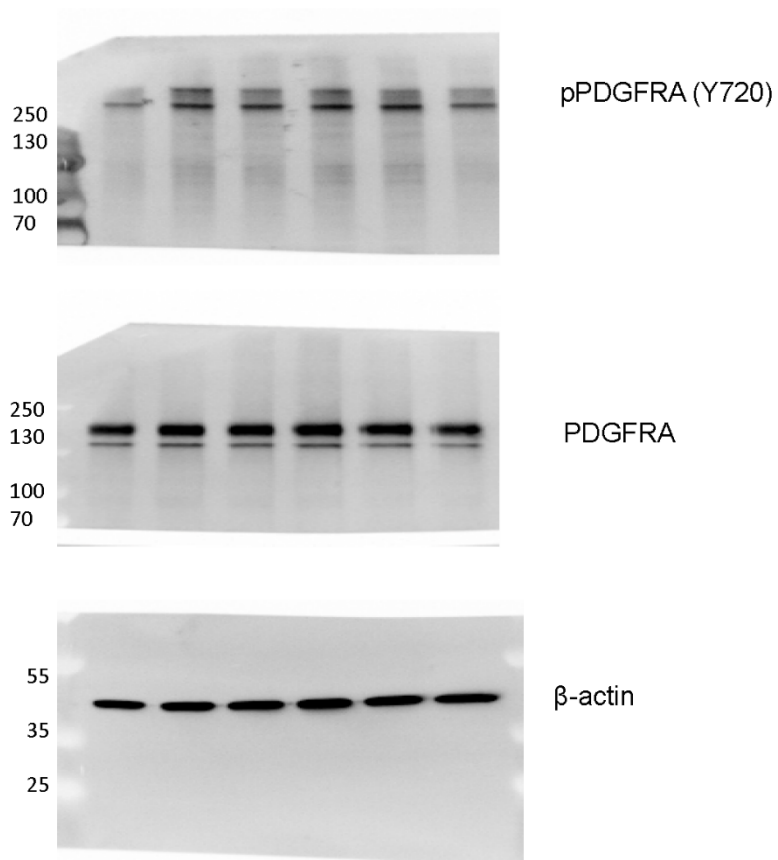

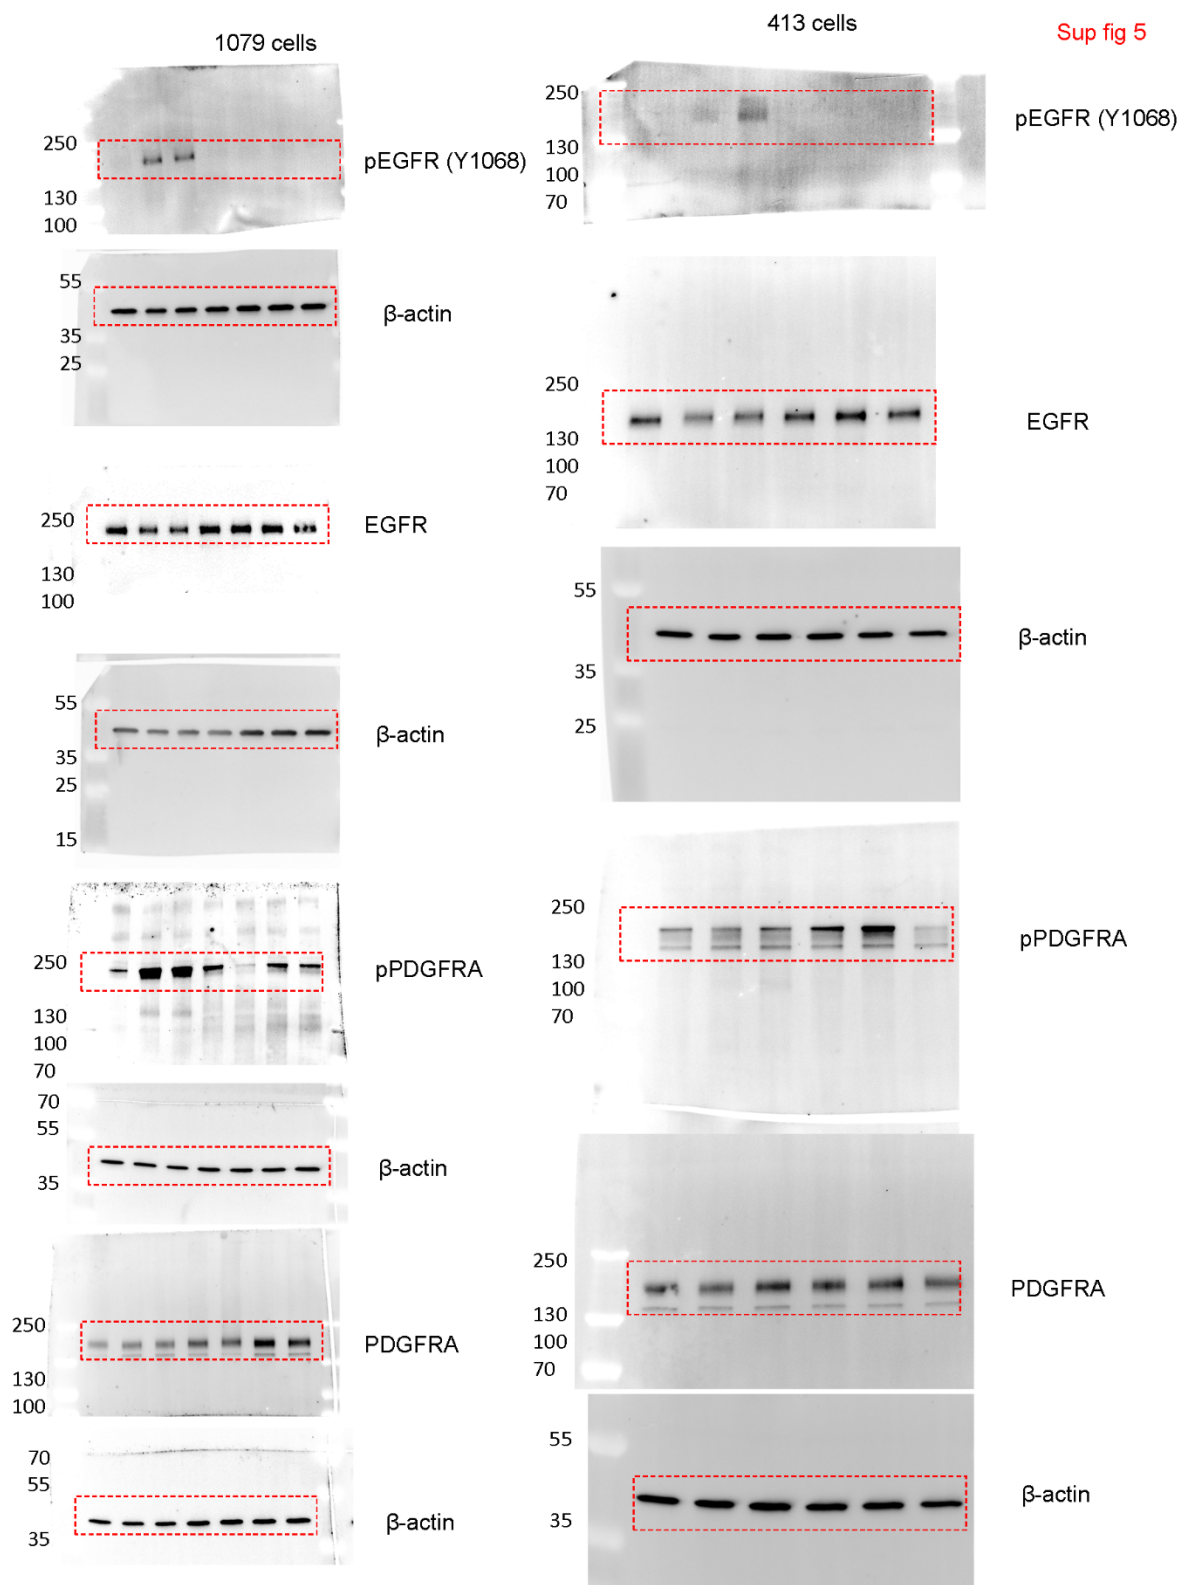

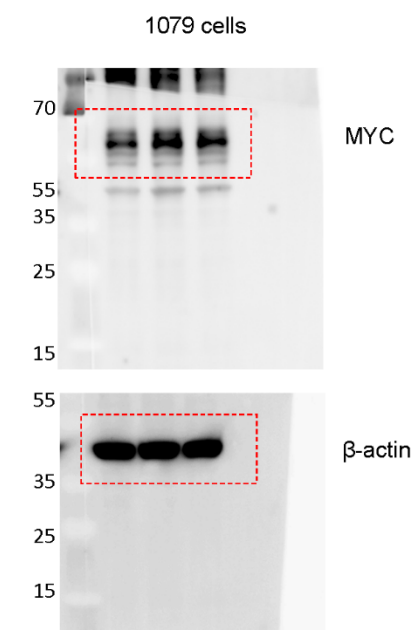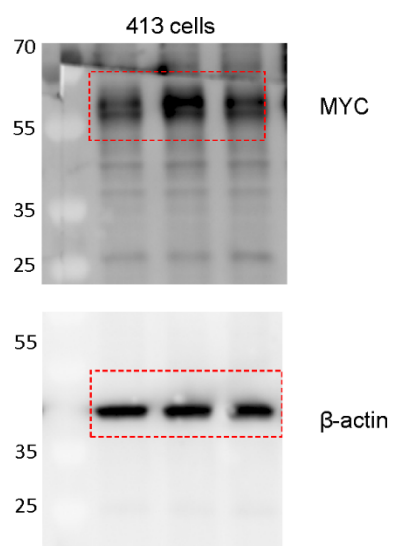

413 cells

Sup Fig 7a

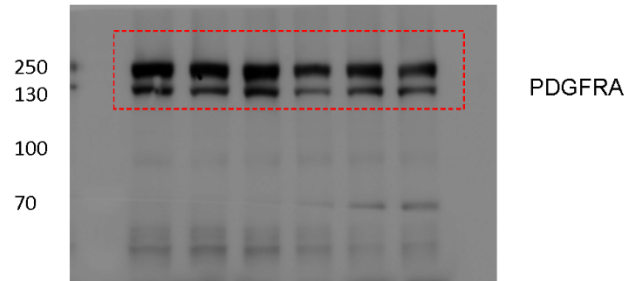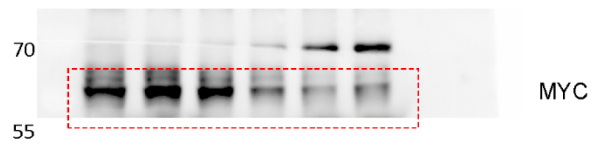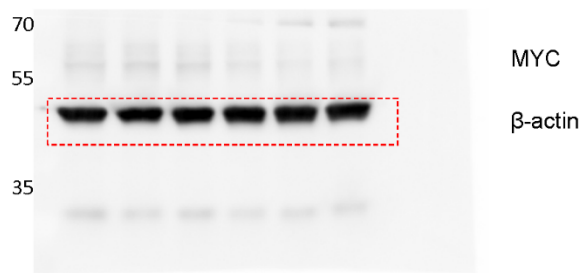

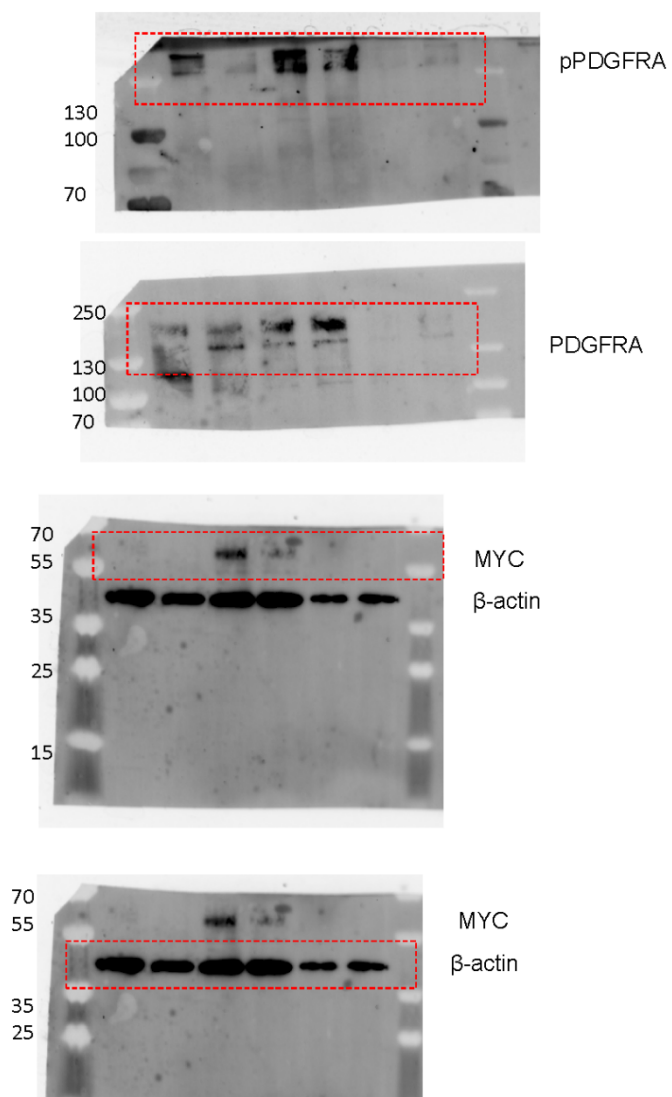

1079 cells

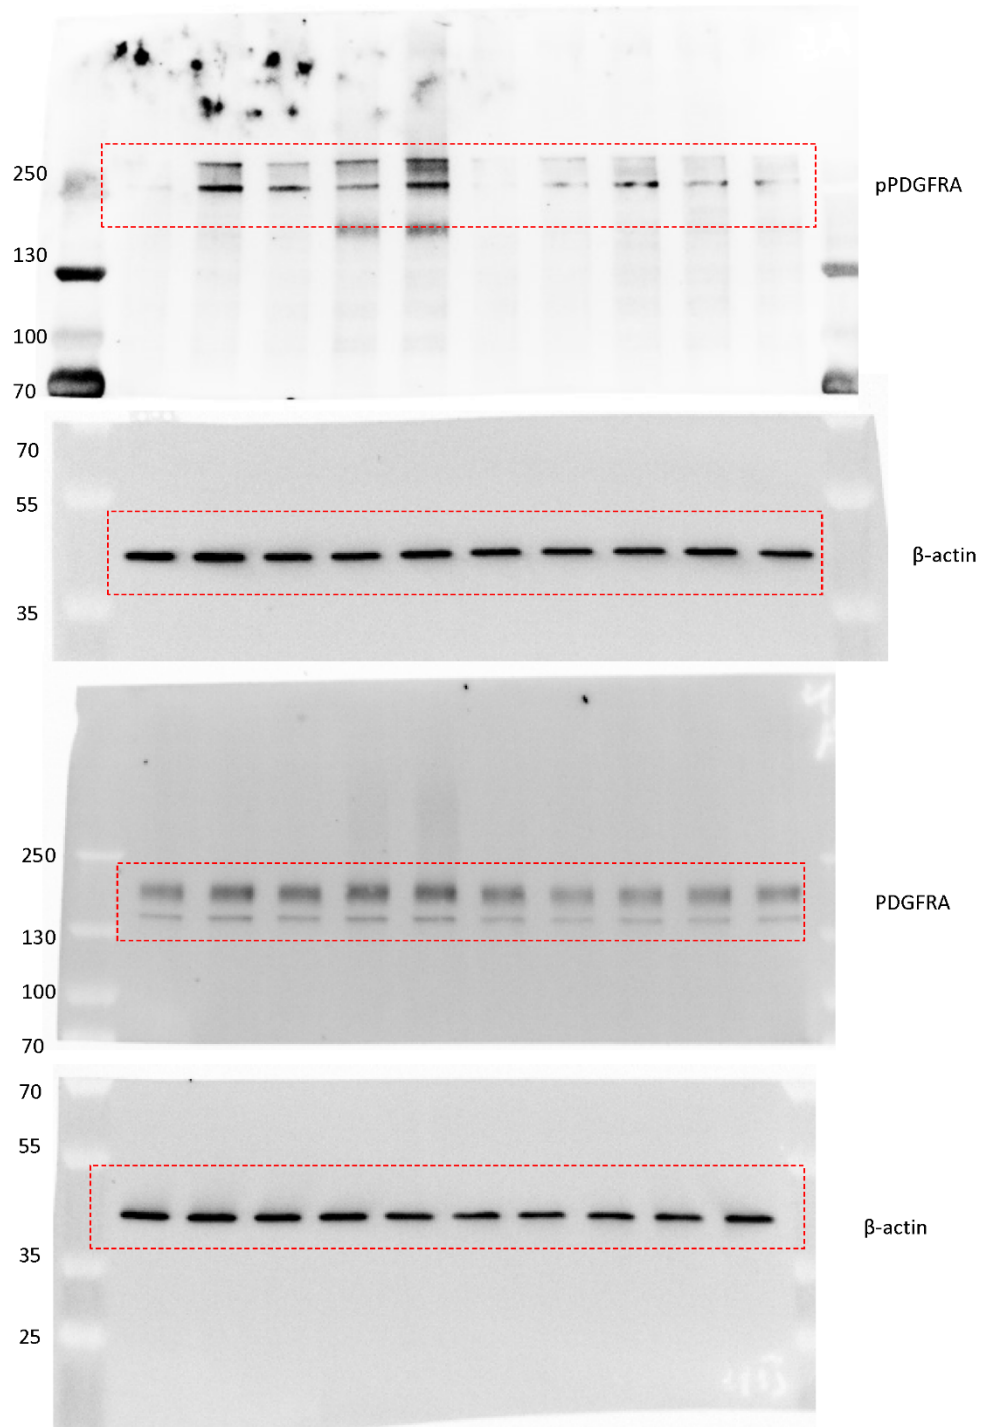

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Endothelial-secreted Endocan activates PDGFRA and regulates vascularity and spatial phenotype in glioblastoma
**Source:** Nat Commun. 2025 Jan 7;16:471. doi: 10.1038/s41467-024-55487-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

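Supplementary Data 1 gives, for each gene, normalized values of 4 tumor libraries, a log2 fold change, a p and an adjusted p. The table lists 27432 genes, of which a first part was available here, with all of its genes higher in WT than in KO tumors by at least 2.0 on the log2 scale. Of these, 1437 carry an adjusted p under 0.05, which is a count of the paper's own calls, and 335 carry no adjusted p. The deposited counts hold 1281 of the available genes by symbol. For 23 genes named here by rule or by the paper, the table's log2 fold change was set beside that from the deposited counts, and 5 differed by more than the standard error of the fit.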

**Supplementary Data 1** (Related to Figure 2). RNA sequencing results of tumors formed by 7080 cells in ESM1 WT and KO mice

**Supplementary Data 2** (Related to Figure 4). Results of LC-MS/MS identification of the proteins that were bound to recombinant His-Endocan or a control beads.

**Supplementary Data 3** (Related to Figure 5). ATAC sequencing results of tumors formed by 7080 cell in Esm1 WT and Esm1 KO mice.

**Supplementary Data 4** (Related to Figure 7). RNA sequencing results of human GBM cells that were preincubated with rEndocan or CM from HBEC5i cells and subsequently irradiated with 8Gy or left untreated.

**Supplementary Data 5** (Related to Methods). Characterization of glioma cell lines used in this study.

**Supplementary Data 6** (Related to Methods). List of oligonucleotides and their sequences used in this study.

**Supplementary Data 7** (Related to Methods). List of antibodies used in this study.

# Supplementary material for: Endothelial-secreted Endocan activates PDGFRA and regulates vascularity and spatial phenotype in glioblastoma
**Source:** Nat Commun. 2025 Jan 7;16:471. doi: 10.1038/s41467-024-55487-1
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Immunofluorescence images were obtained using LEICA LASX microscope application Suite X and EVOS FL Auto Imaging system.                                                                                                                                                                                                                                                            |
| Data analysis   | Data analysis was done using standard protocols and parameters found in the Methods section of the manuscript.<br>Flow cytometry analysis: FlowJo 10;Image analysis: FIJI2.3.0, statistics: GraphPad Prism V10, Bulk RNA-seq: STAR alignment, software DESeq, Edge R ; For GSEA analysis, mSigDB ver7.0 was used.<br>ATACseq: Picard Tools, Homer 4.11.1, Diffbind 2.16.2 was used. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

ATACseq data of the tumors formed by 7080 cells in ESM1 WT and KO mice were deposited to the Gene Expression Omnibus (GEO) under the accession number

GSE137796 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137796]. Data for figure 1C is available to access from Ghochani et al, 2022, DOI: 10.1016/j.celrep.2022.111511 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186932]. RNAseq data of the tumors formed by 7080 cells in ESM1 WT and KO mice were deposited to GEO under the accession number GSE137808 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137808]. RNAseq data of patient-derived glioma sphere lines (1051 and 1079) are deposited with access codes GSE277011 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE277011] and GSE277014 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE277014]. Raw Mass spectrometry data have been deposited in ProteomeXchange via the PRIDE with the primary accession code PXD057635 https://proteomecentral.proteomexchange.org/ui?search=PX057635. Visium data from https://pubmed.ncbi.nlm.nih.gov/38077210/ was analyzed for Figure s1F. Single-cell data from https://www.sciencedirect.com/science/article/pii/S221124717314626 was used for s1E. Source data are provided with this paper. Single-cell data for Figure s1G, H was used from https://insight.jci.org/articles/view/150861. Please contact corresponding author () if there are requests.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                   |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Due to deidentified nature of the content of the tumor samples and cell lines used in the study, no sex and gender-based analyses were performed.                 |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A                                                                                                                                                               |
| Population characteristics                                         | N/A                                                                                                                                                               |
| Recruitment                                                        | N/A                                                                                                                                                               |
| Ethics oversight                                                   | Patient tissue samples used in this study was de-identified and collected under informed consent and approved by UCLA and UAB Medical Institutional Review Board. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined based on standards in the field and by the effect size between groups.                                                                                                                                                                                                        |
| Data exclusions | No data was excluded from the analyses.                                                                                                                                                                                                                                                                  |
| Replication     | Replication was performed for all experiments with a minimum of 2-3 independent times with successful replication of the data.                                                                                                                                                                           |
| Randomization   | For in vivo study, female mice with tumors were randomized for drug or radiation treatments. For in vitro studies, samples were randomly allocated in experimental group.                                                                                                                                |
| Blinding        | Experiments requiring cell counting on immunostained tumor sections between control and treatment groups were blinded. For ATAC sequencing experiments, Bioinformatician performed processing and analysis in blinded fashion. For in vitro experiments, no adjustment was performed for all conditions. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Anti-ALDH1A3 Sigma-Aldrich Cat#SAB1300933, RRID:AB\_10607145  
 Anti-phospho AKT (Ser473) Cell Signaling Technology Cat# 9271, RRID:AB\_329825  
 Anti-AKT Cell Signaling Technology Cat# 9272, RRID:AB\_329827  
 Anti- $\beta$ -ACTIN Cell Signaling Technology Cat# 2118; RRID:AB\_561053  
 Anti-CD133-APC Miltenyi Biotec Cat#130-090-826;RRID: AB\_244340  
 Anti-CD31 Abcam Cat# ab28364, RRID: AB\_726362  
 Anti-CD31 Novus Cat#NB600-562, RRID:AB\_10002476  
 Anti-CD44 Cell Signaling Technology Cat# 3578; RRID: AB\_2076463  
 Anti-CD44-FITC BioLegend Cat# 338804, RRID:AB\_1501197  
 Endocan blocking antibody R&D systems Cat# AF1810-SP  
 Anti-ESM1 Abcam Cat# ab56914, RRID:AB\_941479  
 Anti-ESM1 Bioss Cat#bs-3615R, RRID:AB\_10857499  
 GAPDH Abcam Cat# ab9483; RRID: AB\_307273  
 Anti-Goat IgG control Thermofisher Scientific Catalog # 02-6202  
 Anti-GFP Abcam Cat# ab290; RRID:AB\_303395  
 Anti-phospho GSK3 $\beta$  (Thr 390) Bioss Cat#bs-3148R, RRID:AB\_10857056  
 Anti-HIF1 $\alpha$  Novus Cat#NB100-105, RRID:AB\_10001154  
 Anti-His-tag Cell Signaling Technology Cat# 12698, RRID:AB\_2744546  
 Rabbit IgG Isotype Control Thermofisher Scientific Cat# 02-6102, RRID:AB\_2532938  
 Anti-phospho-p44/42 MAPK Cell Signaling Technology Cat# 9101, RRID:AB\_331646  
 Anti-p44/42 MAPK Cell Signaling Technology Cat# 9102, RRID:AB\_330744  
 Anti-mCHERRY Novus Cat#NBP2-25157, RRID:AB\_2753204  
 Anti-MYC Santa Cruz Biotechnology Cat# SC-40; RRID: AB\_627268  
 Anti-MYC Cell Signaling Technology Cat# 13987  
 Anti-p65-NF- $\kappa$ B(pS536) Abcam Cat# ab86299, RRID:AB\_1925243  
 Anti-OLIG2 Millipore Cat# AB9610; RRID: AB\_570666  
 Anti-PI3K p85 / p55, phospho (Tyr199) Bioworld Technology Cat# BS4605, RRID: AB\_1663852  
 Anti-PI3K Cell Signaling Technology Cat# 4292, RRID:AB\_329869  
 Anti-phospho PDGFR $\alpha$  (y720) Abcam Cat#ab134068;RRID:AB\_2921264  
 Anti-PDGFR $\alpha$  Cell Signaling Technology Cat# 3174, RRID:AB\_2162345  
 Anti-phospho-Histone H2A.X (Ser139) Cell Signaling Technology Cat# 2577, AB\_2118010  
 Anti-PDGFR $\alpha$  (C-terminal) Sigma-Aldrich Cat#SAB1404186, RRID:AB\_10737660  
 Anti-YKL-40/CHI3L1 Abcam Cat#Ab77528; RRID:AB\_2040911  
 Anti-EGFR antibody CST Cat#4267  
 Anti-Phospho-EGF Receptor (Tyr1068) Cat# 3777

## Validation

All antibodies were validated by the manufacturer. To ensure the antibodies were specific and sensitive, we further validate our antibodies by testing on multiple cell lines and tissue types with variety of known expression levels.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

All glioma sphere models were established at UCLA or UAB, and the information is provided in the methods section and Table S1: Cell line information.  
 Normal Human Astrocytes Lonza Cat# CC-2565  
 HBEC-Si ATCC Cat# CRL-3245  
 157 (Mao et al., 2013)  
 711 (Bhat et al., 2013) See Table S2  
 1051 (Minata et al., 2019) See Table S2  
 1079 (Minata et al., 2019) See Table S2

TEC15 This study See Table S2  
 TEC14 This study See Table S2  
 293FT ThermoFisher Cat#R70007  
 mG7080 (Sadahiro et al., 2018) See Table S4  
 413 (Ghochani et al., 2022) See Table S4  
 408 (Muthukrishnan et al., 2022) N/A  
 PDGFBB derived cells This study N/A

|                                                                      |                                                                                                                             |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------|
| Authentication                                                       | Cell lines were extensively validated by whole genome sequencing and cells were monitored regularly by STR analysis.        |
| Mycoplasma contamination                                             | Cell lines were routinely tested for mycoplasma contamination using MycoAlert Mycoplasma detection kit and tested negative. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No misidentified cell lines were used in the study.                                                                         |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Strains: C57BL6 mice were used at 8-12 weeks of age.<br>ESM1 knockout mice (Rocha et al., 2014)<br>NOD scid mice -Prkdcscid The Jackson Laboratory Cat# 001303                                                                                                                                 |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                        |
| Reporting on sex        | Only female mice were used in the study.                                                                                                                                                                                                                                                       |
| Field-collected samples | N/A                                                                                                                                                                                                                                                                                            |
| Ethics oversight        | All the animal studies were performed according to UCLA ARC (Animal Research Committee) and UAB IACUC (Institutional Animal Care and Use Committee) approved protocol. Mice were housed at AAALAC-approved facilities on a 12-hour light/dark cycle, with food and water available ad libitum. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                          |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Cells from control and treatment groups were prepared accordingly for Propidium Iodide staining (Cell Cycle analysis) or Caspase 3/7 staining with SYTOX (ThermoFisher). |
| Instrument                | AttuneNxT Flow Cytometer (ThermoFisher Scientific)                                                                                                                       |
| Software                  | FlowJo 10                                                                                                                                                                |
| Cell population abundance | All GBM cells obtained after preparation of single cells were analyzed without separation into different populations.                                                    |
| Gating strategy           | The samples were gated by FSC-H and SSC-H to distinguish cells from debris.                                                                                              |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

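RNA-seq measured gene expression in tumors of 7080 cells from brains of Esm1 WT and Esm1 KO mice, with 3 libraries per group. The authors aligned the reads, with hg38 and STAR named in the paper and mm10 in the sample labels, and counted them on genes. Counts in the deposited table are whole numbers of reads per gene, as the authors made them, without normalization. Beside the counts, the deposited table holds the authors' log2 fold changes (KO over WT), p-values and false discovery rates from edgeR for all 6 libraries. It also holds normalized signal values, which the authors made by multiplying each library's counts by a single factor, and FPKM, which the authors computed per gene and library. Neither was used for a test here. Every gene of the table has a count in at least 4 libraries and a largest count of at least 5, so genes under such a limit cannot be assessed.

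Total counts per library were 20479718 (WT 1), 17632070 (WT 2), 18949165 (WT 3), 19242791 (KO 1), 21288957 (KO 2) and 22241832 (KO 3). A count of 0 allows up to 3 counts per library, which is 0.134 to 0.171 CPM. Counting intervals are exact at 95%, and PCR copies of a read were not marked, so intervals and floors cover counting error only. Groups followed the sample labels. The 4 libraries of Supplementary Data 1 (WT 1, WT 2, KO 1, KO 3) were compared first because they carry the paper's calls, and all 6 were compared as the alternative.

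Counts were fitted in R 4.3.3 with edgeR 4.0.16, using filterByExpr (minimum count 10, minimum total 15), TMM factors and the quasi-likelihood F test with Benjamini-Hochberg adjustment over all genes tested. Log2 fold changes are KO minus WT, and the standard error of each is its size over the square root of its F value. A gene was called at a fold change above 4 with an adjusted p under 0.05. CPM per library used TMM factors over all 6 libraries. Alternatives were RLE and upper quartile scaling, no filter on low counts, a filter at a mean of 10 counts, each replicate left out in turn, the replicate number as a block over all 6 libraries, DESeq2 1.42.0, edgeR's exact test with tag-wise dispersions (the paper's methods name edgeR and these dispersions but no test), limma-voom (limma 3.58.1) and glmTreat. The paper's reporting summary names DESeq beside edgeR. Alternatives added after seeing the data were DESeq2, the exact test and limma-voom over all 6 libraries, a fit of all 6 with the neuron list as a covariate, and each of the 6 left out in turn.

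Gene lists, 20 in all, were written by hand without the gene sets of the paper, which were not used here. They are proliferation, Myc targets, DNA double strand break repair, VEGFA signaling, endothelial cell, mural cell, microglia and macrophage, T cell, neuron, myelinating oligodendrocyte, astrocyte, red blood cell, interferon response, PDGF family, Myc neighbourhood, Y chromosome, X inactivation, the vascular genes of Fig. S2d, the immune markers of Fig. S2e and the other genes the paper names in these tumors. Of these, 15 lists were tested with limma's camera on log2 CPM (prior count 2, preset correlation 0.01), with camera at an estimated correlation and with fry as alternatives, adjusted over the 15 lists. The lists of Fig. S2d and Fig. S2e and the Y chromosome list hold fewer than 5 tested genes and were read gene by gene, as were red blood cell (Alas2 alone in the file) and X inactivation (Xist). As a background for list medians, 2000 random lists matched in size and expression were drawn.

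Single genes were named by a rule: the 5 with the largest fold change in each direction among called genes whose groups do not overlap, the 3 with the smallest p in each direction, genes the paper names in these tumors, the PDGF family, the Y-linked genes, Xist and the Myc neighbourhood, and the lowest and highest member of each other list. Values of the available part of Supplementary Data 1 had been seen when the rule was written. Gene positions, transcript length and GC content came from GRCm38 (GENCODE vM21), matched by symbol for 15937 of 16729 genes. Genes absent from the deposited table include Adgre1 (F4/80), Chi3l1 and Gsdmc.

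The whole pipeline was tested on simulated data with the same number of libraries. With 2 libraries per group, 98.5% of genes changed 8-fold and 100% of those changed 32-fold were called with 0 false calls. Genes changed 2-fold lie under the fold threshold by design, and 17.9% of them passed on p. With 3 per group, 100% of genes changed 8-fold were called, and 1.49% of those changed 2-fold passed on p. A simulated list of 40 changed genes gave a camera p of 1.04e-36 and 1.31e-23, and 1 and 0 of 50 unchanged lists passed an unadjusted p of 0.05. Each simulation used a single dispersion for all genes, at 0.0709 with 2 libraries per group and 0.138 with 3. It changed 67, 67 and 66 genes by 2-fold, 8-fold and 32-fold. In the real libraries the first principal component held 84.2% of the variance. The correlation estimated for the proliferation list over those of Supplementary Data 1 was 0.802, against the preset 0.01. The simulated rates are therefore no error rates for edgeR or camera in the real libraries. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Raw reads, ATAC-seq reads and RNA-seq of human cells were not analysed here. Supplementary Data 1 and 3 were available in part, so no overlap or enrichment was tested on them.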

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

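Tests of library size, of microglia against neurons and of Xist relative to neurons were chosen only after the result was seen.

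Genes of the neuron and myelinating oligodendrocyte lists, cell types that the paper does not report on in these tumors, were higher in the KO libraries than in the WT libraries. For the neuron list (16 genes) the median log2 fold change over the 4 libraries of Supplementary Data 1 was 1.70 (camera, adjusted p = 2.11e-05), and it was 1.47 over all 6 (camera, adjusted p = 2.5e-05). Random lists of matched expression had a median of 0.58, with a 95% range of 0.00 to 1.08. Summed over the list, KO 1 and KO 3 had 15900 and 19290 CPM, and WT 1, WT 2 and WT 3 had 7267, 2379 and 4248 CPM. At 6084 CPM the library labelled KO 2 lay within the WT range. The list's most abundant genes were Camk2a (3747 CPM in KO 1, 4435 in KO 3, 1434 in WT 1 and 576.1 in WT 2) and Snap25 (2657, 3132, 1090 and 257.4 CPM). Fold changes in the list ran from 0.84 (Gad2) to 2.43 (Slc17a7). Without WT 1 the median was 2.82, and without WT 2 it was 1.13. The oligodendrocyte list (10 genes) had a median of 1.12 (camera, adjusted p = 0.0155), and 1.04 over all 6 libraries (camera, adjusted p = 0.00184). Its call was lost without KO 1 (0.61, adjusted p = 0.0841) and without WT 2 (0.57, adjusted p = 0.17), and its median was 2.03 without WT 1. Mbp, its most abundant gene, had 3711 CPM in KO 1, 1439 in KO 2, 1808 in KO 3, 1523 in WT 1, 571.8 in WT 2 and 782.1 in WT 3. Neither list passed with an estimated correlation or with fry. Every gene of both lists was read in every library, and no other list holds any of them.

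Several technical explanations of the difference between KO 1, KO 3 and WT 1, WT 2, of which these lists are a part, find values against them. The largest library had 1.26 times the counts of the smallest, too little for a change of this size. The 10 most abundant genes took at most 3.72% of a library, so that the scaling does not rest on them. After a smooth trend on GC content and length was removed, 89.5% of the genes called lower stayed past a 4-fold fall (868 of 970 with a known GC content). A lower share of tumor cells with every other cell type rising alike is argued against. The median of the microglia and macrophage list lay below that of the neuron list, at a difference of -3.27. This does not bear on a smaller share of tumor tissue together with its immune cells. Genes of the microglia and macrophage list ran from -2.60 (Ptprc) to 0.94 (P2ry12). What stays open is that KO 1 and KO 3 may hold fewer tumor cells and more brain tissue of the host, for which the neuron median of 1.70 is the value that a planned test looked for. It also remains open whether this would come from how the tumors were taken or from smaller or more invasive tumors in Esm1 KO hosts, since no tumor size or share of tumor cells per library was given. On invasion the paper reports the opposite in another setting. After co-injection into WT hosts, cells cultured from tumors of KO hosts stayed mostly in the core, while those from WT hosts spread into normal brain. A change in neurons and oligodendrocytes caused by the genotype is a biological explanation that was not tested.

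Xist, which is transcribed from the inactive X of female cells and which the paper does not discuss, had 1598, 807.8 and 1104 CPM in KO 1, KO 2 and KO 3. In WT 1 it had 645.6 CPM, but in WT 2 and WT 3 only 2.89 and 2.37 CPM (56 and 48 counts). Its log2 fold change over the 4 libraries was 2.06 (standard error 1.90, adjusted p = 0.419), so the difference between the groups did not pass, but without WT 1 it did (8.85, adjusted p = 0.00261). The paper states that only female mice were used. A lower share of female host cells in WT 2 and WT 3 is argued against, because Xist relative to the summed neuron list was 73.0 times higher in WT 1 than in the higher of WT 2 and WT 3. A host other than a female one in WT 2 and WT 3, or a sample from elsewhere, may remain a candidate explanation, and no further test of the sex of the hosts was run. No biological explanation was tested, since the design names no male group.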

How the results depend on the processing

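DESeq2, edgeR's exact test and limma-voom over all 6 libraries, the neuron covariate, and each of the 6 libraries left out in turn were tests chosen only after the result was seen. All other choices were made before the deposited counts were examined. Values of the available part of Supplementary Data 1 had been seen when the rule naming the single genes was written.

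Results are the counts of called genes (1008 lower and 73 higher) and the log2 fold changes of Esm1, Myc, Pvt1 and 38 other genes. They also include the median or test of each tested gene list except PDGF family, Myc neighbourhood and the other genes the paper names. For the Myc neighbourhood, the median without Myc and Pvt1 was followed instead. Under upper quartile scaling and without a filter on low counts, all 18 summary results and all 38 single genes kept their direction and their side of the threshold. With a filter at a mean of 10 counts, all 18 and the 37 genes left did so. RLE scaling kept 17 and 37, and reversed the endothelial list (0.026) and Cdh5 (0.020), both near 0. DESeq2 kept 35 of 38 single genes, moved 2 past the threshold, and reversed Cdh5 (0.021). limma-voom kept all 5 summary results and 37 single genes. The exact test kept 32 and moved 6 past the threshold. Hif1a passed with DESeq2 (-0.70) and with the exact test (-0.74), and Patz1, Ddx3y, Kdm5d and Eif2s3y with the exact test. The higher genes rose to 215 with DESeq2 and 212 with the exact test. The cause was not tested.

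Using all 6 libraries changed the most. Called genes fell to 0 lower and 0 higher by edgeR's quasi-likelihood test (78 and 47 at an unadjusted p under 0.05). Myc (-2.19), Pvt1 (-2.09), Esm1 (-2.20), the T cell list (-0.55) and the microglia and macrophage list (-0.54) no longer passed, and the astrocyte list passed (0.87). With the replicate number as a block the counts were 0 and 0 again (384 and 46 unadjusted). There Myc (-3.69), Pvt1 (-3.18), Esm1 (-2.47), T cell (-1.55) and microglia and macrophage (-0.87) did not pass, astrocyte did (0.91), and Aldh1a3 reversed (-0.046). Replicate numbers do not pair the libraries, since the correlations of KO and WT libraries of one number across genes were 0.549, 0.594 and -0.21. Over all 6 libraries, DESeq2 called 47 lower and 34 higher genes, with Myc at -2.17 and Esm1 at -2.23 not passing. The exact test called 23 and 10 (Myc -2.19, Pvt1 -2.09, Esm1 -2.23). limma-voom called 0 and 0 (469 and 34 unadjusted, Myc -3.53, Pvt1 -3.17, Esm1 -2.61). With the neuron covariate 0 and 0 were called (14 and 6 unadjusted), with Myc at -0.98, Pvt1 at -0.74 and Esm1 at -1.15. The library labelled KO 2 decides these counts, since leaving it out alone brought back 1218 lower and 245 higher genes. Why it differs was not settled here.

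Against a fold change of 4 itself, glmTreat called 0 lower and 0 higher genes over the 4 libraries (777 and 15 at an unadjusted p under 0.05). With the correlation of each list estimated, the adjusted p was 0.515 for the proliferation, Myc target, DNA double strand break repair, interferon response, T cell, microglia and macrophage, and neuron lists and 0.598 for oligodendrocyte, none of which passed. By fry it was 0.0711 for proliferation, Myc targets, double strand break repair, interferon response and T cell, 0.0619 for microglia and macrophage, 0.19 for neuron and 0.397 for oligodendrocyte, so no list passed. The cause was not tested.

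With each library left out in turn, from the 4 or from all 6, the lower genes ranged from 0 to 1381 and the higher from 0 to 1482. The lowest counts over the 4 were without KO 3 (252 and 0) and the highest without WT 1 (1381 and 1482). Myc ranged from -5.76 to -1.65, Pvt1 from -5.14 to -1.56 and Esm1 from -4.17 to -1.30, the ends near 0 coming from all 6 libraries without KO 3, KO 3 and WT 3. Directions changed over the 4 libraries for Aldh1a3 (-0.71 to 1.13, below 0 without KO 3), Pecam1 (-0.61 to 0.10, above 0 without KO 3 and WT 2), Vegfa (-0.04 to 0.34, below 0 without KO 1), Cldn5 (-0.60 to 0.10, above 0 without WT 2) and Cdh5 (-0.095 to 0.072, above 0 without KO 3 and WT 2). The endothelial list ranged from -0.26 to 0.18 (above 0 without KO 3 and WT 2) and the mural list from -0.67 to 0.22 (above 0 without WT 2). The astrocyte list (0.52 to 1.45) passed without KO 3 and without WT 1. Microglia and macrophage (-1.74 to -1.36) missed the threshold without WT 1, and oligodendrocyte (0.57 to 2.03) without KO 1 and without WT 2. The cause was not tested. Median log2 fold changes of all genes were -0.03 with TMM, 0.01 with RLE and -0.06 with upper quartile scaling.

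Pseudocounts on normalized values were not run, since the table holds counts. The replicate block was run on all 6 libraries only, as the 4 share a single replicate number. Depth limits the genes at the top of the falls, which had 0 or 1 counts in KO 1 and KO 3.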

Differences from the paper's values

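The DESeq2, exact test and limma-voom fits of all 6 libraries and the neuron covariate were tests chosen only after the result was seen.

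A count or fold of the paper is taken as within the margin when neither value is more than 1.5 times the other, and a log2 fold change when the values differ by no more than the standard error of the fit it comes from (for the exact test and glmTreat, which give none, that of the quasi-likelihood fit of the 4 libraries). The paper's count of genes higher in KO tumors is 283, against 73 here over the 4 libraries of Supplementary Data 1. Its methods name edgeR and its reporting summary DESeq as well, so the tool behind that count is unclear. Of the alternatives set before the data were examined, DESeq2 (215) and edgeR's exact test (212) came within the margin. The others did not: all 6 libraries, the replicate block and glmTreat gave 0, and RLE 82, upper quartile 72, no filter 70, a mean of 10 counts 64, limma-voom 91, without KO 1 55, without KO 3 0, without WT 1 1482 and without WT 2 10. A fit of all 6 libraries without KO 2, chosen after seeing the values, gave 245. The paper's count of lower genes is 1449 against 1008 here, within the margin, and came closest without WT 1 (1381). It fell outside the margin over all 6 libraries (0), with the block (0), glmTreat (0) and limma-voom (965), and without KO 1 (874), KO 3 (252) and WT 2 (692).

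The paper's methods give 45 M reads per sample, and the 4 libraries held a median of 19.9 M counts. These are different quantities, since the first counts reads sequenced and the second reads counted on genes, and no alternative changes it.

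Of 23 log2 fold changes that Supplementary Data 1 also gives, 5 differed by more than that error over the 4 libraries, and over all 6 libraries 22 did, with Esm1 (-2.20 against the paper's -3.07) within it. For Cd3e the paper's value is -2.73 and the value here -3.30, within the margin without KO 3 (-2.97) and without WT 1 (-3.07) and with DESeq2 (-3.30), limma-voom (-3.23) and the replicate block (-1.72), and not with the others. For Cd8a the paper's value is -2.50 against -2.99, within the margin with RLE (-2.96) and DESeq2 (-2.96), without KO 3 (-2.55) and without WT 1 (-2.78) and with the replicate block (-1.89), and not with the others. For Exo1 it is -5.28 against -4.65, within the margin with upper quartile scaling (-4.69) and limma-voom (-4.70), without KO 1 (-5.46) and without WT 1 (-5.06), and not with the others. For Pet2 it is -9.30 against -8.28, within the margin with upper quartile scaling (-8.32), DESeq2 (-8.55) and without WT 1 (-8.79), and not with the others, apart from the fit without KO 1 (-10.69), which lies within the margin but has no Pet2 count in its KO library and so depends on the prior count. For Uty it is -2.52 against -4.44, within the margin with the replicate block (-3.01) alone. Values the deposited counts do not bear out also occur in the table: 16 of its genes are at 0 in both KO libraries and above 100 in both WT libraries, 12 of these are in the deposited table, and 7 have at least 100 counts there in both KO 1 and KO 3. Akap8 for example has 2306 and 2045 counts, and Ube3a 2277 and 2388.

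Among genes with altered chromatin the paper ranks Myc first. Over the available part of Supplementary Data 3, Irx5 (-5.36) and Isl2 (-5.20) fell further than Myc (-5.14) over the 4 libraries, each within 1 standard error, and Myc itself fell by more than 4-fold in every fit of the 4. In the paper's own Supplementary Data 1, Vax2 (-4.87, the paper's adjusted p = 1.81e-08) and Isl2 (-4.68, adjusted p = 6.2e-08), both with a promoter interval, also lie beyond Myc (-4.63, adjusted p = 2.56e-19). Irx5 (-5.13) does too but at an adjusted p of 0.1 in that table, so it is not among the paper's calls, and Sesn3 (-7.18, adjusted p = 1.03e-10) has no promoter interval in the available part. The paper's fold for Myc is 25 and the fitted fold here 35.3, within the margin. It is not within the margin over all 6 libraries (4.55), with the replicate block (12.9), without KO 1 (54.2) or without WT 1 (44.7). The other alternatives set before the data were examined kept it within. Of the later fits of all 6, DESeq2 (log2 fold change -2.17), the exact test (-2.19), limma-voom (-3.53) and the neuron covariate (-0.98) left it outside. Of the fits of all 6 with a library left out, only that without KO 2 (-5.05) kept it within.

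The paper states that VEGFA signaling is lower in KO tumors. In the list written by hand, which is not the paper's set, 15 genes were lower and 27 higher, with a median of 0.20 that did not pass, while the proliferation (-3.92), Myc target (-1.24) and double strand break repair (-1.48) lists were lower as the paper states. For immune markers the paper states no significant difference by IHC. Aif1 (-1.56), Cd68 (-1.80) and Cd8a (-2.99) were lower over the 4 libraries (adjusted p = 0.0343 each, edgeR) and not past the threshold over all 6, where Aif1 was at -0.58, Cd68 at -1.17 and Cd8a at -0.997. Aif1 was lost without KO 1 (-1.49, adjusted p = 0.0981) and without KO 3 (-1.61, adjusted p = 0.139), and without KO 3 so were Cd68 (-1.61, adjusted p = 0.124) and Cd8a (-2.55, adjusted p = 0.121). For Podxl, Cldn5, Cdh5 and Pecam1 the paper states lower levels by qRT-PCR. All 4 were below 0 here (-0.63, -0.29, -0.01 and -0.22) and none passed over all genes or adjusted over the list alone, over 4 or 6 libraries. A larger share of host brain in KO 1 and KO 3, which stays open, could hide a fall within the tumor. The paper's CD31 staining, vessel diameters and electron microscopy are further evidence that these counts do not address. Podxl passed without WT 1 (-0.70, adjusted p = 0.0305, edgeR).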

Other observations

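Tests of the label of KO 2, of other splits of the 6 libraries and of the copy number of the Myc region were chosen only after the result was seen.

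The library labelled KO 2 lay with the WT libraries. Across genes its log2 CPM had a correlation of 0.984 with WT 1. The Y-linked genes Kdm5d, Uty, Eif2s3y and Ddx3y summed to 147.2 CPM in KO 2, within the 93.2 to 164.5 CPM of the WT libraries, and to 9.36 CPM in KO 1 and 0.104 CPM in KO 3 (2 counts). The paper states that the mice were female and does not state the sex of the 7080 cells. If those cells carry a Y chromosome and the hosts do not, this value goes with a share of tumor cells in KO 2 like that of the WT libraries. Xist was 10.05, 13.28, 5.725 and 8.883 CPM per 100 CPM of the neuron list in KO 1, KO 2, KO 3 and WT 1. It was 0.1216 and 0.05575 CPM in WT 2 and WT 3. These values argue against a host that is not female in KO 1, KO 2, KO 3 and WT 1. On that reading, Y-linked counts there come from the injected cells. Their sums then go with fewer tumor cells in KO 1 and KO 3 than in WT 1. With Xist near 0 in WT 2 and WT 3, their Y-linked counts may include host cells, which leaves WT 1 (93.2 CPM) as the WT library without that doubt. Per 100 CPM of Y-linked genes, KO 2 had 0.726 CPM of Esm1, against 1.28, 0.987 and 2.46 in WT 1, WT 2 and WT 3 and 0.61 in KO 1, and KO 3 cannot be scaled this way with 2 Y-linked counts. A wrong label on KO 2 and a KO host whose tumor cells express Esm1 cannot be told apart, because Esm1 counts are few and the tumor cells carry the gene. Xist (807.8 CPM) and the neuron list (6084 CPM) do not settle it either. The paper's own PCR of the mice and its comparisons of groups of tumors do not refer to single libraries.

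Over all 6 libraries, 0 genes passed in the real split and 0 in the highest of the other splits. The 6 libraries make 10 splits of 3 against 3, too few for a share under 0.05, and with a real count of 0 no split can give fewer, so the comparison says nothing about chance.

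Lower Myc went along with lower Y-linked genes. Over the 4 libraries, Kdm5d, Uty and Eif2s3y had a median log2 fold change of -4.37 and Myc lay 0.78 below it (a difference of -0.78), Pvt1 0.15 above, the proliferation median 0.45 above and the interferon median 0.77 above. A planned test took a difference within 1 as the value that a lower share of tumor cells would need to account for the whole fall in Myc, provided that the tumor cells carry the Y-linked genes and the hosts do not. With Xist at 2.89 CPM in WT 2, a host there that is not female stays open, and the Y-linked counts of WT 2 would then include host cells. Single libraries decide that value, which was -1.35 without KO 3, -1.02 without WT 1 and -0.44 without WT 2. Without KO 1 no value is given, since KO 3 alone is left and Kdm5d and Eif2s3y have no count in it. KO 3 had 2 Y-linked counts and 40.0 CPM of Myc per CPM of Y-linked genes, against 0.939 in KO 1, 0.888 in KO 2 and 1.15 to 2.60 in the WT libraries. A lower share of tumor cells and lower Myc per tumor cell in Esm1 KO hosts, as the paper holds, therefore cannot be told apart for KO 1 and KO 3. For the fall of Myc, library size and the abundance of a few genes are argued against by the values given for the difference as a whole.

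A candidate explanation of another kind is a higher copy number of the Myc region in tumor cells of some libraries. In the available part of Supplementary Data 3, 136 of 438 ATAC-seq intervals lie between 61879101 and 63676066 on chromosome 15 and cover 95.2% of that span of 1.8 Mb. Their median width is 7372 bp, against 554.5 bp for the other 302. Besides Myc and Pvt1, H2afy3 is the gene of the span that was tested, and it fell by 4.67 on the log2 scale (adjusted p = 0.0343, edgeR) and by 1.96 over all 6 libraries (adjusted p = 0.265); it was picked out after its values were seen. The 14 genes of the Myc neighbourhood list other than Myc and Pvt1 had a median of 0.17 over the 4 libraries and 0.12 over all 6, from Mtss1 (-1.67, adjusted p = 0.0343) to Adcy8 (1.21). All 16 together had a median of -0.01 (camera, adjusted p = 0.877; all 6: -0.08, adjusted p = 0.777). DNA copy number was not measured, and open chromatin over the region, as the paper proposes, stays open beside it. Over all genes tested, 75 fell further than Myc over the 4 libraries, 18 of them with a mean above 10 CPM, and 105 did over all 6.

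Lists for other cell types moved in both directions over the 4 libraries. T cell genes had a median of -2.74 (camera, adjusted p = 0.0028; all 6: -0.55, adjusted p = 0.0887), interferon response genes -3.59 (adjusted p = 4.11e-10; all 6: -1.79, adjusted p = 2.61e-06), and microglia and macrophage genes -1.56 (adjusted p = 0.00698; all 6: -0.54, adjusted p = 0.282; without WT 1: -1.74, adjusted p = 0.0517). Astrocyte genes had a median of 0.91 (adjusted p = 0.0686; all 6: 0.87, adjusted p = 0.00797), and they passed without KO 3 (1.05, adjusted p = 0.0384) and without WT 1 (1.45, adjusted p = 0.0337). The mural cell list was at -0.30 (adjusted p = 0.75; all 6: -0.44, adjusted p = 0.524) and the PDGF family at 0.54 (adjusted p = 0.16; all 6: 0.51, adjusted p = 0.0887). The endothelial cell list had a median of -0.01 while camera gave the direction Up (adjusted p = 0.593; all 6: -0.09, Up, adjusted p = 0.852). It shares 4 genes with the vascular genes of Fig. S2d, 3 with VEGFA signaling. Of the red blood cell list Alas2 alone is in the table (-0.73, adjusted p = 0.218). No list passed with an estimated correlation or with fry.

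The other genes that the paper names in these tumors had a median of -0.95 (camera, adjusted p = 0.011; all 6: -0.63, adjusted p = 0.0692). Pdgfra was at -1.17 (adjusted p = 0.0358), Olig2 at -2.65 and Irf1 at -3.36 (adjusted p = 0.0343 each, edgeR), and over all 6 libraries at -0.72, -1.04 and -0.95, none past the threshold. Pdgfra was lost without KO 1 (adjusted p = 0.141) and without KO 3 (adjusted p = 0.23), and Olig2 without KO 3 (adjusted p = 0.0972). Trp53 (-1.70, adjusted p = 0.0343, edgeR) was lost without KO 3 (-1.50, adjusted p = 0.127). Further values over the 4 libraries were -0.66 for Patz1, -0.74 for Hif1a, -0.38 for Rela, 0.47 for Aldh1a3 and 0.34 for Nf1, none past the threshold. Without WT 1, Patz1 (-0.78, adjusted p = 0.0164) and Hif1a (-0.82, adjusted p = 0.0113) passed, and Hif1a also did without WT 2 (-0.65, adjusted p = 0.0468).

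Some genes were high in single libraries, picked out after their values were seen. WT 1 had 45.9 CPM of Avp, 25.7 of Oxt, 354.0 of Ttr and 30.6 of Pmch, against at most 0.723, 0.513, 6.33 and 4.55 CPM in the other 5 libraries. WT 3 had 52.1 CPM of Mmp12, against at most 1.96 CPM elsewhere. Pgr15l had 22.9 and 44.0 CPM in WT 1 and WT 2 and at most 0.712 CPM in the other 4. No explanation was tested for these.

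The authors' deposited comparison of all 6 libraries calls 161 genes lower and 66 higher at the thresholds of the paper. Its values for Myc (-2.16, false discovery rate 0.0149), Pvt1 (-2.07, 0.0227) and Esm1 (-2.18, 0.0305) are the authors'. For the library labelled KO 2 alone it gives -0.71 for Myc and -0.95 for Esm1, against -4.60 and -4.22 for KO 1 and -5.67 and -3.05 for KO 3. By edgeR's quasi-likelihood test over all 6 libraries 0 genes passed, as given above with the counts of the other tools.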
